# Distinct Inflammatory Macrophage Populations Sequentially Infiltrate Bone‐to‐Tendon Interface Tissue After Anterior Cruciate Ligament (ACL) Reconstruction Surgery in Mice

**DOI:** 10.1002/jbm4.10635

**Published:** 2022-05-31

**Authors:** Takayuki Fujii, Susumu Wada, Camila B. Carballo, Richard D. Bell, Wataru Morita, Yusuke Nakagawa, Yake Liu, Daoyun Chen, Tania Pannellini, Upneet K. Sokhi, Xiang‐hua Deng, Kyung Hyung Park‐Min, Scott A. Rodeo, Lionel B. Ivashkiv

**Keywords:** SYSTEMS BIOLOGY ‐ BONE INTERACTORS, OSTEOIMMUNOLOGY, ANIMAL MODELS, ORTHOPAEDICS, INJURY/FRACTURE HEALING

## Abstract

Macrophages are important for repair of injured tissues, but their role in healing after surgical repair of musculoskeletal tissues is not well understood. We used single‐cell RNA sequencing (RNA‐seq), flow cytometry, and transcriptomics to characterize functional phenotypes of macrophages in a mouse anterior cruciate ligament reconstruction (ACLR) model that involves bone injury followed by a healing phase of bone and fibrovascular interface tissue formation that results in bone‐to‐tendon attachment. We identified a novel “surgery‐induced” highly inflammatory CD9+ IL1+ macrophage population that expresses neutrophil‐related genes, peaks 1 day after surgery, and slowly resolves while transitioning to a more homeostatic phenotype. In contrast, CX3CR1+ CCR2+ macrophages accumulated more slowly and unexpectedly expressed an interferon signature, which can suppress bone formation. Deletion of *Ccr2* resulted in an increased amount of bone in the surgical bone tunnel at the tendon interface, suggestive of improved healing. The “surgery‐induced macrophages” identify a new cell type in the early phase of inflammation related to bone injury, which in other tissues is dominated by blood‐derived neutrophils. The complex patterns of macrophage and inflammatory pathway activation after ACLR set the stage for developing therapeutic strategies to target specific cell populations and inflammatory pathways to improve surgical outcomes. © 2022 The Authors. *JBMR Plus* published by Wiley Periodicals LLC on behalf of American Society for Bone and Mineral Research.

## Introduction

Tissue repair typically progresses through inflammatory, tissue formation and tissue remodeling phases.^(^ ^1^, ^2^ ^)^ The early inflammatory response typically lasts for 3 to 4 days and is characterized by influx of neutrophils and monocytes, and expression of canonical proinflammatory cytokines such as tumor necrosis factor (TNF) and interleukin 1 (IL‐1). The inflammatory phase sterilizes and “cleans up” the wound site and helps initiate the subsequent and partially overlapping phase of tissue formation, which occurs approximately 3 to 10 days postinjury. The tissue formation phase is characterized by resolution of classical inflammation and concomitant activation of mesenchymal cells, myofibroblasts, and angiogenesis. This results in the formation of fibrovascular granulation tissue and deposition of provisional extracellular matrix, which is subsequently remodeled by differentiating mesenchymal cells into a more organized and dense tissue. In many organs such as skin and lung, tissue formation and remodeling are promoted by the emergence of a type 2 immune response mediated by “M2‐like” macrophages and various T cell subsets^(^ ^3^, ^4^, ^5^ ^)^ that produce anti‐inflammatory, angiogenic, and growth factors, and activators of myofibroblasts and extracellular matrix (ECM) production such as transforming growth factor β (TGF‐β). The type 2 response in these tissues is associated with efferocytosis of apoptotic cells and promoted by the cytokines IL‐4 and IL‐13.^(^ ^6^, ^7^ ^)^ Less is known about factors and cell types that regulate healing of load‐bearing musculoskeletal tissues after injury or surgical repair.

The balance between the early inflammatory and subsequent type 2 immune reactions, and the kinetics of the transition from type 1 to type 2 inflammation, are important for effective wound healing and return to tissue integrity.^(^ ^1^, ^2^, ^5^ ^)^ Excessive or sustained type 1 inflammation, as occurs in type 2 diabetes, inflammatory diseases, or with lack of adequate wound site stabilization and resultant excessive mechanical forces on the tissue after surgical repair, results in delayed healing or chronic wounds.^(^ ^8^, ^9^, ^10^, ^11^ ^)^ Conversely, an excessive type 2 response, as occurs with elevated and prolonged IL‐4, IL‐13, or TGF‐β expression, can result in fibrosis and scarring that compromises tissue function.^(^ ^5^ ^)^ A major challenge is regeneration of specialized tissues, which is often mediated by stem cells, and in the musculoskeletal system is modulated by mechanical forces. The interaction of immune and stem cells is an emerging area of research,^(^ ^12^, ^13^ ^)^ but the immune cells and factors that regulate tissue regeneration, and the crosstalk between immune responses and mechanical forces, are not well understood.

Macrophages are innate immune cells that play important roles in host defense, tissue homeostasis, response to injury, and resolution of inflammation. In a longstanding model, macrophages “polarize” in response to environmental cues to assume various activation states.^(^ ^14^, ^15^ ^)^ Pro‐inflammatory cytokines such as TNF and interferon γ (IFN‐γ), often in combination with microbial or tissue damage products, induce a “classically activated” (“M1‐like”) state characterized by high expression of inflammatory factors such as TNF and IL‐1. In contrast, reparative and anti‐inflammatory factors such as IL‐4, IL‐13, and glucocorticoids induce various “alternatively activated” or “M2‐like” macrophages that produce suppressive and growth factors such as IL‐10, vascular endothelial growth factor (VEGF), and platelet‐derived growth factor (PDGF). After tissue injury, macrophages play a key role in the first two stages of tissue repair^(^ ^1^, ^2^, ^3^, ^4^, ^5^, ^16^, ^17^, ^18^, ^19^, ^20^, ^21^ ^)^; they produce inflammatory cytokines during the early phase, efferocytose apoptotic neutrophils during the transition, and subsequently develop a pro‐resolution phenotype that dampens inflammation and promotes angiogenesis, new tissue formation, and maturation. Recently, the macrophage polarization model has evolved as the importance of macrophage ontogeny (tissue or monocyte‐derived), of tissue‐specific phenotypes induced by local microenvironmental factors, and epigenetic programming has been increasingly appreciated.^(^ ^22^, ^23^, ^24^, ^25^, ^26^ ^)^ In addition, high dimensional analyses using flow/mass cytometry and single‐cell RNA sequencing (scRNAseq) of macrophages from various tissues under homeostatic, stress, or disease conditions have revealed novel macrophage subsets^(^ ^27^, ^28^, ^29^, ^30^ ^)^ with distinct functional phenotypes important for inflammation, repair, and fibrosis.

Anterior cruciate ligament reconstruction (ACLR) involves creating a mechanical bone injury by drilling a bone tunnel in articulating tibia and femur, followed by insertion of a tendon graft. An initial inflammatory phase with infiltration of neutrophils and monocytes/macrophages 1 to 7 days postoperatively is followed by an overlapping tissue repair phase that results in the formation of a highly cellular fibrovascular granulation tissue at the bone‐tendon interface at 7 days postoperation.^(^ ^31^, ^32^, ^33^ ^)^ A key aspect of healing is bone formation that occurs within or extends from underlying bone into the fibrovascular interface tissue.^(^ ^31^, ^34^, ^35^, ^36^, ^37^ ^)^ The interface tissue matures over the subsequent 3 weeks to become a more dense and organized fibrous tissue, with diminished cellularity and vascularity, and continuity of collagen fibers between bone and tendon. Close apposition of bone and tendon (ie, less intervening interface tissue) provides increased attachment strength and more secure healing. Repair failure, related in part to a diminished early healing response, remains a common problem and can lead to joint instability and posttraumatic osteoarthritis in up to 5% to 10% of cases.^(^ ^38^, ^39^ ^)^ Excessive or prolonged inflammation can adversely impact graft healing, attachment strength, and function, leading to poor healing with inferior strength at the graft‐to‐bone attachment site, and bone resorption around the tunnel (“tunnel widening”).^(^ ^40^, ^41^, ^42^, ^43^ ^)^ This inflammation can be mediated at least in part by macrophages that infiltrate interface tissue for at least 4 weeks post surgery^(^ ^32^, ^34^, ^35^, ^44^ ^)^; broad depletion of macrophages in a rat ACLR model using clodronate liposomes improved bone‐tendon healing by decreasing the volume of interface tissue, increasing new bone formation, and decreasing osteoclast‐mediated resorption around the bone tunnel.^(^ ^34^, ^35^, ^36^, ^44^ ^)^ However, a progressive increase in M2‐like macrophages beginning 7 days postoperatively^(^ ^32^ ^)^ suggested that macrophage subsets also likely have beneficial functions after ACLR, although little is known about macrophage phenotypes and factors that promote the healing/repair phase in this model.

In this study, we used a combination of scRNAseq, flow cytometry, and deep sequencing of flow‐sorted macrophages to characterize the immune/inflammatory response in bone‐to‐tendon interface tissue after ACLR. Our study revealed multiple macrophage subtypes that infiltrated interface tissues with distinct kinetics, whose phenotype was dynamically regulated during the transition from the early inflammatory to the tissue formation phase. Notably, a novel subset of CD9+ IL1+ CX3CR1− CCR2− highly inflammatory macrophages was rapidly induced after surgery, whereas CD9− CX3CR1+ CCR2+ macrophages that expressed IFN response genes accumulated with delayed kinetics. Deletion of *Ccr2* resulted in increased bone volume in the bone tunnel at the bone‐to‐tendon interface, implicating these cells, and possibly the IFN response, in suppressing bone formation and healing. Our study identifies novel macrophage subtypes that likely have distinct functions in post‐ACLR tissue repair, and suggests approaches to modulate the immune response to improve tissue healing and surgical outcomes.

## Materials and Methods

### Study design

We conducted an animal study using a murine ACLR model to identify the contribution of immune cell populations, especially macrophage subpopulations, to the tendon‐to bone integration by utilizing flow cytometry, scRNAseq, bulk RNA sequencing (bulk RNA‐seq), and histomorphology. Twelve‐week‐old C57/BL6 mice (*n* = 90 in total) underwent ACLR surgery. Cells infiltrated into the interface tissue were harvested at postoperative days (PODs) 1, 3, 7, and 14, and the cell populations and temporal dynamics in their transcriptome were assessed by scRNAseq. Complementary flow cytometry analysis was performed to define macrophage populations at PODs 1, 7, and 14. To analyze transcriptomic and morphologic differences among infiltrating macrophage populations at the bone‐tendon graft interface, cells from the interface tissue were harvested at PODs 1 and 14, sorted into subpopulations, and analyzed by bulk RNA‐seq and Giemsa staining. Bone remodeling and histological features of the interface tissues of wild‐type (WT) (*n* = 16) and CCR2‐deficient (*n* = 16) mice were assessed by micro‐computed tomography (μCT) and histology at POD 14 to determine the contributions of CCR2‐positive macrophages to tendon‐to bone integration.

#### Mice

All animal experiments were approved by the Weill Cornell Medical College IACUC. WT (C57BL/6J) and CCR2 KO mice (B6.129S4‐Ccr2tm1Ifc/J) were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). Animals were housed in a specific pathogen‐free environment in the Weill Cornell Medicine vivarium.

#### ACLR

Twelve‐week‐old male mice underwent ACLR surgery as described.^(^ ^45^ ^)^ Briefly, mice were anesthetized and placed in a supine position. The skin of the medial side of the right ankle joint was incised longitudinally and the flexor digitorum longus tendon was identified and its proximal part was mobilized. The plantar area of the right hindpaw was incised longitudinally, and the flexor digitorum longus tendon was identified under the plantar fascia. The entire flexor digitorum longus tendon was delivered into the wound. A surgical clip (Synovis Micro Alliance, Birmingham, AL, USA; #GEM1521) was placed at the distal end of the tendon and the graft tendon was harvested by cutting at the distal end of the flexor digitorum longus. Next, the right knee joint was exposed using an anterior approach and the ACL was cut sharply using a scalpel. The bone tunnel was created by drilling using a 23G needle in the femur and the tibia, and then the graft was passed through the bone tunnel from the femur to the tibia. The proximal part of the graft was fixed extracortically by a surgical clip and the distal part was fixed by transosseous 4‐0 Ethibond suture (Ethicon, Somerville, NJ, USA) to the tibial shaft. The tendon was tensioned to 5 N during graft fixation. Postoperatively, animals received buprenorphine for pain management while comfort and recovery were assessed multiple times per day.

#### Cell isolation

Interface tissue surrounding the grafted tendon in the bone tunnel was harvested from the femoral and tibial tunnels using a 22G needle. The interface tissue was digested with Collagenase A (Sigma‐Aldrich, St. Louis, MO, USA), Dispase II (Sigma‐Aldrich), and DNAse I (Sigma‐Aldrich) for 15 minutes and then cells were filtered with a cell strainer. For isolating control bone and bone marrow cells, the distal femur and the proximal tibia were cut, minced, and enzymatically digested using the same protocol as used for the interface tissue. Erythrocytes were lysed with ACK lysis buffer (Sigma‐Aldrich).

#### Flow cytometric staining and sorting

Isolated cells were incubated with anti‐mouse CD16/CD32 antibodies for 10 minutes to prevent nonspecific binding of antibodies used for staining and then were stained with primary antibodies including anti‐mouse CD34, c‐Kit, Ter119, CD45, CD3, B220, Ly6C, Ly6G, CD14, CD115, F4/80, CCR2, CD64, CX3CR1, I‐A/I‐E, and CD11c (1:100), and CD11b (1:200) for 15 minutes in Brilliant Stain Buffer (BD Biosciences, San Jose, CA, USA; #563794), and for CD34, c‐Kit, and Ter119, samples were further stained with Streptavidin‐PerCP/Cy5.5 (1:500) for an additional 10 minutes. Stained cells were analyzed on a BD Symphony instrument (BD Biosciences) and data analysis was done using FlowJo software (Tree Star, Ashland, OR, USA). For cell sorting, CD11b+Ly6G+, CD11b+Ly6G−F4/80−, CD11b+Ly6G−F4/80+CD9+, and CD11b+Ly6G−F4/80+CX3CR1+ cells were sorted with Flow Cytometric Staining and Sorting (FACS) Aria II (BD Biosciences), following the gating strategy shown in Fig. 4*A*. In this sorting strategy the rare CD9+CX3CR1+ cells fell into the CD9+ sorted cell group. In pilot experiments fluorescence minus one (FMO) staining was performed to confirm proper gating and compensation. All antibodies were purchased from BioLegend (San Diego, CA, USA), and BD Biosciences. Antibody panels and information on antibodies are listed in Table S2.

#### Giemsa staining

At least 2000 sorted cells were loaded and immobilized on glass slides using Cytospin (Thermo Fisher Scientific, Waltham, MA, USA). Cells were stained with modified Giemsa staining solution (Sigma‐Aldrich; #GS500) and observed with a microscope.

#### Bulk RNA sequencing library preparation and data processing

Sorted cells were lysed and RNA was extracted with RNeasy Plus Micro Kit (Qiagen, Germantown, MD, USA). SMART‐Seq Stranded Kit (Takara Bio, Tokyo, Japan) was used for library preparation according to manufacturer's protocol. All samples passed quality control analysis on a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). Libraries were sequenced on an Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA) in the Weill Cornell Medical College Genomics Resources Core Facility to generate paired‐end reads. Read quality was assessed with FastQC v0.11.6 (https://anaconda.org/bioconda/fastqc) and adapters trimmed using Cutadapt v1.15 (https://anaconda.org/bioconda/cutadapt). Reads were then mapped to the mouse genome (mm10; https://hgdownload.cse.ucsc.edu/goldenpath/mm10/) and reads in exons were counted against Gencode (M23; https://www.gencodegenes.org/mouse/releaseM23.html) with STAR Aligner v2.5.3a (https://anaconda.org/bioconda/star). Differential gene expression analysis was performed in R v3.5.1 (R Foundation for Statistical Computing, Vienna, Austria; https://www.r-project.org/) using edgeR v3.20.9. Genes with low expression levels (<3 counts per million [cpm] in at least one group) were filtered from all downstream analyses. The Benjamini‐Hochberg false discovery rate procedure was used to calculate q‐value. Differentially expressed genes (DEGs) were defined as genes with q‐value <0.05 and log2 (fold‐change) ≥ 1. Principal component analysis (PCA) was performed using prcomp package in R. For hierarchical clustering dendrogram, cpms from 12089 genes were clustered by Euclidean method and linked with Ward.D method. DEGs in comparisons of CD9 day 1 versus CD9 day 14, CX3CR1 day 1 versus CX3CR1 day 14, CD9 day1 versus CX3CR1 day 1, and CD9 day 14 versus CX3CR1 day 14 were determined and 2558 genes were identified in total. 

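Counted from the deposited reads per gene, 2613 genes were DEGs in at least 1 of the 4 comparisons, each of 2 libraries against 2 libraries; the paper's reported number is 2558. A gene was called at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an absolute log2 fold change of at least 1. The test covered the 11998 genes whose mean CPM reached 3 in at least 1 of the 8 groups of libraries, and the paper's reported number of genes after its filter is 12089. Leaving out the threshold on the fold change moved the number of DEGs most, to 4953, and a stricter filter, which kept the genes that reached this CPM in every group, lowered it to 1051. The paper's text names Appendix S1 for its cluster marker genes. A table there of genes with their expression was taken to hold the paper's DEGs. The copy read here was cut short, and 1999 of its genes could be read. Of these, 1955 were among the genes tested and 1938 (96.9%) were among the 2613 DEGs.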

Heat maps were generated from the averaged cpm using Pheatmap v1.0.12 (https://cran.r-project.org/web/packages/pheatmap/index.html).

#### scRNAseq library preparation and data processing

A cell suspension pooled from 10 to 15 mice was stained with monoclonal antibody Ter119 and 4′,6‐diamidino‐2‐phenylindole (DAPI). Ter119 and DAPI negative cells were sorted with Influx (BD Biosciences), and 25,000 cells were immediately loaded onto the Chromium Controller using Single Cell 3′ v3 Reagent following the manufacturer's protocol (10× Genomics, Pleasanton, CA, USA). All samples passed quality control analysis on a Bioanalyzer 2100 (Agilent). Paired‐end reads were obtained on an Illumina HiSeq 4000 in the Weill Cornell Epigenomics Core Facility or NovaSeq 6000 (Illumina) in the Weill Cornell Medical College Genomics Resources Core Facility. Reads were mapped and reads in exons were counted to the mouse genome (mm10) using CellRanger v3.0 (10× Genomics). Cells with gene number <300 and mitochondrial gene >95 percentile were filtered out from each dataset. After filtering, scaling normalization by deconvolving size factors were performed by Scran v1.12.1 (https://bioconductor.org/packages/release/bioc/html/scran.html) and doublets were excluded using scDblFinder v1.0 (https://bioconductor/.org/packages/release/bioc/html/scDblFinder.html). Gene count matrix of all datasets was integrated with Seurat v.3 (https://cran.r-project.org/web/packages/Seurat/index.html) to remove batch effects across different samples. As expected based on different efficiency of droplet‐mediated capture of hematopoietic and stromal cells on the 10× Genomics platform, >95% captured cells were hematopoietic cells.^(^ ^46^, ^47^ ^)^ The small number of captured stromal cells was excluded from the analysis. Cell cycle score was calculated using the CellCycleScoring function of Seurat and was regressed out during data scaling.^(^ ^48^ ^)^ In parameter settings, the first 40 dimensions of canonical correlation analysis (CCA) were used. Statistical inference of principal‐component analysis (PCA) was calculated by JackStraw function of Seurat, and the first 40 dimensions of principal‐components were used for dimensionality reduction by uniform manifold approximation and projection (UMAP). Clustering was performed using k‐Nearest Neighbor graph construction and Louvain community detection. SingleCellNet v0.1.0^(^ ^49^ ^)^ was used for unbiased computational cell‐type classification. Data from the Tabula Muris project was used as a training dataset.^(^ ^50^ ^)^ Pseudotime analysis was performed using Slingshot v 1.6.1 (https://bioconductor.org/packages/release/bioc/html/slingshot.html). The interferon‐stimulated gene (ISG) score was calculated based on the expression level of *Rsad2*, *Ifit2*, *Ifit3*, *Cmpk2*, *Cxcl10*, *Irf7*, *Isg15*, *Oasl1*, *Mx1*, and *Usp18* as described.^(^ ^51^ ^)^

#### μCT analysis

Bone ingrowth into the tendon‐bone interface tissue was evaluated by μCT in POD 28 samples. After euthanizing mice, the right knee joint was dissected and the soft tissue was removed. The right knee joint was fixed with 10% formalin for 3 hours. μCT imaging of the bone tunnel was assessed using a Scanco micro‐CT‐35 (Scanco Medical, Bruttisellen, Switzerland) with an isotropic voxel resolution of 6 μm (55 kVp, 145 μA, 400 ms integration time). The amount of newly formed bone within the tunnel since surgery was assessed by identifying a cylindrical volume of interest with a diameter of 0.64 mm (the same diameter as the 23G needle used to create the tunnels) and the total bone volume fraction (BV/TV) in the femoral and tibial bone tunnels was measured.

#### Histological analysis

Mice were euthanized using CO_2_ asphyxiation at POD 14. Specimens were fixed in 10% formalin solution followed by decalcification for one day (Immunocal; Decal Chemical Corp, Tallman, NY, USA). The knee joint was dissected, and the femoral and tibial component were separated and embedded in two different histological paraffin blocks. Each block was cross sectioned and stained in hematoxylin and eosin. Histology slides were reviewed by a pathologist at HSS with training in musculoskeletal pathology in a blinded manner. At least three serial cross‐sections from the tibia and the femur per mouse were evaluated. To assess the graft healing, the sections were scored for the following parameters: (i) graft remodeling, which describes the amount of tendon that was reconnected to the adjacent bone, directly or through fibrous tissue; (ii) interface fibrovascular component, describing the fibrovascular tissue bridging between the wall of the tunnel and the grafted tendon; (iii) angiogenesis and inflammation, mainly within the interface fibrovascular component; (iv) tendon degeneration, describing the presence of necrosis, separation and disorganization of collagen fibers, cystic degeneration; (v) ossification, intended as the formation of new bone around the tunnel. Remodeling, fibrovascular component, tendon degeneration, and ossification were scored from 0 to 3 based on the % of the tunnel circumference involved: 0% = score 0, 1–25% = score 1, 26–50% = score 2, and 51–100% = score 3. Angiogenesis and inflammation were arbitrarily scored as: absent = score 0, mild = score 1, moderate = score 2, and abundant = score 3.^(^ ^52^, ^53^ ^)^

#### Statistical analysis

All statistical analyses were performed with Prism 7.0 software (GraphPad Software, La Jolla, CA, USA) or R (ver. 3.5.0) using the two‐tailed, unpaired *t* test (two conditions), one‐way or two‐way ANOVA for multiple comparisons (more than two conditions) with post hoc Tukey's correction for multiple comparisons. Shapiro‐Wilk test was used to check normality. For all experiments: n.s, not significant, *p < 0.05, **p < 0.01, ***p < 0.005, and ****p < 0.001.

## Results

### scRNAseq identifies distinct CD9+ and CX3CR1+ CCR2+ macrophage populations in ACLR interface tissue

To better understand mechanisms by which macrophages regulate graft tendon‐to bone integration after ACLR surgery, we set out to define the changes in macrophage phenotypes over time as healing proceeds at the healing bone‐tendon graft interface using our murine ACLR model.^(^ ^45^ ^)^ The ACL was reconstructed in right knees by inserting the flexor digitorum longus tendon into femoral and tibial bone tunnels, simulating standard ACL reconstruction techniques used in patients.^(^ ^45^ ^)^ We then harvested bone‐tendon fibrovascular interface tissue and adjacent bone (Fig. 1*A*), as described in Materials and Methods, at PODs 1, 3, 7, and 14 after ACLR surgery and analyzed immune cell populations and how they evolve over time. In pilot experiments using flow cytometry to characterize interface tissue cells we found that approximately 50% of cells were of hematopoietic origin (CD45+) and of these 70% were of CD11b+ myeloid lineage comprised of neutrophils and macrophages (Fig. S1 *A*–*C*).

**Fig. 1:**
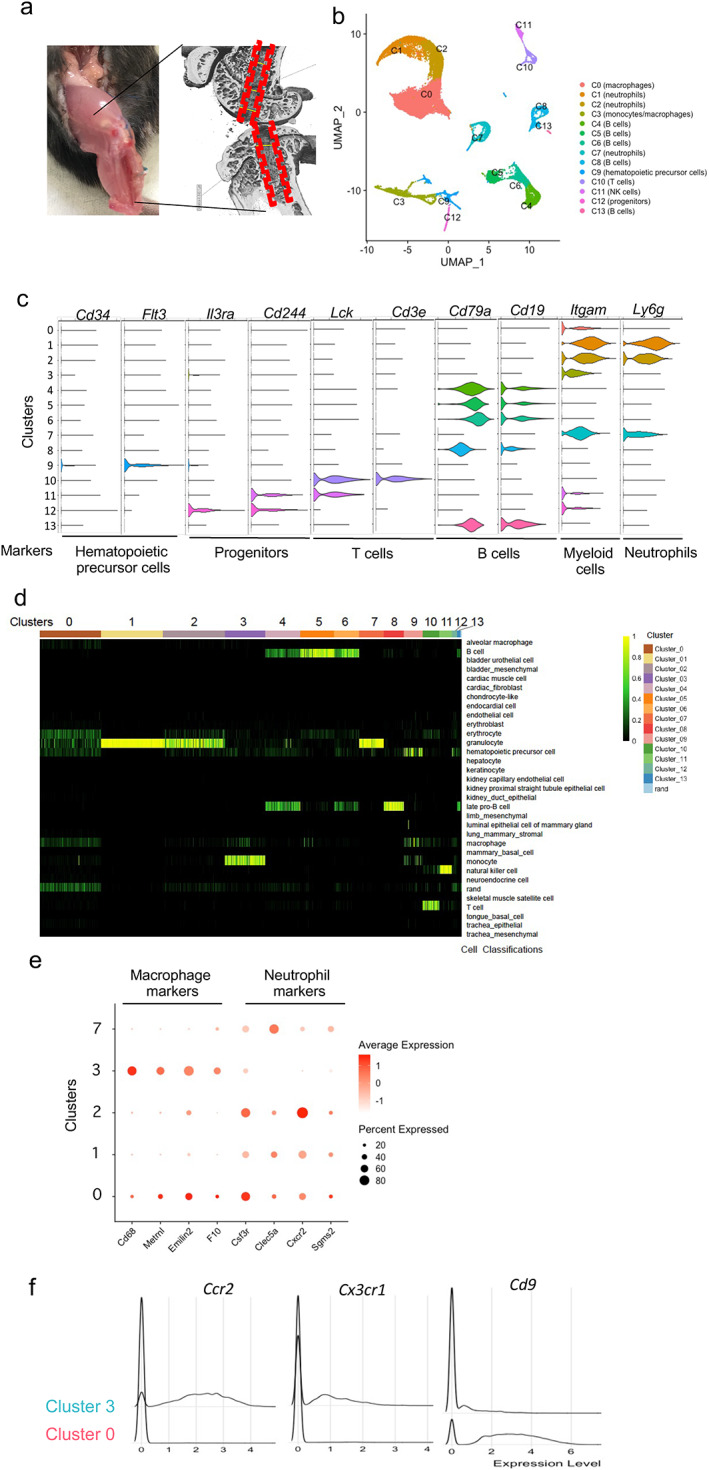
Single‐cell transcriptome profiling of the interface tissue after ACLR surgery. Cells were isolated from the interface tissue on day 1, 3, 7, and 14 after ACLR surgery and cells from 10 to 15 mice were pooled for each time point. (*A*) Schematic showing the area of harvesting of the interface tissue; data reflect integration of all time points. (*B*–*F*) Analysis of single cell RNAseq data using Seurat using cells isolated from the interface tissue on day 1, 3, 7, and14 after ACLR surgery. (*B*) UMAP projection of scRNAseq data. (*C*) Violin plots showing marker genes of different cell types. Markers used: Kit and Flt3, hemopoietic stem cells. Il3ra and Cd244, Progenitors. Lck and Cd3e, T cells. Cd79a and Cd19, B cells. Itgam, myeloid cells. Ly6g, neutrophils. (*D*) Unbiased cell identity classification by singleCellNet. (*E*) Expression of macrophage and neutrophil markers in clusters 0, 1, 2, 3 and 7. Macrophage markers: Cd68, Metrnl, Emilin2, and F10. Neutrophil markers: Csf3r, Clec5a, Cxcr2, and Sgms2. f, Single cell histogram of Ccr2, Cx3cr1, and Cd9 expression in clusters 0 and 3.

We then performed scRNAseq on interface tissue obtained 1, 3, 7, and 14 days after surgery. For these experiments we pooled cells from 10 to 15 mice/time point, flow sorted for live/non‐erythrocytic cells (DAPI− Ter119−) and obtained gene expression profiles for a total of 46,754 cells (15,339, 9574, 11,724, and 10,117 cells, on PODs 1, 3, 7 and 14, respectively) (Table S1). The tissue harvesting procedure (Fig. 1*A*) captures the fibrovascular tissue between tendon and bone and a sliver of underlying bone and thus reflects the cellular composition of newly formed soft interface tissue and underlying reactive bone that integrates with this soft tissue over time; as a control and comparison point we sequenced 8704 cells obtained from the same tibial and femoral bone regions in non‐operated mice. For technical reasons and cell number limitations the soft tissue and bone components of interface tissue could not be further separated. After accounting for batch effects among all datasets (Materials and Methods), nonlinear dimensional reduction by UMAP and graph‐based clustering of pooled cells from control and POD 1, 3, 7, and 14 samples identified 14 transcriptionally distinct clusters of interface tissue cells (Fig. 1*B* shows integration of all time points; Fig. S1 *D* shows cell clusters at individual time points). The 10× Genomics platform that we used effectively captures hematopoietic but not mesenchymal cells (Materials and Methods) and the small numbers of captured stromal cells were not further analyzed. Manual annotation based on key marker gene expression identified various hematopoietic cell types (Fig. 1*B*,*C*). This initial analysis identified five myeloid cell clusters, of which three (clusters 1, 2, and 7) were classified as neutrophils based on Ly6G expression, and two (clusters 0 and 3) were classified as macrophages based expression of *Itgam* (encoding CD11b) and other macrophage markers including *Spi1* (encoding master lineage‐determining factor PU.1), *Adgre1* (encoding F4/80), *Csfr1*, *Cd14*, and *Cd68* (Fig. 1*C*, Fig. S2). In contrast, neutrophils expressed *Ly6g*, master regulator *Cebpe* and other neutrophil marker genes such as *Mmp8* and *Mgam* (Fig. S2). Cells were similarly classified when using an unbiased approach of computational classification with SingleCellNet^(^ ^49^ ^)^ (Fig. 1*D*). SingleCellNet classified clusters 0 and 3 as macrophages, although cluster 0 also exhibited similarity to granulocytes (Fig. 1*D*) and expressed both macrophage and select neutrophil genes (Fig. 1*E*); cluster 0 was clearly distinguished from neutrophils based on morphology and additional bulk RNA‐seq (see Fig. 4 below). 

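For the bulk RNA-seq, Ly6G+ neutrophils and F4/80+ CD9+ macrophages were flow-sorted from interface tissue on days 1 and 14 after surgery. The authors deposited the number of reads counted on each gene in 2 libraries of each population on each day. In CD9+ macrophages against neutrophils, 5945 of the genes tested were DEGs on day 1, 3344 of them higher in CD9+ cells and 2601 lower, and 5940 were DEGs on day 14, 3554 higher and 2386 lower. These counts used TMM scaling factors, which correct for the composition of each library. With scaling by library size only, the median log2 fold change of all genes shifted by 0.33 on day 1 and 0.49 on day 14. The split then became 4036 higher and 1881 lower on day 1 and 4725 higher and 1314 lower on day 14. The upper quartile method shifted the median by 0.21 and 0.23. Libraries with the same replicate number were taken to come from the same pool of mice within a day. Across genes, however, their deviations from the group means were nearly uncorrelated between CD9+ cells and neutrophils (Pearson correlation 0.0656 on day 1 and 0.0362 on day 14). With the replicate number as a block within each day, 5897 genes were DEGs on day 1, 5842 of them shared with the fit without the block, and 5915 on day 14, of which 5885 were shared. Ly6g encodes the surface antigen used to sort neutrophils, lies on chromosome 15 of mm10 from 75155240 to 75159126 and belongs to a family of similar genes. On day 1 its CPM was 103 ± 30.6 (SD, n = 2) in neutrophils and 1.01 ± 1.28 (SD, n = 2) in CD9+ macrophages. Its log2 fold change was -6.48 (standard error 0.46, adjusted p = 1.8e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -6.57 with the block. On day 14 it was 277 ± 12.9 in neutrophils and 3.81 ± 1.67 in CD9+ macrophages. Cxcr2 (chromosome 1, 74153989 to 74161246) was lower in CD9+ macrophages, with a log2 fold change of -5.78 on day 1 (standard error 0.45, adjusted p = 4.0e-08 from the same test). On day 14 it was -5.96 (standard error 0.46, adjusted p = 3.2e-08). Mmp8 and Csf3r were lower on day 1 by log2 fold changes of -5.28 and -4.75. Genes of macrophages ran the other way. Adgre1, which encodes F4/80 (chromosome 17, 57358691 to 57483527), was higher in CD9+ macrophages by 1.72 on day 1 (standard error 0.22, adjusted p = 6.4e-06 from the same test). It was higher by 3.03 on day 14 (standard error 0.24, adjusted p = 3.5e-08), and Ccr2 was higher by 3.42 on day 1. Csf1r (chromosome 18, 61105572 to 61132149) was higher by 1.02 on day 1 (standard error 0.19, adjusted p = 2.1e-04 from the same test) and by 1.98 on day 14. With the block its day 1 value was 0.996, under the log2 fold change of 1 set for a DEG, and it also fell short with DESeq2. The difference in Cebpe, a gene of granulocyte development, was smaller on day 1, with a log2 fold change of -0.71 (standard error 0.28, adjusted p = 0.034 from the same test), and its CPM overlapped between the populations. For each of the other genes named here, both libraries of the higher population exceeded both of the lower one on the days given.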

Cluster 3 also showed a strong similarity to monocytes (Fig. 1*D*). In accord with this classification system, cluster 3 expressed monocyte‐related genes *Cx3cr1* and *Ccr2*, whereas cluster 0 was negative for these markers but could be clearly distinguished from cluster 3 based on expression of *Cd9*, recently shown to be expressed in macrophages during inflammation and tissue repair^(^ ^30^, ^54^ ^)^ (Fig. 1*F*, Fig. S3 *A*). Thus, scRNAseq separated interface macrophages into two broad groups, CX3CR1+ CCR2+ and CD9+ macrophages.

To gain insight into functional differences between cluster 0 and cluster 3, we identified the 400 top differentially expressed marker genes in each cluster (Fig. 2*A*) and performed pathway analysis. Strikingly, CD9+ cluster 0 showed highly significant enrichment of canonical inflammatory nuclear factor κB (NF‐κB) and IFN‐γ pathways typical of “M1” classical inflammatory macrophages (Fig. 2*B*). The two macrophage clusters were also clearly separated by cellular metabolic pathways, with CD9+ macrophages showing a hypoxia response that is associated with glycolytic metabolism, mammalian target of rapamycin complex 1 (mTORC1), and inflammatory activation, whereas cluster 3 CX3CR1+ CCR2+ cells showed enrichment of oxidative phosphorylation pathways, which can be associated with either inflammatory “M1” or reparative macrophage functions (Fig. 2*B*).^(^ ^55^, ^56^, ^57^ ^)^ In line with this analysis, a large fraction of cluster 0 macrophages highly expressed inflammatory genes such as *Il1b* and *Ccl3* (Fig. 2*C*). In contrast, only a small subset of cluster 3 macrophages expressed *Il1b* and *Ccl3*, and expressed these genes at lower levels. Cluster 3 instead preferentially expressed select “M1” and “M2” genes such as, *Ifitm3* and *Chil3*, respectively (Fig. 2*C*, Fig. S3 *B*), but at this resolution of analysis a clear statistically significant pro‐inflammatory or anti‐inflammatory overall phenotype was not apparent (Fig. 2*B*). Overall, these results, based on analysis of cells pooled from multiple postsurgical time points, identify in ACLR interface tissue a highly inflammatory macrophage subset that shares gene expression pattern with neutrophils, and a distinct macrophage subset that shares gene expression pattern with monocytes and utilizes oxidative phosphorylation for cellular metabolism.

**Fig. 2:**
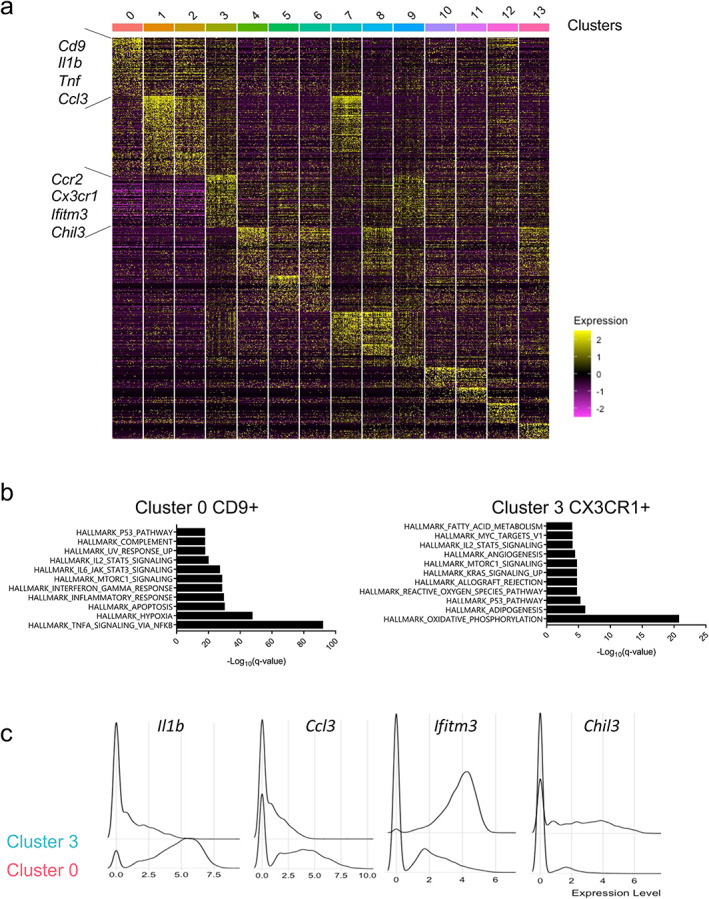
Subpopulations of macrophages that infiltrate interface tissue after ACLR surgery. (*A*) Heat map showing top genes enriched in each cluster obtained in Fig. 1. (*B*) GSEA of the marker genes of Cd9+ cells in cluster 0 and Cx3cr1+ Ccr2+ cells in cluster 3 as identified in *A*. (*C*) Single cell histogram of *Il1b*, *Ccl3*, *Ifitm3*, and *Chil3* in clusters 0 and 3. GSEA = gene set enrichment analysis.

### Multiple macrophage subsets infiltrate interface tissue with distinct kinetics after ACLR

Recent research has highlighted macrophage heterogeneity, multiple phenotypic subtypes, and evolution of functional phenotype over time.^(^ ^58^ ^)^ Thus, we next focused our analysis on macrophages (clusters 0 and 3) to detect potential subsets and their kinetics of tissue infiltration; this analysis was performed using cell cycle regression because a fraction of CX3CR1+ CCR2+ cells expressed G2/M genes. Dimensionality reduction using UMAP and cell clustering of macrophages confirmed clear separation of *Cd9*+ *Il1b*+ and *Cx3cr1*+ *Ccr2*+ macrophages (Fig. 3*A*,*B*). Four macrophage clusters, termed m0–m3, were identified; this nomenclature does not correspond to the M1–M2 terminology for macrophage polarization. Clusters m0 and m2 expressed *Cd9* and *Il1b* and clustered together, whereas clusters m1 and m3 expressed *Cx3cr1* and *Ccr2* and clustered in a different region of UMAP space (Fig. 3*A*,*B*). Analysis of the presence of macrophage clusters over time (Fig. 3*C*) revealed that cluster m0 was minimally present in control bone/bone marrow tissue, massively increased on day 1 after ACLR surgery, and then gradually diminished during the healing process (Fig. 3*C*,*D*); m0 was the predominant *Cd9/Il1b*‐expressing cell cluster. The smaller *Cd9*‐expressing cluster m2 was present in control tissue, increased in interface tissue at POD 3, and was maintained until POD 14. *Cx3cr1*‐expressing clusters m1 and m3 were present in control bone/bone marrow tissue; these clusters exhibited a progressive but modest increase in interface tissue over time until POD 14, with m1 representing the predominant *Cx3cr1*‐expressing cluster (Fig. 3*C*,*D*). These results reveal that *Cd9*‐expressing macrophage subsets are rapidly induced during the early inflammatory response to ACLR surgery, whereas *Cx3cr1*‐expressing macrophages accumulate more slowly over time.

**Fig. 3:**
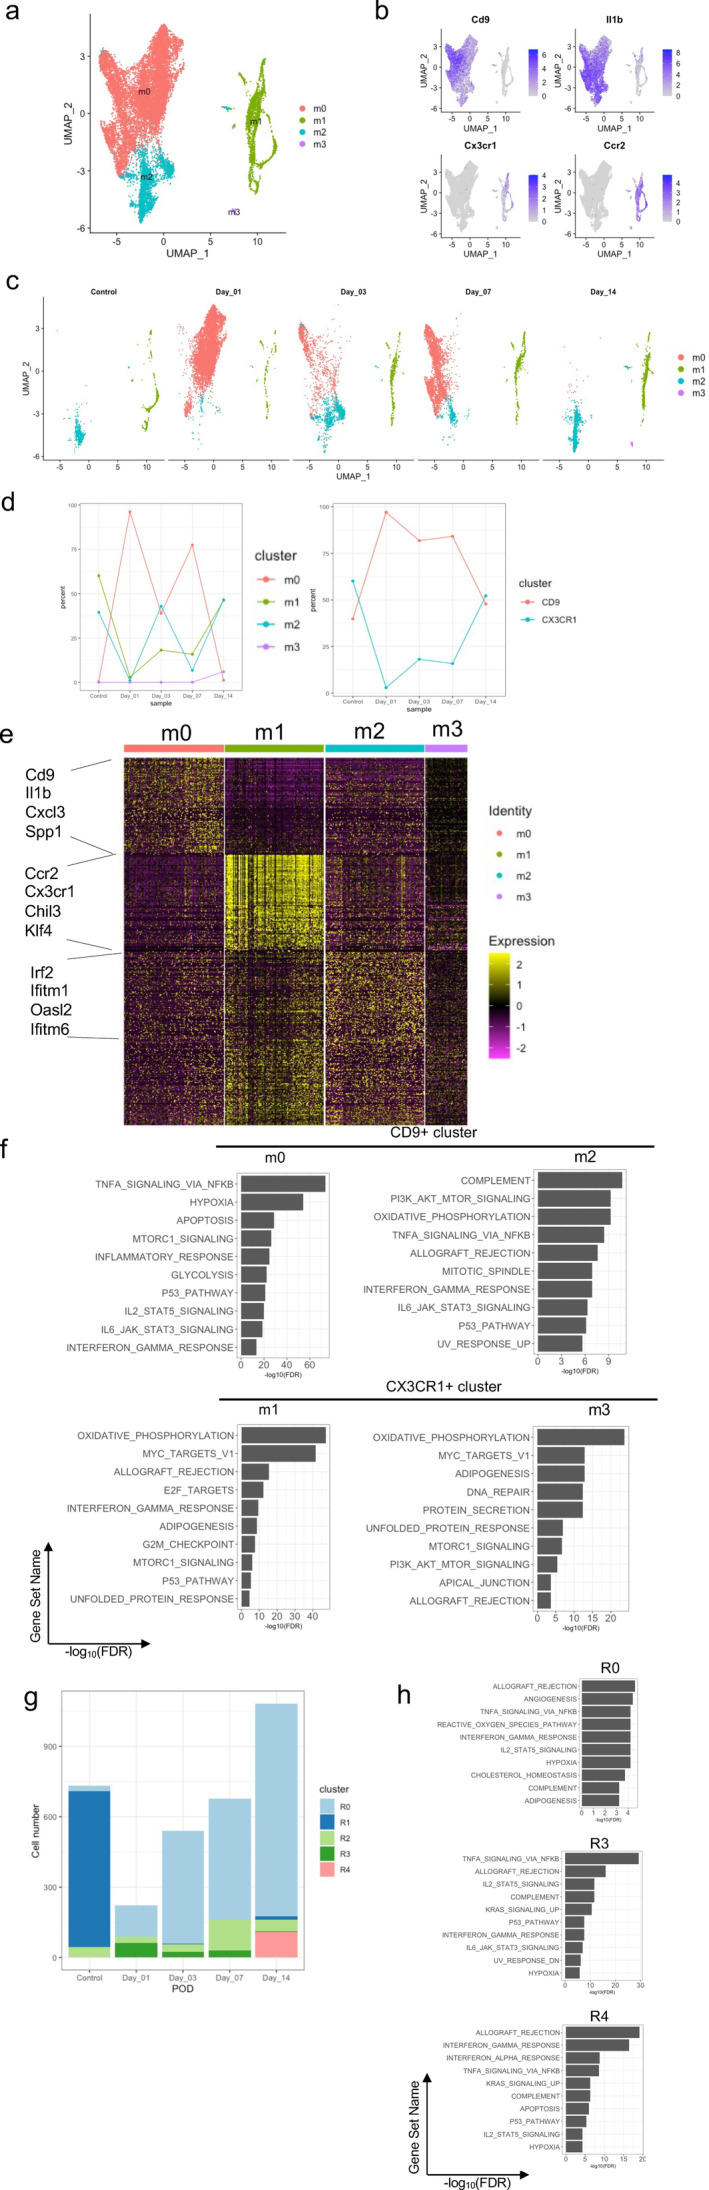
Identification of monocyte/macrophage subpopulations in the interface tissue after ACLR surgery. (*A*) UMAP projection of cluster 0 and 3 myeloid lineage cell populations on day 1, 3, 7, and 14 after ACLR surgery and from control tissue from non‐operated mice. (*B*) Expression pattern of *Cd9*, *Cx3cr1*, *Il1b*, and *Ccr2*. (*C*) UMAP showing clustering of macrophages in naïve bone (control) and in interface tissue at each time point (days 1, 3, 7 and 14 postsurgery). (*D*) Left panel: Changes in the percentages of m0–m4 clusters in the interface tissue. Right panel: Change in the percentages of cell types (m0 and m2 for CD9, and m1, m3 and m4 for CX3CR1). (*E*) Heat map of DEGs that serve as markers of clusters m0–m4. Top 200 genes are shown. (*F*) Pathway analysis of clusters m0–m3 using GSEA. (*G*) The number of cells in each subcluster of *Cx3cr1+ Ccr2+* cells (R0–R4, as defined in Fig. S4) on POD 0, 1, 3, 7, and 14. (*H*) GSEA pathway analysis of clusters R0, R3, and R4.

To gain insight into functional differences among the four macrophage clusters, we performed differential gene expression analysis. A total of 1799 genes showed significant differences in expression across the clusters. A heat map of expression the top 200 genes in each cluster is depicted in Fig. 3*E*; a gene list of cluster marker genes is provided in Appendix S1. Visual inspection of the *Cd9*‐expressing m0 cluster marker genes (Appendix S1) revealed numerous inflammatory genes including cytokines (eg, *Il1b*), chemokines (eg, *Cxcl3*, *Ccl3*, *Cxcl2*), Toll‐like receptors (*Tlr2*), and hypoxia‐inducible genes (eg, *Hilpda*, *Mif*). Accordingly, gene set enrichment analysis (GSEA) of m0 marker genes showed highly significant enrichment of inflammatory pathways such as TNF‐α signaling, inflammatory response, and interferon/interleukin‐Janus kinase‐signal transducer and activator of transcription (Jak‐STAT) signaling (Fig. 3*F*). Interestingly, the glycolysis pathway, which is a hallmark of inflammatory macrophage activation, was highly upregulated (Fig. 3*F*). *Cd9*‐expressing cluster m2 showed upregulation of distinct metabolic and complement pathways, similar inflammatory pathways (Fig. 3*F*), but in addition expressed a distinct module of marker genes that included interferon‐stimulated genes (ISGs) such as *Ifitm1*, *Ifitm6*, *Stat1*, and *Irf2* (Fig. 3*E*, Appendix S1).

The *Cx3cr1*‐expressing m1 and m3 clusters showed enrichment of oxidative phosphorylation genes, Myc pathway, and mTORC1 signaling, which is associated with anabolic metabolism, macromolecule biosynthesis and protein translation, and has been implicated in macrophage “training” and activation^(^ ^59^, ^60^ ^)^ (Fig. 3*F*). Although the inflammatory phenotype of these cell clusters was difficult to ascertain, possibly related to limited depth of sequencing and high expression of numerous metabolic genes (Appendix S1), the dominant m1 cluster showed highly significant enrichment of the “interferon gamma response” pathway (Fig. 3*F*; see also analysis of bulk RNAseq below). Thus, these results reveal macrophage subclusters that express distinct gene modules which can confer unique functional properties; eg, the canonical inflammatory response expressed by m0 and the IFN response expressed by m1 and m2. Overall, the data reveal a novel surgery‐induced inflammatory macrophage subset m0 that peaks during the early inflammatory phase, and the later emergence of macrophage clusters such as m1 and m2 that express an IFN signature.

To determine whether *Cx3cr1+ Ccr2*+ m1 and m3 cells contained inflammatory cell subsets, these cells were subclustered, which revealed five different subclusters, termed R0–R4, that evolved over time (Fig. S4 *A*,*B*, Fig. 3*G*). The dominant R1 subcluster in control bone did not exhibit inflammatory gene expression and disappeared rapidly after surgery. The dominant surgery‐induced R0 subcluster increased progressively over time and exhibited relatively weak enrichment of mixed inflammatory and IFN pathway genes (Fig. 3*H*). In contrast, surgery rapidly induced subcluster R3, which was strongly enriched in NF‐κB target genes and peaked on POD 1; subcluster R4 emerged on POD 14 and was strongly enriched in interferon response genes (Fig. 3*G*,*H*). Interestingly, cluster R3 expressed *Cd9* (Fig. S4 *C*) and may correspond to double positive cells detected by flow cytometry (see Fig. 4 below); cluster R2 was an unusual subcluster that corresponded to a minor macrophage population that expressed CX3CR1 but little CCR2 and also expressed CD9 and E2F target, G2M checkpoint, and MYC target genes, which are involved in cell proliferation and cell fate decision^(^ ^61^ ^)^ (Fig. S4 *D*). Ccr2 expression was maintained throughout the postoperative period (Fig. S4 *E*). Overall, the data show that *Cx3cr1+ Ccr2+* cells contain subsets of macrophages with distinct inflammatory profiles that are induced with different kinetics after surgery.

An evolution of gene expression in transcriptionally defined clusters over time was also supported by a pseudotime analysis of *Cd9+ Il1b*+ macrophages (Fig. S5). We projected cells from clusters m0 and m2 onto PCA space and performed pseudotime analysis using Slingshot.^(^ ^62^ ^)^ In *Cd9*+ *Il1b*+ cells, pseudotime trajectories showed a clear trend along with physical‐time dynamics; *Cd9*+ cell phenotype evolved to day 7 after ACLR surgery with increased expression of inflammatory genes after surgery, and then returned toward a basal phenotype on POD 14 (Fig. S5 *A*–*C*). These results further support dynamic regulation of expression of subsets of genes within cell clusters during initiation and resolution of inflammation, which will be further investigated below in Fig. 5 using bulk RNAseq of sorted cell populations.

### CX3CR1+ and CD9+ macrophage populations identified by flow cytometry and morphology

One challenge in the single‐cell analysis field is the correspondence and alignment of cell clusters identified based on transcriptional profiling using scRNAseq with cell phenotypes defined based on conventional profiling of cell surface markers using flow cytometry.^(^ ^63^ ^)^ We next used flow cytometry to define macrophage populations in interface tissue; the gating strategy is shown in Fig. S6 *A*. Myeloid cells were defined as CD45+ Lin− (negative for T, B, NK, and red blood cell markers) CD11b+ cells that were further subdivided into Ly6G+ Ly6C+ neutrophils and Ly6G− Ly6C+ F4/80+ macrophages (Fig. 4*A*, Fig. S6 *A*). F4/80+ macrophages clearly separated into two predominant CX3CR1+ CD9− and CX3CR1− CD9+ populations on POD 7 (Fig. 4*A*, right panel), which were also observed on PODs 1 and 14 (Fig. S6 *B*). We also observed a minor CX3CR1+ CD9+ double‐positive macrophage population (Fig. 4*A*, Fig. S6 *B*); these cells likely correspond in part to the double positive clusters R2 and R3 described in Fig. S4 *B*,*C*, although review of the scRNAseq data also showed small numbers of *Cx3cr1*+ cells in the *Cd9*‐expressing cluster and vice versa (Fig. 3*B*). Similar flow cytometric results were obtained when staining for CCR2+ as for CX3CR1+ macrophages, although staining for cell surface CCR2 was often dim, presumably secondary to ligand‐mediated internalization^(^ ^64^ ^)^ (data not shown). CX3CR1+ and CD9+ cells were also observed in the CD45+ Lin−CD11b+ Ly6G−F4/80− cells (F4/80− myeloid cells) after ACLR surgery (Fig. S6 *C*). Thus, ACLR surgery induced macrophage populations in interface tissue that could be distinguished by cell surface CX3CR1 and CD9 expression.

**Fig. 4:**
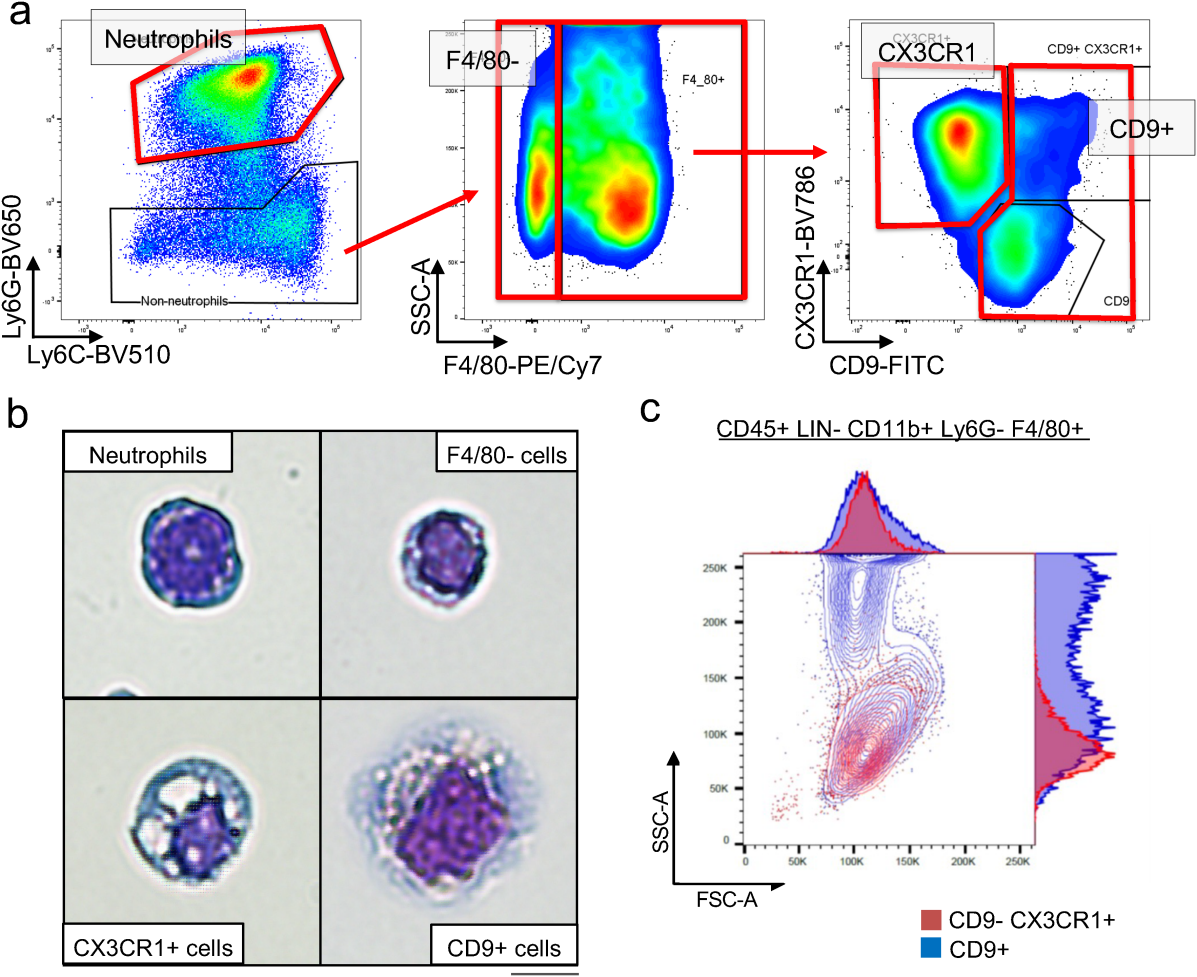
Flow cytometric and morphological analysis of distinct CD9+ and CX3CR1+ macrophages in interface tissue. Cells were isolated from the interface tissue on day 7 after ACLR surgery. (*A*) Representative flow cytometric plot on POD 7 showing the gating strategy for cell sorting. Boxes enclose sorted cells. (*B*) Photomicrographs of cells stained with May‐Grunwald Giemsa staining. Upper left quadrant = neutrophils; upper right quadrant = F4/80− cells; lower left quadrant = F4/80+ CD9− CX3CR1+ cells; lower right quadrant = F4/80+ CD9+ cells. Representative of at least 2000 cells analyzed. Scale bar: 10 μm. (*C*) A representative flow cytometric plot showing SSC (measures cell granularity) and FSC (measures cell size). FSC = forward scatter; SSC = side scatter.

The relatively clean separation of interface macrophages into CD9+ and CX3CR1+ populations enabled a flow‐sorting strategy (see Materials and Methods) to obtain purified cell populations, which we first applied to visualize cell morphology using Giemsa staining. We sorted CD11b+ myeloid cells from POD 1 and 14 interface tissue into Ly6G+ neutrophils, F4/80− myeloid cells (Fig. 4*A*, middle panel), F4/80+ CD9+ cells and F4/80+ CX3CR1+ cells (Fig. 4*A*, right panel). Each population exhibited distinct morphology (Fig. 4*B*), with Ly6G+ cells exhibiting a neutrophil morphology with a band‐like nucleus. F4/80− myeloid cells had a high nucleus‐to‐cytoplasm (N/C) ratio with limited nuclear polymorphism, suggestive of pro‐monocytes or immature monocytes.^(^ ^65^ ^)^ CX3CR1+ F4/80+ cells showed a macrophage‐like morphology with extensive cytoplasm, peripherally shifted nucleus, and cytoplasmic vesicles.^(^ ^66^, ^67^ ^)^ CD9+ F4/80+ macrophages had the largest cytoplasm and nucleus with multiple small vacuoles; accordingly, CD9+ macrophages exhibited large granularity by side scatter (Fig. 4*C*). These results further separate CD9+ macrophages from CX3CR1+ macrophages and neutrophils. Subpopulations of CD9+ and CX3CR1+ macrophages could be detected using a multiparameter flow cytometry approach (Fig. S7), although the relationship of these subpopulations to transcriptionally‐defined clusters defined by scRNAseq remains to be identified in future work.

### Transcriptomic analysis of purified CD9+ and CX3CR1+ macrophages

The scRNAseq analysis presented in Figs. 1, 2, 3 is limited by depth of sequencing and thus does not fully capture gene expression in each cell and cluster. We reasoned that the ability to purify macrophage subsets based on CD9 and CX3CR1 expression coupled with deep sequencing would enable a more comprehensive analysis of cell phenotype, in particular into potential functions of CX3CR1+ macrophages. Additionally, analysis of cells purified at different time points would provide a deeper analysis of evolution of gene expression over time, which was already apparent in the scRNAseq and pseudotime analysis. Thus, we performed bulk RNAseq on purified myeloid cell populations flow‐sorted from interface tissue as described in Fig. 4*A* and Fig. S6 *A*: Ly6G+ neutrophils, Ly6G−F4/80− myeloid cells, Ly6G−F4/80+ CD9+ macrophages, and Ly6G−F4/80+ CX3CR1+ macrophages. 

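The deposited table covers 4 populations on days 1 and 14 after surgery, with 2 libraries of each population on each day, 16 libraries in 8 groups. According to the methods, the RNA of the sorted cells was made into stranded SMART-Seq libraries for low input and sequenced as paired-end reads. The reads were trimmed with Cutadapt and aligned to the mouse genome mm10 with STAR, and those on exons of the Gencode M23 annotation were counted per gene. The values are whole-number counts without normalization for 20200 genes, and the smallest total of any gene over the 16 libraries is 17. The total count on genes was 14059144 and 10587857 in the CD9+ macrophage libraries of day 1 and 9426068 and 9233952 in those of day 14. In CX3CR1+ macrophages it was 19814119 and 17440228 on day 1 and 10254500 and 9996159 on day 14, and in F4/80− myeloid cells 17788492 and 18910479 on day 1 and 11939727 and 10878529 on day 14. The neutrophil libraries held 17789819 and 14933365 counts on day 1 and 10661077 and 12721779 on day 14. Day 1 libraries were thus deeper, with a median of 17614360 counts against 10457788 on day 14. The 50 genes with the most counts took between 25.1% and 39.2% of a library on day 1 and between 28.1% and 33.5% on day 14.

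From these counts, the 11998 genes that passed the filter on CPM were tested in one model with a mean for each of the 8 groups, so that all 16 libraries shared the estimate of the spread between replicates. The common biological coefficient of variation was 0.178. TMM factors were 0.752 to 0.781 in neutrophils, 1.01 and 0.897 in CD9+ macrophages of day 1, and 1.07 to 1.16 in the other libraries, and all CPM values below were scaled with them. Because the factors of neutrophils and day 1 CD9+ macrophages lie apart from the rest, the choice of scaling can change how many genes are called higher or lower in comparisons that involve them. A fold change against a group whose libraries all held 3 counts or fewer of a gene is given as a lower bound, computed against 3 counts, which covers counting error only. Gene positions are those the deposited table gives for mm10.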

Samples were obtained on PODs 1 and 14 and cells from seven mice were pooled for each sort to obtain a data set of 16 samples, including biological replicates, derived from 30 mice. 

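The paper's text gives 7 mice for each sort and the legend of Fig. 5 gives 5 to 7 mice for each sample, so each library is a pool and the spread between the 2 libraries of a group is the spread between pools, not between mice. The Pearson correlation of log2 CPM across genes between the 2 libraries of a group was 0.935 in CD9+ macrophages of day 1 and between 0.976 and 0.988 in the other groups. The SD of the log2 difference between the 2 libraries, across genes, was 0.912 in CD9+ macrophages of day 1 and between 0.382 and 0.625 elsewhere, so the day 1 CD9+ libraries were the least alike of any group. After all libraries were thinned to the depth of the smallest, a step chosen after seeing the data, the correlation between these 2 libraries was 0.938. With 2 libraries against 2, an exact permutation test on a single value cannot give a two-sided p under 0.333, so for single genes the values rest on the spread shared across all genes and groups.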

PCA, which depicts the overall variance between datasets, clearly separated neutrophils from macrophages and F4/80− myeloid cells along PC1 (which explained 48% of variance), and also revealed separation of day 1 and day 14 samples along PC2 (which explained 17% of variance) (Fig. S8 *A*). Thus, neutrophils and macrophages separated mostly based on cell type, although time after surgery also played a role.

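For the PCA, the log2 CPM values (prior count 2) of the tested genes were centred and scaled to unit variance. PC1 of all 16 libraries held 48.3% of the variance and PC2 held 16.6%. The 4 neutrophil libraries lay between -135 and -113 on PC1 and the other 12 libraries between 36.6 and 51.0, without overlap (exact permutation test, two-sided, p = 0.000549, the smallest p that 4 libraries against 12 allow). On PC2 the 8 libraries of day 1 and the 8 of day 14 overlapped (exact permutation test, two-sided, p = 0.111, where the smallest possible is 0.000155). This test permuted days over all libraries and ignored the populations, which also differ on PC2. It therefore does not test a separation of the days within populations. Within each population, however, both day 1 libraries lay above both day 14 libraries on PC2. Their scores were 11.7 and 46.5 against -30.9 and -12.5 in CD9+ macrophages, 57.3 and 60.6 against 38.0 and 42.9 in CX3CR1+ macrophages. They were -46.5 and -48.3 against -64.6 and -66.8 in F4/80− cells, and 26.6 and 34.7 against -25.6 and -23.1 in neutrophils. Restricting the PCA to the 500 most variable genes moved the percentages most, to 52.6% on PC1 and 20.6% on PC2.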

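The numbers of DEGs between days were smaller than those between CD9+ macrophages and neutrophils on either day. In neutrophils, 1689 genes were DEGs between day 14 and day 1, with 378 higher and 1311 lower on day 14, and in F4/80− myeloid cells 390 were, with 121 higher and 269 lower. At these thresholds, 103 genes changed in the same direction over time in all 4 sorted populations, 11 of them higher and 92 lower on day 14.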

PCA analysis of macrophage gene sets (Fig. 5*A*) clearly separated CD9+ macrophages, CX3CR1+ macrophages, and F4/80− myeloid cells along PC1; each cell type showed a similar separation between POD 1 and 14 samples along PC2. This separation of cell types was corroborated by hierarchical clustering, in which neutrophils occupied their own branch, and CD9+ and CX3CR1+ macrophages clearly segregated into distinct branches (Fig. 5*B*). Thus, this data set provides the capability for more extensive transcriptional profiling to identify functional differences between cell types and time points.

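Without the neutrophils, PC1 of the 12 remaining libraries held 35.1% of the variance and PC2 held 19.2%. On PC1, CX3CR1+ macrophages scored between 60.2 and 77.8, CD9+ macrophages between -37.9 and 54.4, and F4/80− cells between -82.9 and -64.8, so the ranges of the 3 populations did not overlap. The CD9+ libraries were spread more widely along PC1 than either of the other populations, at 10.5 and 54.4 on day 1 and -37.9 and -12.8 on day 14. On PC1 alone, the higher of the day 1 libraries lay nearer to the closest CX3CR1+ library than to its own replicate. On PC2 it lay nearer to its replicate, at 93.3 against 54.8, with the CX3CR1+ libraries at 12.6 or lower. On PC2 the 6 libraries of day 1 scored from 10.7 to 93.3 and the 6 of day 14 from -73.3 to -8.13. They did not overlap either (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 libraries against 6 allow). The 500 most variable genes alone put 54.2% of the variance on PC1, the largest move among the settings tried.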

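Euclidean distances and Ward's method on the scaled log2 CPM matrix placed the 4 neutrophil libraries on a branch of their own at the first division. A division into 3 branches left CD9+ macrophages with F4/80− cells and set CX3CR1+ macrophages apart. With 4 branches, each held the libraries of 1 sorted population (adjusted Rand index 1, where 1 is a perfect match and 0 is what random labels give). The match depended on the values clustered. On CPM without a log, or on log2(CPM + 1), the index at 4 branches was 0.444, and with scaling of libraries by size only it was 0.706. On values centred but not scaled by gene, and with the 500 most variable genes, it was 1. Over 22 settings, which include the fits that each left out 1 library, neutrophils shared no branch with other cells in 22, but were themselves split over more than 1 branch in 13. CD9+ and CX3CR1+ macrophages were on different branches in 14 settings, and CD9+ macrophages and F4/80− cells in 11. The trees were always cut into 4 branches. In the 13 settings with split neutrophils, fewer branches than populations remained for the other cells, so some populations had to share a branch. These counts therefore do not measure how well the macrophage populations separate.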

**Fig. 5:**
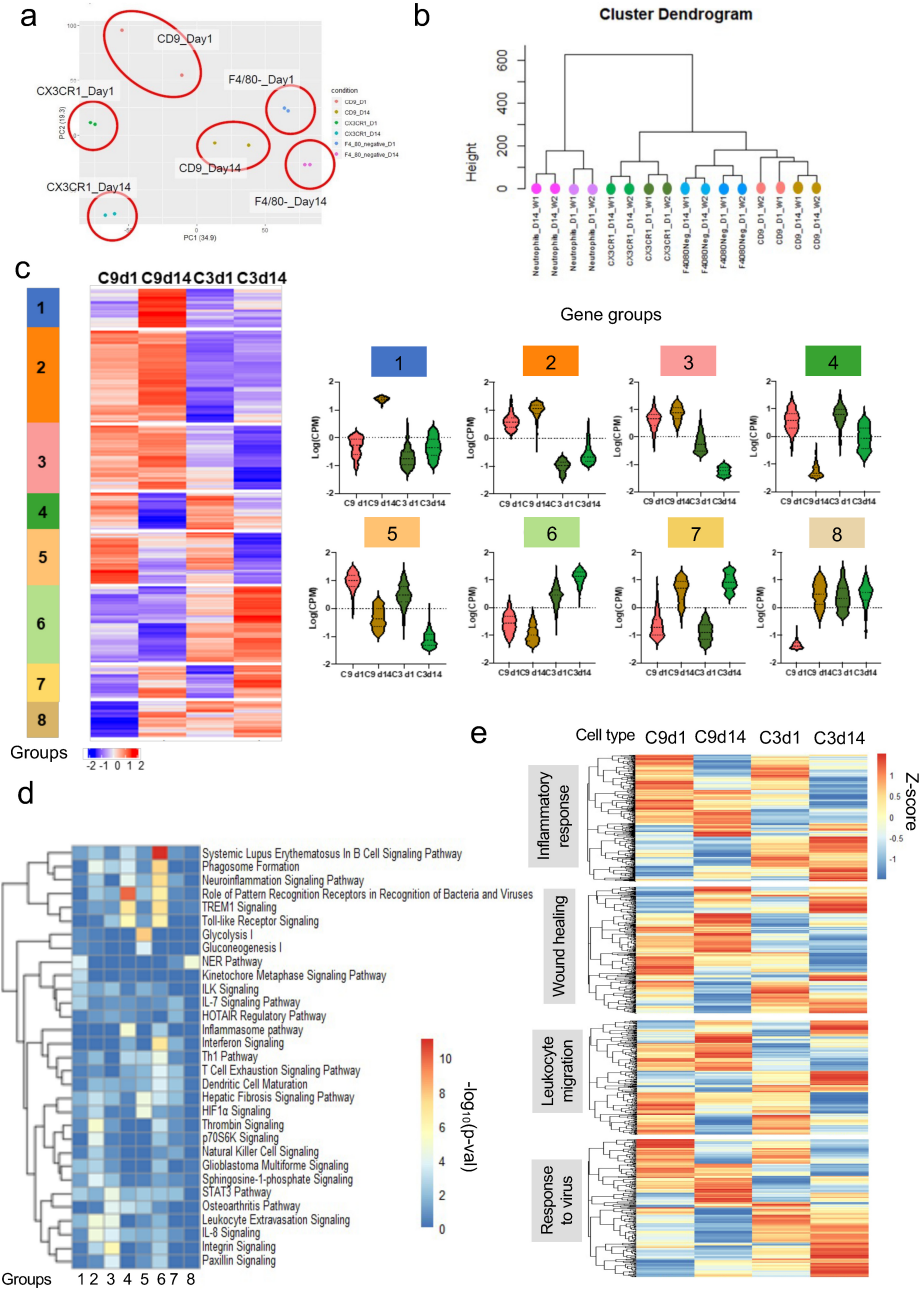
Bulk RNAseq reveals distinct transcriptomic features in subpopulations of myeloid lineage cells from the interface tissue. Cells from the interface tissue on day 1 and 14 after ACLR surgery were sorted (see Materials and Methods; *n* = 2, five to seven mice pooled for each sample). (*A*) PCA plot showing segregation of F4/80− cells, CD9+ macrophages, CX3CR1 macrophages on day 1 and 14 after ACLR surgery. (*B*) Cluster dendrogram. (*C*) Heat map showing expression of DEGs divided into 8 groups by k‐means‐clustering. Averaged CPM values are z‐score‐transformed. Right panels: violin plots of expression of genes in groups 1–8. (*D*) Pathway analysis using canonical pathway data sets of IPAs. (*E*) Heat map of expression of genes in inflammation, wound healing, leukocyte migration, and defense response to virus pathways. IPA = ingenuity pathway analysis.

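In CD9+ macrophages, 988 genes were DEGs between day 14 and day 1, 570 higher and 418 lower on day 14, and in CX3CR1+ macrophages 703 were, 287 higher and 416 lower. Between the populations, 988 genes were DEGs on day 1, 763 higher in CD9+ macrophages and 225 lower, and 1704 on day 14, 1158 higher and 546 lower. With scaling by library size only, the median log2 fold change of all genes moved by 0.19 in CD9+ macrophages over time and by -0.24 between the populations on day 1. The splits became 810 higher and 300 lower over time and 613 higher and 501 lower between the populations. Across genes, the deviations of same-numbered CD9+ and CX3CR1+ libraries from their group means correlated at 0.0293 on day 1 and 0.122 on day 14. With the replicate number as a block within each day, 982 genes were DEGs between the populations on day 1 (936 shared with the fit without it) and 1689 on day 14 (1652 shared). Over 44 results for single genes within a day, the block moved the log2 fold change by at most 0.0978. For gene lists the block given below runs over all libraries, which pairs different mice between days.

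The genes used for the sort bear on the labels of the libraries. Cd9 (chromosome 6 of mm10, 125460266 to 125494791) had a CPM of 149 ± 0.0941 (SD, n = 2) in CD9+ macrophages on day 1 and 163 ± 29.3 on day 14. In CX3CR1+ macrophages it had 19.8 ± 1.85 and 6.56 ± 0.0890. Its log2 fold change between the populations was 2.91 on day 1 (standard error 0.14, adjusted p = 5.0e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.91 with the block. On day 14 it was 4.63 (standard error 0.16, adjusted p = 6.1e-11) and 4.62 with the block. Cx3cr1 (chromosome 9, 119901616 to 120069879) was expressed in CD9+ macrophages too, at 83.3 ± 14.6 on day 1 and 92.9 ± 20.9 on day 14, against 140 ± 10.2 and 273 ± 28.6 in CX3CR1+ macrophages. The log2 fold change of Cx3cr1 in CD9+ against CX3CR1+ macrophages was -0.76 on day 1 (standard error 0.17, adjusted p = 0.0070 from the same test) and -1.55 on day 14 (standard error 0.17, adjusted p = 7.3e-06). The day 1 value is short of the threshold of 1, which it passed with scaling by library size only. Ccr2 (chromosome 9, 124101950 to 124113557) had log2 fold changes of -1.18 on day 1 (standard error 0.22, adjusted p = 0.0019 from the same test) and -2.30 on day 14 (standard error 0.23, adjusted p = 2.4e-06). On day 1 it was no longer a DEG with an offset for GC content, an alternative chosen after seeing the data. With the block, Cx3cr1 had -0.76 and -1.56 and Ccr2 -1.18 and -2.29. All of these differences had the same direction in both libraries of each group.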

DEGs among CD9+ and CX3CR1+ macrophages on PODs 1 and 14 were clustered according to pattern of expression and visualized on a heat map (Fig. 5*C*). Several interesting patterns of expression (gene groups) of potential biological importance were apparent:

1. 

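The genes listed in Appendix S1 carry a label of their heat map cluster. Each label was matched to 1 of the 8 groups of Fig. 5C by the mean pattern of its genes' standardised expression over the 4 groups of macrophages. Group 4 then held 220 genes, with a mean z score of 0.57 in CD9+ and 0.76 in CX3CR1+ macrophages on day 1 and of -1.27 and -0.06 on day 14. Group 5 held 309 genes, with 0.98 and 0.46 on day 1 and -0.33 and -1.11 on day 14. Il1b (chromosome 2 of mm10, 129364570 to 129371139), in group 4, had a CPM of 438 ± 97.5 (SD, n = 2) in CD9+ macrophages and 449 ± 43.4 in CX3CR1+ macrophages on day 1. On day 14 it had 75.8 ± 3.91 and 184 ± 12.0. Its log2 fold change from day 1 to day 14 was -2.53 in CD9+ macrophages (standard error 0.19, adjusted p = 1.5e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.29 in CX3CR1+ macrophages (standard error 0.18, adjusted p = 2.2e-04). The difference between these 2 changes was 1.24 (standard error 0.25, adjusted p = 0.014 for the interaction term of the same model), which did not pass when tested against a fold change of 1.5 by glmTreat. Il1a (chromosome 2, 129299610 to 129309972), in group 5, changed by -4.31 in CD9+ macrophages (standard error 0.51, adjusted p = 6.4e-05 from the same test) and by -3.06 in CX3CR1+ macrophages (standard error 0.64, adjusted p = 0.0054). For both genes, each day 1 library exceeded each day 14 library of its population.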

Genes that were elevated on POD 1 in both CD9+ and CX3CR1+ cells (gene groups 4 and 5) and decayed over time, thus representing a “day 1 signature” (Fig. 5*C*). Bioinformatic analysis revealed that the “day 1 signature” was highly enriched in genes in inflammatory Toll‐like receptor/TNF/inflammasome/IL‐1‐NF‐kB pathways (Fig. 5*D*, Fig. S8 *B*–*D*), which is in accord with an inflammatory environment shortly after surgery.^(^ ^32^, ^34^, ^35^, ^36^, ^44^ ^)^ Gene group 5, which was more highly expressed in CD9+ cells, was enriched for glycolysis and hypoxia pathway genes (Fig. 5*D*, Fig. S8 *C*,*E*), similar to the single cell analysis in Fig. 3*F*.

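The 49 inflammatory genes are those of a hand-written list that could be tested, since the pathway databases of the paper were not used here, and each list was set against the 11998 tested genes as background. Of the 215 tested genes of group 4, 11 were on the inflammatory list where 0.878 would be there by chance (one-sided Fisher's exact test, adjusted p = 1.2e-08 over all groups and lists). They were Ccl2, Cd14, Clec4e, Il1b, Irak2, Lif, Nlrp3, Ptgs2, Socs3, Tlr1 and Tlr2. Group 5, with 301 tested genes, held 6 (expected 1.23, adjusted p = 0.0092 from the same test), namely Cxcl1, Cxcl2, Cxcl3, Ier3, Il1a and Il1rn. Against a background of the DEGs alone, the adjusted p of group 5 was 0.46, and over its alternatives it ran from 1.2e-07 to 0.46, whereas that of group 4 ran from 1.4e-05 to 1.9e-04.

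Group 5 also held 10 of 19 tested glycolysis genes (expected 0.477, adjusted p = 1.5e-10 from Fisher's test) and 11 of 20 tested hypoxia genes (expected 0.502, adjusted p = 1.4e-11), with Slc2a1 on both lists. All 19 glycolysis genes were higher in CD9+ than in CX3CR1+ macrophages on day 1, by a mean log2 fold change of 0.93, and 6 were DEGs, also with adjustment over the list alone. Of the hypoxia genes, 19 of 20 were higher, by a mean of 1.22, and 11 were DEGs under either adjustment. Relative to the shift of all genes, scaling by library size only gave means of 0.87 and 1.17. The limma camera test of each list against the other tested genes gave adjusted p = 1.3e-11 for glycolysis and 3.7e-12 for hypoxia. With the replicate number as a block over all libraries, which pairs different mice between days, the means were 0.92 and 1.21. The camera adjusted p values were then 1.0e-11 and 2.8e-13. Over all alternatives these adjusted p values ran from 7.0e-14 to 0.076 for glycolysis and from 2.8e-13 to 0.87 for hypoxia. The alternative that moved a list's mean most was Reactome's list for the cellular response to hypoxia, with a mean of 0.08. It was chosen after seeing the data and also gave the adjusted p of 0.87. It is a different set of genes, so it does not retest the hypoxia list.

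Egln3 (chromosome 12 of mm10, 54178981 to 54203860) had a CPM of 80.4 ± 22.9 (SD, n = 2) in CD9+ and 14.2 in CX3CR1+ macrophages on day 1. It was higher in CD9+ macrophages by 2.5 on the log2 scale (standard error 0.22, adjusted p = 2.4e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.47 with the block. Hilpda (chromosome 6, 29272488 to 29275446) was higher by 2.11 (standard error 0.35, adjusted p = 7.7e-04 from the same test) and by 2.06 with the block. Vegfa (chromosome 17, 46016993 to 46032369) was higher by 1.73 (standard error 0.20, adjusted p = 3.0e-05) and by 1.70 with the block. Slc2a1 (chromosome 4, 119108711 to 119137983) was higher by 1.24 (standard error 0.25, adjusted p = 0.0034) and by 1.18 with the block. Slc2a1 did not pass the threshold with scaling by library size only or in a fit of the 4 compared libraries. From day 1 to day 14 in CD9+ macrophages, Egln3 changed by -3.19, Hilpda by -3.41 and Slc2a1 by -2.74 on the log2 scale.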

2. Genes preferentially expressed in CD9+ macrophages whose expression increased from day 1 to day 14 (groups 1 and 2). These groups were enriched in genes in growth factor and wound healing pathways (Fig. 5*D*,*E*, Fig. S8 *D*), suggesting that CD9+ macrophages can acquire a homeostatic/tissue repair component/gene module over time.

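By their cluster label, 234 genes of Appendix S1 were assigned to group 1. Their mean z score was -0.33 in CD9+ macrophages on day 1 and 1.38 on day 14, against -0.71 and -0.34 in CX3CR1+ macrophages. Group 2, with 548 genes, was already higher in CD9+ macrophages on day 1, at 0.60, and reached 0.99 on day 14, against -1.01 and -0.58 in CX3CR1+ macrophages. Igf1 and Pdgfb, of group 1, were among the genes of growth factors that rose. Igf1 (chromosome 10 of mm10, 87858265 to 87937042) went from 2.22 to 34.9 ± 10.3 CPM (SD, n = 2). Its log2 fold change was 3.95 (standard error 0.55, adjusted p = 2.6e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pdgfb (chromosome 15, 79995874 to 80014977) went from 2.70 to 21.9 ± 4.19 CPM, a log2 fold change of 3.05 (standard error 0.49, adjusted p = 7.7e-04). Mmp12, of group 2 (chromosome 9, 7344381 to 7369499), changed by 3.63 (standard error 0.58, adjusted p = 7.0e-04 from the same test), and Gas6 (chromosome 8, 13465374 to 13494490) by 4.75 (standard error 0.69, adjusted p = 3.3e-04). Both day 14 libraries were above both day 1 libraries for each of these genes.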

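On a list of wound healing and growth factor genes, 42 of 51 were tested. Group 1 held 4 of them (expected 0.812, adjusted p = 0.037 from a one-sided Fisher's exact test) and group 2 held 7 (expected 1.87, adjusted p = 0.014). Those of group 1 were Igf1, Mrc1, Pdgfb and Timp2. Those of group 2 were Cd36, F5, Itga2b, Itgb3, Mmp12, Serpine2 and Vwf. Against the DEGs alone as background, neither group was enriched (adjusted p = 1 for both). A k-means clustering of the DEGs did not part these groups, since a cluster of 655 genes held 220 genes of group 1 and 260 of group 2. It held 11 genes of the list (adjusted p = 5.5e-05). Group 5, which is higher on day 1, held 7 genes of the same list (expected 1.05, adjusted p = 5.9e-04), Spp1 and Thbs1 among them.

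Over time in CD9+ macrophages, 11 genes of the list rose and 11 fell as DEGs (13 and 11 with adjustment over the list alone). The mean log2 fold change was 0.55, but the camera statistic for the list lay slightly below that of the other genes (adjusted p = 0.52, from 3.9e-05 to 0.78 over the alternatives). Relative to the shift of all genes, scaling by library size only gave a mean of 0.54. Thbs1 changed by -3.12 (standard error 0.28, adjusted p = 6.4e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Spp1 by -2.92 (standard error 0.23, adjusted p = 2.3e-06). The list differed between the populations on both days. It holds Cd9, a gene of the sort. A list of megakaryocyte and platelet genes, 8 of them tested, was higher in CD9+ macrophages too. Its mean log2 fold change was 3.84 on day 1 (camera adjusted p = 1.8e-13) and 3.34 on day 14 (adjusted p = 2.2e-06). Whether such transcripts contribute to the difference in the wound healing list, or to the genes of that list in group 2, was not tested. The count in group 2 therefore cannot be credited to wound healing alone. On day 1, 37 of the 42 genes of the wound healing list were higher in CD9+ than in CX3CR1+ macrophages, by a mean log2 fold change of 1.32 (camera adjusted p = 4.4e-13). Of these, 15 were higher and 0 lower as DEGs (16 and 0 with adjustment over the list alone). With the replicate number as a block over all libraries the mean on day 1 was 1.31 (adjusted p = 1.7e-14). Relative to all genes it was 1.28 with scaling by library size only. On day 14, 30 of the 42 were higher, by a mean of 1.88 (camera adjusted p = 4.5e-10). Of these genes 22 were higher and 2 lower as DEGs under either adjustment. With the block over all libraries, which pairs different mice between days, the mean on day 14 was 1.90 with camera adjusted p = 3.1e-11. Over the alternatives the adjusted p for day 14 ran from 5.6e-12 to 0.94. The upper end came from Reactome's list for PDGF signalling, a different set of genes. On day 14 Mmp12 differed by 6.46, Gas6 by 5.71 and Spp1 by 4.47 on the log2 scale, or 6.48, 5.74 and 4.45 with the block for single genes. Whether the change of the list over time differed between CD9+ and CX3CR1+ macrophages was tested by the interaction term, which gave a mean of -0.57 (adjusted p = 0.14).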

3. Genes that distinguish CD9+ from CX3CR1+ macrophages (group 3); this group was composed of inflammatory, chemotaxis‐related, and immune modulatory genes that maintain expression until day 14 (Fig. 5*D*,*E*, Fig. S8 *D*). Thus, the inflammatory nature of CD9+ cells had not entirely resolved by 14 days.

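None of the genes that could be read from Appendix S1 had a label matched to group 3. The copy read here was cut short, so the genes of this group may lie in the part not read. A k-means clustering of the DEGs into 8 clusters was used in its place. The cluster of 477 genes that were higher in CD9+ macrophages on both days was chosen after its mean z scores were seen. They were 0.66 and 0.96 in CD9+ and -0.72 and -0.90 in CX3CR1+ macrophages on days 1 and 14. Of the 238 of its genes that are in Appendix S1, 237 were assigned to group 2, so the cluster overlaps that group and its counts do not test the make-up of group 3. It held 4 of 37 tested chemotaxis genes, namely C3ar1, Ccr3, Csf1 and Cxcl16 (expected 1.47, adjusted p = 0.16 from a one-sided Fisher's exact test). Of the 49 inflammatory genes it held 0 (expected 1.95, p = 1 from the exact test before and after adjustment). The chemotaxis list as a whole was higher in CD9+ than in CX3CR1+ macrophages by a mean log2 fold change of 0.62 on day 1 (23 of 37 genes, camera adjusted p = 0.069). On day 14 the mean was 0.89 (20 of 37 genes, adjusted p = 0.16). Scaling by library size only gave 0.57 on day 1 relative to all genes. With the replicate number as a block over all libraries the adjusted p values were 0.0049 and 0.020. Over the alternatives they ran from 0.0023 to 0.84 on day 1 and from 0.0038 to 0.77 on day 14. The DEGs of the list were 9 higher and 2 lower on day 1 and 13 higher and 7 lower on day 14 (9, 2, 14 and 7 with adjustment over the list alone).

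Csf1 (chromosome 3 of mm10, 107741048 to 107760469) kept its expression in CD9+ macrophages, at 61.5 ± 11.5 CPM (SD, n = 2) on day 1 and 71.0 ± 1.09 on day 14. In CX3CR1+ macrophages it had 5.91 and 5.2 CPM. The log2 fold changes were 3.37 (standard error 0.24, adjusted p = 2.9e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.77 (standard error 0.26, adjusted p = 6.1e-08). Ccr3 (chromosome 9, 124021972 to 124031689) was higher by 5.59 on day 1 (standard error 0.54, adjusted p = 5.7e-06 from the same test) and 7.10 on day 14 (standard error 0.64, adjusted p = 9.4e-07). C3ar1 (chromosome 6, 122847138 to 122856161) was higher by 4.07 on day 14 (standard error 0.37, adjusted p = 1.0e-06). With the block these were 3.36 and 3.78 for Csf1, 5.58 and 7.10 for Ccr3 and 4.10 for C3ar1. Ccr3 is also a gene of eosinophils, and the 10 genes of an eosinophil list that includes it were all higher in CD9+ macrophages, by a mean of 4.62 on day 1 and 6.47 on day 14.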

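On day 14 the fit without a block detected no difference of the 49 inflammatory genes as a set between CD9+ and CX3CR1+ macrophages. The mean log2 fold change was 0.01 (camera adjusted p = 0.16). A value with the block, which changed the call of the chemotaxis list, is not reported for this comparison. In CD9+ cells 18 genes were higher and 31 lower. Reactome's list for Toll-like receptor cascades, a different set of genes chosen after seeing the data, was lower in CD9+ macrophages. There 36 of its 100 genes were higher and the mean was -0.052 (camera adjusted p = 0.016). With scaling by library size only the mean of the 49 genes was -0.0050. As DEGs, 8 of the 49 were higher and 8 lower, also with adjustment over the list alone. Il6 (chromosome 5 of mm10, 30013114 to 30019981) had a CPM of 16.8 ± 1.58 (SD, n = 2) in CD9+ and 2.21 in CX3CR1+ macrophages on day 14, and had been 3.54 ± 1.11 in CD9+ macrophages on day 1. The log2 fold change between the populations was 2.93 (standard error 0.32, adjusted p = 7.5e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.92 with the replicate number as a block. Cxcl3 (chromosome 5, 90786103 to 90789600), which has close paralogs that could share its reads, fell in CD9+ macrophages from 604 ± 161 to 25.9 ± 11.7 CPM. It was still at least 93.1-fold higher there than in CX3CR1+ macrophages of day 14. Other genes were lower in CD9+ macrophages. The log2 fold change of CD9+ against CX3CR1+ macrophages on day 14 was -1.28 for Il1b (standard error 0.18, adjusted p = 8.5e-05 from the same test). It was -1.45 for Tlr2 on chromosome 3 from 83836272 to 83841767 (standard error 0.21, adjusted p = 8.1e-05). For Nlrp3, on chromosome 11 from 59541568 to 59566956, it was -1.67 (standard error 0.28, adjusted p = 3.3e-04). With the block they were -1.28, -1.45 and -1.67. For each gene both libraries of one population exceeded both of the other.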

4. 

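The 452 genes of Appendix S1 that were assigned to group 6 by their cluster label had mean z scores of 0.42 on day 1 and 1.10 on day 14 in CX3CR1+ macrophages, against -0.57 and -0.95 in CD9+ macrophages. Of the 448 that were tested, 18 were among the 84 interferon-stimulated genes (ISGs) of the Hallmark set drawn in Fig. S9C, where 3.14 would be there by chance (one-sided Fisher's exact test, adjusted p = 1.7e-08, from 9.4e-09 to 7.1e-06 over the alternatives). Ifit3, Ifitm3, Irf7 and Mx1 were among them. Group 6 also held 4 of the 49 inflammatory genes, namely Cd40, Il18, Map3k8 and Ripk2 (expected 1.83, adjusted p = 0.29 from the same test, from 0.36 to 1 over the alternatives). Of 37 chemotaxis genes it held 5 (expected 1.38, adjusted p = 0.046). Group 5 held more of this list, with 9 genes (expected 0.928, adjusted p = 2.2e-06 from the same test). Group 4 held 4 (expected 0.663, adjusted p = 0.020). Ifit3 (chromosome 19 of mm10, 34583531 to 34588731) rose from 9.75 to 22.9 ± 5.92 CPM (SD, n = 2) in both libraries of CX3CR1+ macrophages. The rise on the log2 scale was 1.23 (standard error 0.51, adjusted p = 0.13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed only in a fit of the 4 compared libraries. Ifit genes share similar sequences, which could divide their reads.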

Gene group 6, which was preferentially expressed in CX3CR1+ cells and increased in expression from day 1 to day 14, exhibited a strong IFN signature most suggestive of type I IFN signaling in addition to inflammatory gene expression (Fig. 5*D*,*E*, Fig. S8 *B*–*E*); this result is in accord with the IFN signature observed in m1 cells in Fig. 3*F* and the R4 subset that emerged on POD 14 (Fig. 3*H*). Interestingly, the score for ISG expression increased in CX3CR1+ cells from day 1 to day 14 (Fig. S8 *F*). 

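The ISG score was computed here as the mean CPM of the 10 genes that the paper names for it. In CX3CR1+ macrophages it was 22.9 ± 2.99 on day 1 (SD, n = 2; 25.0 and 20.8) and 35.0 ± 3.32 on day 14 (32.6 and 37.3), a difference of 12.0 and a ratio of 1.52. Both day 14 values exceeded both day 1 values, and the exact permutation test gave a two-sided p = 0.333, the smallest p that 2 libraries against 2 allow. In CD9+ macrophages the score was 18.9 ± 5.50 on day 1 and 15.1 ± 4.24 on day 14, a difference of -3.85 (exact permutation test, two-sided, p = 0.667). The sum of CPM over the 10 genes, a definition chosen after seeing the values, moved the difference in CX3CR1+ macrophages most, to 120, as it is not divided by the number of genes. Scoring all genes of Fig. S9C by their mean CPM gave 16.6.

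Singly, 7 of the 10 genes rose and 3 fell in CX3CR1+ macrophages, and 2 were DEGs, also with adjustment over the 10 alone. These were Cmpk2 (chromosome 12 of mm10, 26469204 to 26479837), from 17.8 ± 1.23 to 41.0 ± 6.21 CPM, and Ifit2 (chromosome 19, 34550694 to 34576419), from 24.4 ± 2.27 to 52.6 ± 1.33 CPM. Cmpk2 changed by 1.21 on the log2 scale (standard error 0.21, adjusted p = 0.0015, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Ifit2 by 1.11 (standard error 0.31, adjusted p = 0.029). Both day 14 libraries were higher for each, but Ifit2 was not called in a fit of the 8 macrophage libraries alone. The mean log2 fold change of the 10 was 0.42 (camera adjusted p = 0.079). That of the 84 Hallmark genes was 0.17, with 59 of 84 higher (adjusted p = 0.029, from 0.0015 to 0.76 over the alternatives). As DEGs, 4 were higher and 2 lower under either adjustment. Ifitm1 went the other way, with a log2 fold change of -4.66 (standard error 0.31, adjusted p = 2.6e-07). In CD9+ macrophages the 10 genes changed by a mean of -0.59 (adjusted p = 0.071). As DEGs 2 were lower, Rsad2 by -1.64 and Oasl1 by -1.52, and 3 with adjustment over the 10 alone. Oasl1 was no longer called with scaling by library size only. The Hallmark set changed by -0.13 (adjusted p = 0.10), or by 0.06 with scaling by library size only, which is -0.14 relative to all genes. The interaction term tests whether the change over time differs between the populations. Its mean was 1.00 for the 10 genes, positive for all 10 (adjusted p = 2.8e-04), and 0.30 for the Hallmark set (64 of 84 genes, adjusted p = 2.1e-04). The Hallmark term was positive for 47 of the 84 genes with scaling by library size only, with a mean of 0.074, or 0.26 relative to the median of all genes.

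**Figure D1:**
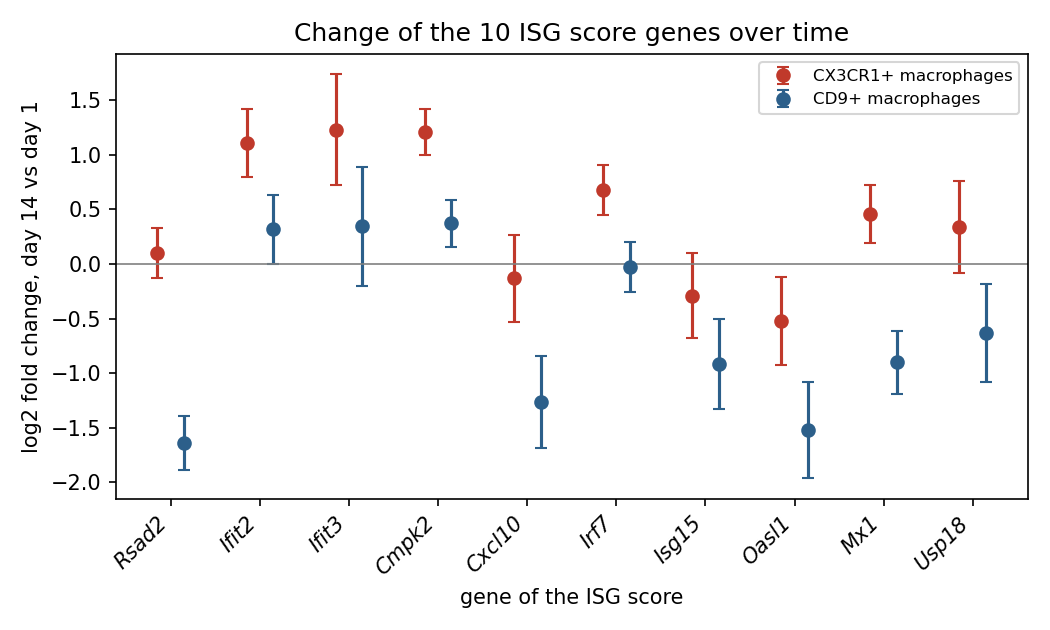
Log2 fold change from day 1 to day 14 (y axis) of the 10 genes of the ISG score (x axis) in CX3CR1+ macrophages (red) and CD9+ macrophages (blue), with bars of 1 standard error, 2 libraries per group and day. The CX3CR1+ value lies above the CD9+ value for all 10 genes, under TMM scaling and under scaling by library size only, and 7 of the CX3CR1+ values are above 0.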

A strong IFN signature in POD14 CX3CR1+ macrophages was confirmed by a pairwise comparison to POD 14 CD9+ cells (Fig. S9 *A*,*B*), and the expression pattern of the full Hallmark‐defined ISG gene set is depicted in a heat map in Fig. S9 *C*. 

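On day 14, 73 of the 84 Hallmark ISGs were lower in CD9+ than in CX3CR1+ macrophages, by a mean log2 fold change of -0.48 (camera adjusted p = 2.1e-08). With the replicate number as a block over all libraries, the mean was -0.48 and the camera adjusted p = 4.3e-08. Over the alternatives the adjusted p ran from 9.6e-09 to 0.11. As DEGs, 19 were lower and 6 higher in CD9+ macrophages, also with adjustment over the set alone. The 10 genes of the score were lower without exception, by a mean of -1.22 (adjusted p = 3.3e-04), 5 of them as DEGs and 6 with adjustment over the 10 alone. The ISG score itself was higher in CX3CR1+ macrophages by 19.9, a ratio of 2.32, with both values above both of CD9+ macrophages (exact permutation test, two-sided, p = 0.333).

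Mx1 (chromosome 16 of mm10, 97447035 to 97462907) had a CPM of 14.9 in CD9+ and 59.4 ± 1.82 (SD, n = 2) in CX3CR1+ macrophages. Its log2 fold change was -1.99 (standard error 0.29, adjusted p = 9.4e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.04 with the block. Ifitm3 (chromosome 7, 141009586 to 141010770), which has close paralogs, had 75.9 ± 10.5 and 338 ± 23.1 CPM. The log2 fold change was -2.16 with and without the block (standard error 0.19, adjusted p = 9.2e-07 from the same test). Rsad2 (chromosome 12, 26442746 to 26456452) had 8.76 ± 1.94 and 25.0 ± 5.56 CPM, a log2 fold change of -1.51 in either fit (standard error 0.25, adjusted p = 3.1e-04 from the same test). Plscr1 was an exception, higher in CD9+ macrophages by 2.35 (standard error 0.29, adjusted p = 2.3e-05 from the same test) and by 2.34 with the block. Each of these differences was present in both libraries.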

Overall, the bulk RNAseq results further delineate the functional separation of CD9+ and CX3CR1+ macrophages, show the attenuation of a canonical inflammatory response in both cell types over time, whereas an IFN response increases in CX3CR1+ macrophages over time.

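Over time, 43 of the 49 inflammatory genes fell in CD9+ macrophages, by a mean log2 fold change of -1.09 (camera adjusted p = 9.9e-16, from 1.2e-21 to 0.13 over the alternatives). As DEGs, 17 fell and 1 rose, the same numbers as with adjustment over the list alone. In CX3CR1+ macrophages 36 fell and 13 rose, by a mean of -0.72 (adjusted p = 4.4e-09, from 5.8e-13 to 0.60 over the alternatives), 12 of them as DEGs (13 with adjustment over the list alone). No gene of the list rose as a DEG there, and 5 rose at an unadjusted p under 0.05. Relative to the shift of all genes, scaling by library size only gave means of -1.08 in CD9+ and -0.75 in CX3CR1+ macrophages. The interaction term gave a mean of 0.37 (29 of 49 genes positive, adjusted p = 0.027), a smaller fall in CX3CR1+ macrophages. Scaling by library size only left 18 positive, with a mean of 0.14, or 0.33 relative to all genes. The glycolysis and hypoxia lists also fell over time, by means of -0.94 and -1.43 in CD9+ macrophages (camera adjusted p = 3.7e-14 and 1.2e-21). Over the alternatives these p values ran from 3.0e-15 to 0.093 and from 2.4e-23 to 0.013. In CX3CR1+ macrophages the means were -0.57 and -1.06 (adjusted p = 4.0e-08 and 1.1e-10).

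Among single genes, Cxcl3 was at least 420-fold lower on day 14 in CX3CR1+ macrophages, where its CPM had been 117 ± 50.1 (SD, n = 2). It changed by -4.54 on the log2 scale in CD9+ macrophages (standard error 0.43, adjusted p = 1.0e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tlr2 changed by -1.52 in CD9+ macrophages (standard error 0.21, adjusted p = 1.9e-04 from the same test). Exceptions were Il6, the 1 DEG that rose in CD9+ macrophages, by 2.28 (standard error 0.31, adjusted p = 1.8e-04 from the same test), and Ccl3 in CX3CR1+ macrophages. The change of Ccl3, 0.66, was not significant (standard error 0.24, adjusted p = 0.092). The paper draws its overall statement on CD9+ and CX3CR1+ macrophages from the bulk RNA-seq results as a whole.

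**Figure D2:**
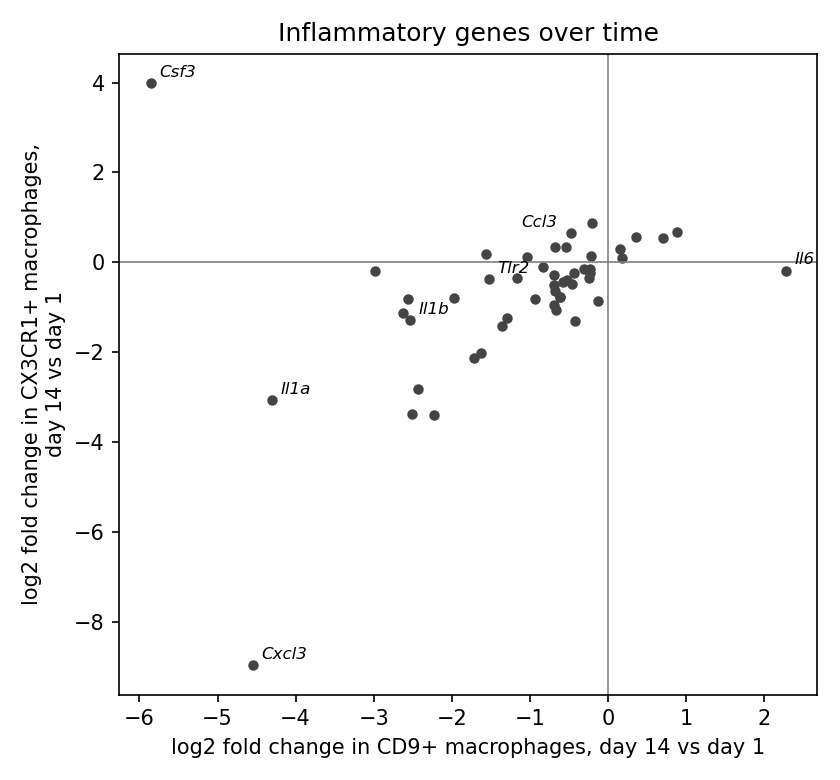
Log2 fold change from day 1 to day 14 of the 49 inflammatory genes in CD9+ macrophages (x axis) and CX3CR1+ macrophages (y axis), 2 libraries per group and day, each point a gene. 43 genes lie below 0 in CD9+ macrophages (42 with scaling by library size only) and 36 in CX3CR1+ macrophages under either scaling. The fall of Cxcl3 in CX3CR1+ macrophages is against libraries with 3 counts or fewer. Its size is therefore uncertain, and its lower bound is 420-fold.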

### CCR2 deficiency increases bone mass in interface tissue

Both CD9+ IL1+ and CX3CR1+ CCR2+ macrophages contributed to the early inflammatory phase after ACLR, but CX3CR1+ CCR2+ cells accumulated over time and expressed an increasing IFN signature. To begin to test the functional importance of CX3CR1+ CCR2+ cells, we used mice deficient in CCR2, which prevents recruitment of monocytes into the circulation and allows testing of the monocyte contribution to tissue repair. CCR2 deficiency will abrogate migration of many of the above‐described CX3CR1+ CCR2+ cells to sites of inflammation and tissue injury,^(^ ^68^ ^)^ although the small number of CX3CR1+ CCR2− cells will not be affected. Strikingly, CCR2 deficiency resulted in increased mass of new bone in the bone tunnels of the femur and to a lesser extent the tibia as assessed by μCT (Fig. 6*A*,*B*). In line with the increased bone mass, histological analysis showed that bone remodeling in the bone tunnel was significantly higher in CCR2‐deficient mice relative to WT mice (Fig. 6*C*,*D*). However, other histological parameters were comparable between WT mice and CCR2‐deficient mice (Fig. 6*D*). Thus, our data suggest that CX3CR1+ CCR2+ cells suppress accumulation of new bone around the tendon in the bone tunnel.

**Fig. 6:**
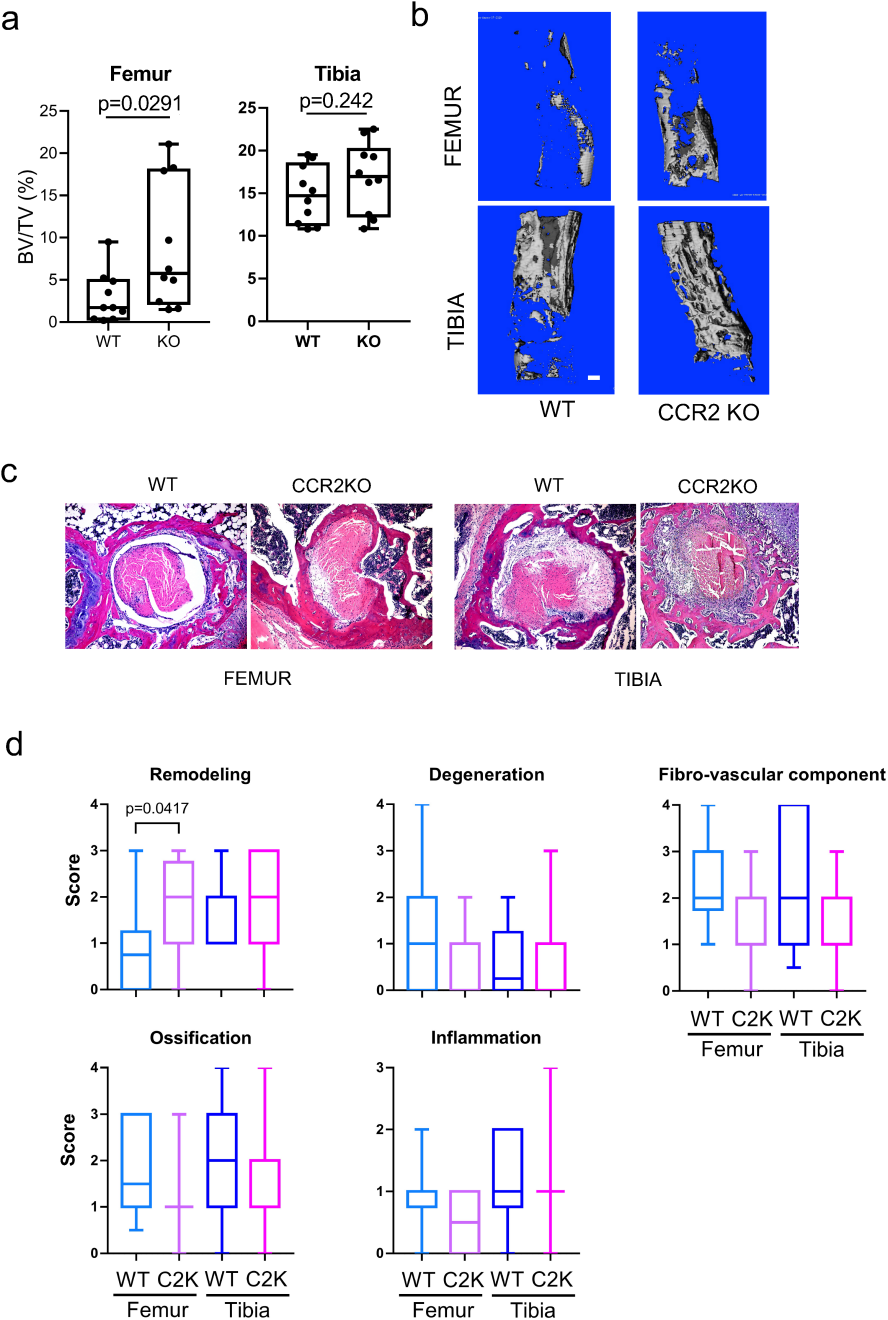
CCR2‐deficiency results in increased bone mass in the bone tunnel. The knee joints (WT = 10, KO = 9) were harvested on day 28 (*A*) and day 14 (*B*,*C*) after ACLR surgery. (*A*,*B*) μCT analysis. Left panel shows bone volume per tissue volume of newly formed bone in the bone tunnel. Right panel shows representative 3D images of the bone tunnel in the distal femur and the proximal tibia. Scale bars: 1 mm. (*C*,*D*) Histological analysis and scoring. Representative images are shown in *C*. Histology score is shown in *D* (WT: *n* ≥ 11, CCR2KO: *n* ≥ 15). *p < 0.05 by two‐tailed unpaired *t* test (*A*) or one‐way ANOVA with Tukey's post hoc test (*D*). KO = knockout.

## Discussion

Immune cells play an important role in repair of various injured tissues such as skin and lung,^(^ ^1^, ^2^, ^3^, ^4^, ^5^ ^)^ but their role in healing of mechanically‐loaded musculoskeletal tissues is not well understood. We investigated functional phenotypes of macrophages in a mouse ACLR model that is characterized by bone injury followed by a healing phase of fibrovascular tissue and bone formation that results in bone‐to‐tendon attachment. A key finding of our study is identification of a highly inflammatory CD9+ IL‐1+ macrophage population that exhibits similarities in gene expression with neutrophils and is rapidly mobilized at the site of a bone injury that occurs adjacent to the bone marrow. ACLR induced infiltration of interface tissue by two broadly distinct populations of CD9+ IL‐1+ and CX3CR1+ CCR2+ macrophages with different kinetics and gene expression profiles. Highly inflammatory CD9+ IL1+ cells were the dominant macrophage population that peaked early after ACLR and diminished over time, concomitant with decreased expression of inflammatory genes and increased expression of growth factor and wound healing genes. In contrast, CX3CR1+ CCR2+ macrophages accumulated more slowly over time and unexpectedly expressed an IFN signature. scRNAseq revealed subsets within both CD9+ and CX3CR1+ macrophage populations, in accord with a complex evolving inflammatory response. CCR2+ macrophages were implicated in suppression of bone mass at the bone‐to‐tendon interface. These results reveal complex patterns of macrophage activation and inflammatory gene expression that can potentially be therapeutically targeted to improve healing and outcomes after ACLR.

In other injured tissues such as skin and lung that are distant from the bone marrow, both tissue‐resident and monocyte‐derived macrophages contribute to tissue repair.^(^ ^1^, ^2^, ^3^, ^4^, ^5^ ^)^ Monocytes, which are CX3CR1+ CCR2+, enter inflamed sites from the circulation and subsequently differentiate into macrophages. In our system, where injury is adjacent to bone and bone marrow (BM) and results in new tissue formation, there are no “tissue resident” macrophages per se in the newly formed interface tissue bridging underlying bone and the tendon graft. The de novo interface tissue in the bone tunnel can potentially be infiltrated by BM macrophages from underlying bone^(^ ^69^ ^)^ that can respond to injury‐induced chemokines and migrate directly to the adjacent site of injury, and by BM monocytes that can potentially migrate to the injury site either directly or via the circulation. Bone injury and tendon insertion elicited a dramatic and very early (peaking at 1 day) accumulation of large, granular macrophages that were highly inflammatory, exhibited glycolytic metabolism, and a gene expression profile with similarities to, but also clear differences from, neutrophils. To our knowledge, these “surgery‐induced macrophages” identify a new cell type in the early phase of inflammation, which in other tissues is dominated by blood‐derived neutrophils.^(^ ^1^, ^2^, ^3^, ^4^, ^5^ ^)^ The rapid appearance of these CX3CR1− CCR2− cells suggests direct migration and activation of BM macrophages, rather than differentiation from myeloid precursors or monocytes. The CD9+ macrophages contribute to the early inflammatory phase, but over time the phenotype of CD9+ macrophages evolves, with a decrease in inflammatory and an increase in growth factor and wound healing–related gene expression. Although it is not clear whether this change in phenotype is related to changes in gene expression by infiltrating cells, or to later phase migration and differentiation of newly infiltrating macrophages, it suggests that CD9+ macrophages have a plastic phenotype determined in part by the microenvironment, and can also participate in tissue repair.

In contrast to CD9+ macrophages that exhibit a de novo surgery‐induced phenotype, CX3CR1+ CCR2+ macrophages were observed in control tissues and were clearly distinguished from CD9+ macrophages by oxidative phosphorylation rather than glycolytic metabolism. Interestingly, subsets of CX3CR1+ CCR2+ cells, which likely represent cells within or adjacent to interface tissue, express an ACLR‐induced early inflammatory program, followed by a strong IFN response. In a sterile inflammatory setting after tissue injury, type I IFNs are most typically induced by activation of macrophage sensors of extracellular matrix degradation products generated during tissue remodeling (such as TLR4) or sensors of nucleic acids released by necrotic cells (such as TLRs 7–9).^(^ ^70^ ^)^ The role of IFN responses in tissue repair is not well understood, and IFNs have been reported to promote injury‐associated inflammation^(^ ^71^ ^)^ but also suppress collagen synthesis, fibroblast proliferation, and bone formation and remodeling.^(^ ^72^, ^73^ ^)^ CCR2 has been implicated in bone remodeling in physiological and pathological conditions. CCR2‐deficient mice exhibited increased bone mass with decreased numbers of osteoclasts.^(^ ^74^ ^)^ Although the role of CCR2 in osteoporosis‐induced bone loss is controversial,^(^ ^74^, ^75^ ^)^ the MCP‐1/CCR2 axis has also been shown to provide crucial signaling for recruitment of mesenchymal progenitor cells to fracture sites and CCR2 deficiency delayed fracture healing.^(^ ^76^ ^)^ Our findings suggest that bone mass inside the bone tunnel was increased in CCR2‐deficient mice compared to control mice. Further study will be needed to understand how CCR2 signaling contributes to the bone‐to tendon repair, including effects on bone mass of bone that surrounds the bone tunnel. Overall, it is tempting to speculate that the suppressive function of CX3CR1+ CCR2+ macrophages on bone formation at the bone‐to‐tendon junction is related to the IFN response, which may also have additional effects on tissue formation and remodeling in this system.

The healing interface tissue after ACLR did not exhibit canonical M2 macrophages that express IL‐4/IL‐13‐STAT6 target genes. IL‐4/IL‐13‐STAT6 signaling promotes repair by attenuating expression of inflammatory genes like *Il1b*,^(^ ^77^ ^)^ restraining IFN responses,^(^ ^78^ ^)^ promoting ECM remodeling,^(^ ^11^ ^)^ and driving differentiation of “M2‐like” macrophages that express trophic factors.^(^ ^5^ ^)^ The absence of a clear IL‐4/IL‐13 response in interface tissue is most likely explained by lack of cells that either produce or induce expression of IL‐4/IL‐13, such as innate lymphocytes, mast cells, eosinophils or basophils. These cell types are present and promote healing in epithelial and barrier tissues, and their low numbers or absence in many musculoskeletal tissues presents a challenge for these tissues to heal in the absence of IL‐4/IL‐13‐STAT6 signaling. Absence of an IL‐4 response may be permissive for development of a deleterious extended IFN response, as was observed after ACLR, and may result in a tissue formation process that is predominantly driven by growth factors and TGF‐β that lack some of the immunomodulatory and homeostatic features of an IL‐4–driven type 2 response.

Our study opens up new lines of research and therapeutic strategies for improving outcomes after ACLR. Because increasing bone formation is believed to improve fixation and prevent tunnel widening,^(^ ^34^, ^36^, ^79^, ^80^ ^)^ targeting pathways expressed by CX3CR1+ CCR2+ macrophages, such as the IFN response, represents a promising approach. It will be interesting to inhibit the IFN response at various time points after surgery using US Food and Drug Administration (FDA)‐approved Jak inhibitors^(^ ^81^ ^)^; this strategy may be more effective than CCR2 inhibition, because Jak inhibitors would also suppress the IFN response that was present in a subset of CD9+ macrophages. Given that the IFN response begins several days after surgery, initiation of therapy postoperatively could achieve the goal of increasing bone without suppressing the initial inflammatory response required for microbial clearance and initiation of the wound healing response. Broadly targeting CD9+ IL1+ macrophages throughout the time course of healing risks attenuating their potential pro‐healing functions at later time points, or overly compromising the initial inflammatory response. Alternative strategies would involve targeting some of their main inflammatory mediators, such as IL‐1, whose blockade has already been suggested to be efficacious in patients after ACLR.^(^ ^82^ ^)^

Our study has several limitations. A technical limitation is related to challenges in harvesting small interface tissues, which include a sliver of underlying bone and thus some of the cell types we identified could be present in bone surrounding the bone tunnel; the distribution of the macrophage subtypes in tissues and their potential interactions with stromal cells remain to be defined. The analysis of bone phenotype in CCR2‐deficient mice is limited and needs to be expanded in future work, including analysis of bone surrounding the bone tunnel. We focused on single cell analysis of isolated macrophages; it will also be important to compare our findings in a small animal model to macrophage phenotypes after ACLR in human subjects. An approach of sampling tissues shortly after ACLR in human subjects is precluded by ethical concerns related to potentially compromising the graft, but this issue could potentially be indirectly addressed by analyzing samples from patients who require revision surgery for graft failure.

In summary, we have characterized the inflammatory response after ACLR using high‐dimensional genomewide technologies. We have identified a novel “surgery‐induced” inflammatory CD9+ IL1+ macrophage population, and an IFN signature that increases over time and may suppress de novo bone formation and effective healing. This work sets the stage for developing approaches to therapeutically modulate immune responses to improve ACLR outcomes.

## AUTHOR CONTRIBUTIONS

**Takayuki Fujii:** Data curation; formal analysis; investigation; methodology. **Susumu Wada:** Data curation. **Camila B. Carballo:** Data curation; formal analysis; investigation; methodology. **Richard Bell:** Formal analysis; visualization. **Wataru D. Morita:** Data curation; formal analysis. **Yusuke Nakagawa:** Formal analysis. **Yake Liu:** Data curation. **Daoyun Chen:** Data curation. **Tania Pannellini:** Formal analysis; visualization. **Upneet K. Sokhi:** Formal analysis. **Xiang‐Hua Deng:** Methodology. **Kyung Hyung Park‐Min:** Formal analysis; methodology; visualization. **Scott A. Rodeo:** Methodology; supervision. **Lionel B. Ivashkiv:** Conceptualization; funding acquisition; project administration; supervision.

## Conflicts of interest

The authors declare that there are no conflicts of interest regarding the publication of this paper.

### PEER REVIEW

The peer review history for this article is available at https://publons.com/publon/10.1002/jbm4.10635.

## Supporting information

**Figs. S1–S9.** Supporting information Click here for additional data file.

**Appendix S1.** Supporting information Click here for additional data file.

**Tables S1–S2.** Supporting information Click here for additional data file.

## Data Availability

The scRNAseq and bulk RNAseq datasets that were generated by the authors as part of this study have been deposited in the Gene Expression Omnibus database with the accession code GSE171480.

# Supplementary material for: Distinct Inflammatory Macrophage Populations Sequentially Infiltrate Bone‐to‐Tendon Interface Tissue After Anterior Cruciate Ligament (ACL) Reconstruction Surgery in Mice
**Source:** JBMR Plus. 2022 May 31;6(7):e10635. doi: 10.1002/jbm4.10635
**Supplement:** Supplementary file 1 — Figs. S1–S9. Supporting information

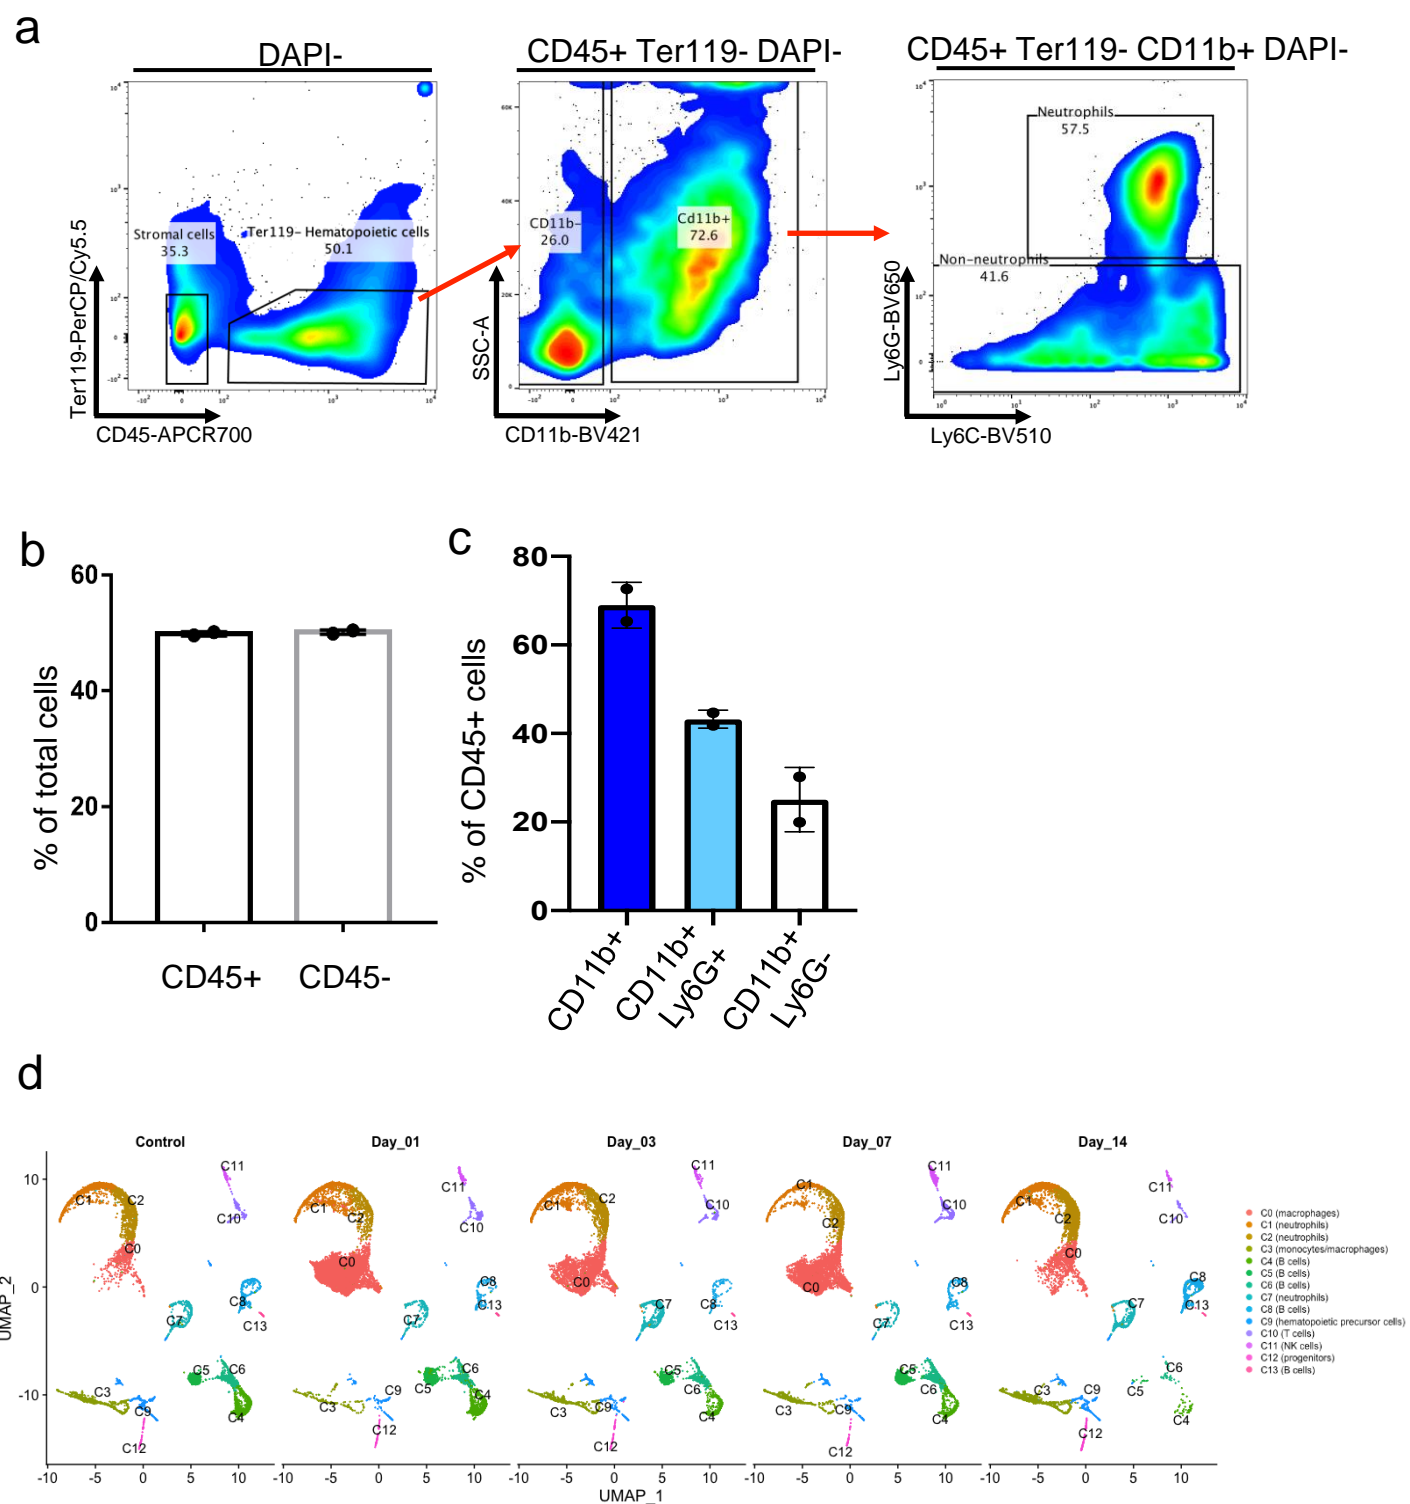

### Supplementary Fig. 1 Immunophenotyping of immune cells in the interface tissue at POD 7.

a) Gating strategy for identifying CD45+ immune cells (CD45+, left panel), myeloid cells (CD11b+, middle panel), neutrophils (Ly6G+, Right panel) or non-neutrophils (Ly6G-).  
b, c) Percentage of CD45+ cells (b), CD11b+ myeloid cells, CD11b+ Ly6G+ neutrophils and CD11b+ Ly6G- non-neutrophils (c). d) UMAP projection of scRNAseq data corresponding to Fig. 1b but showing each time point individually.

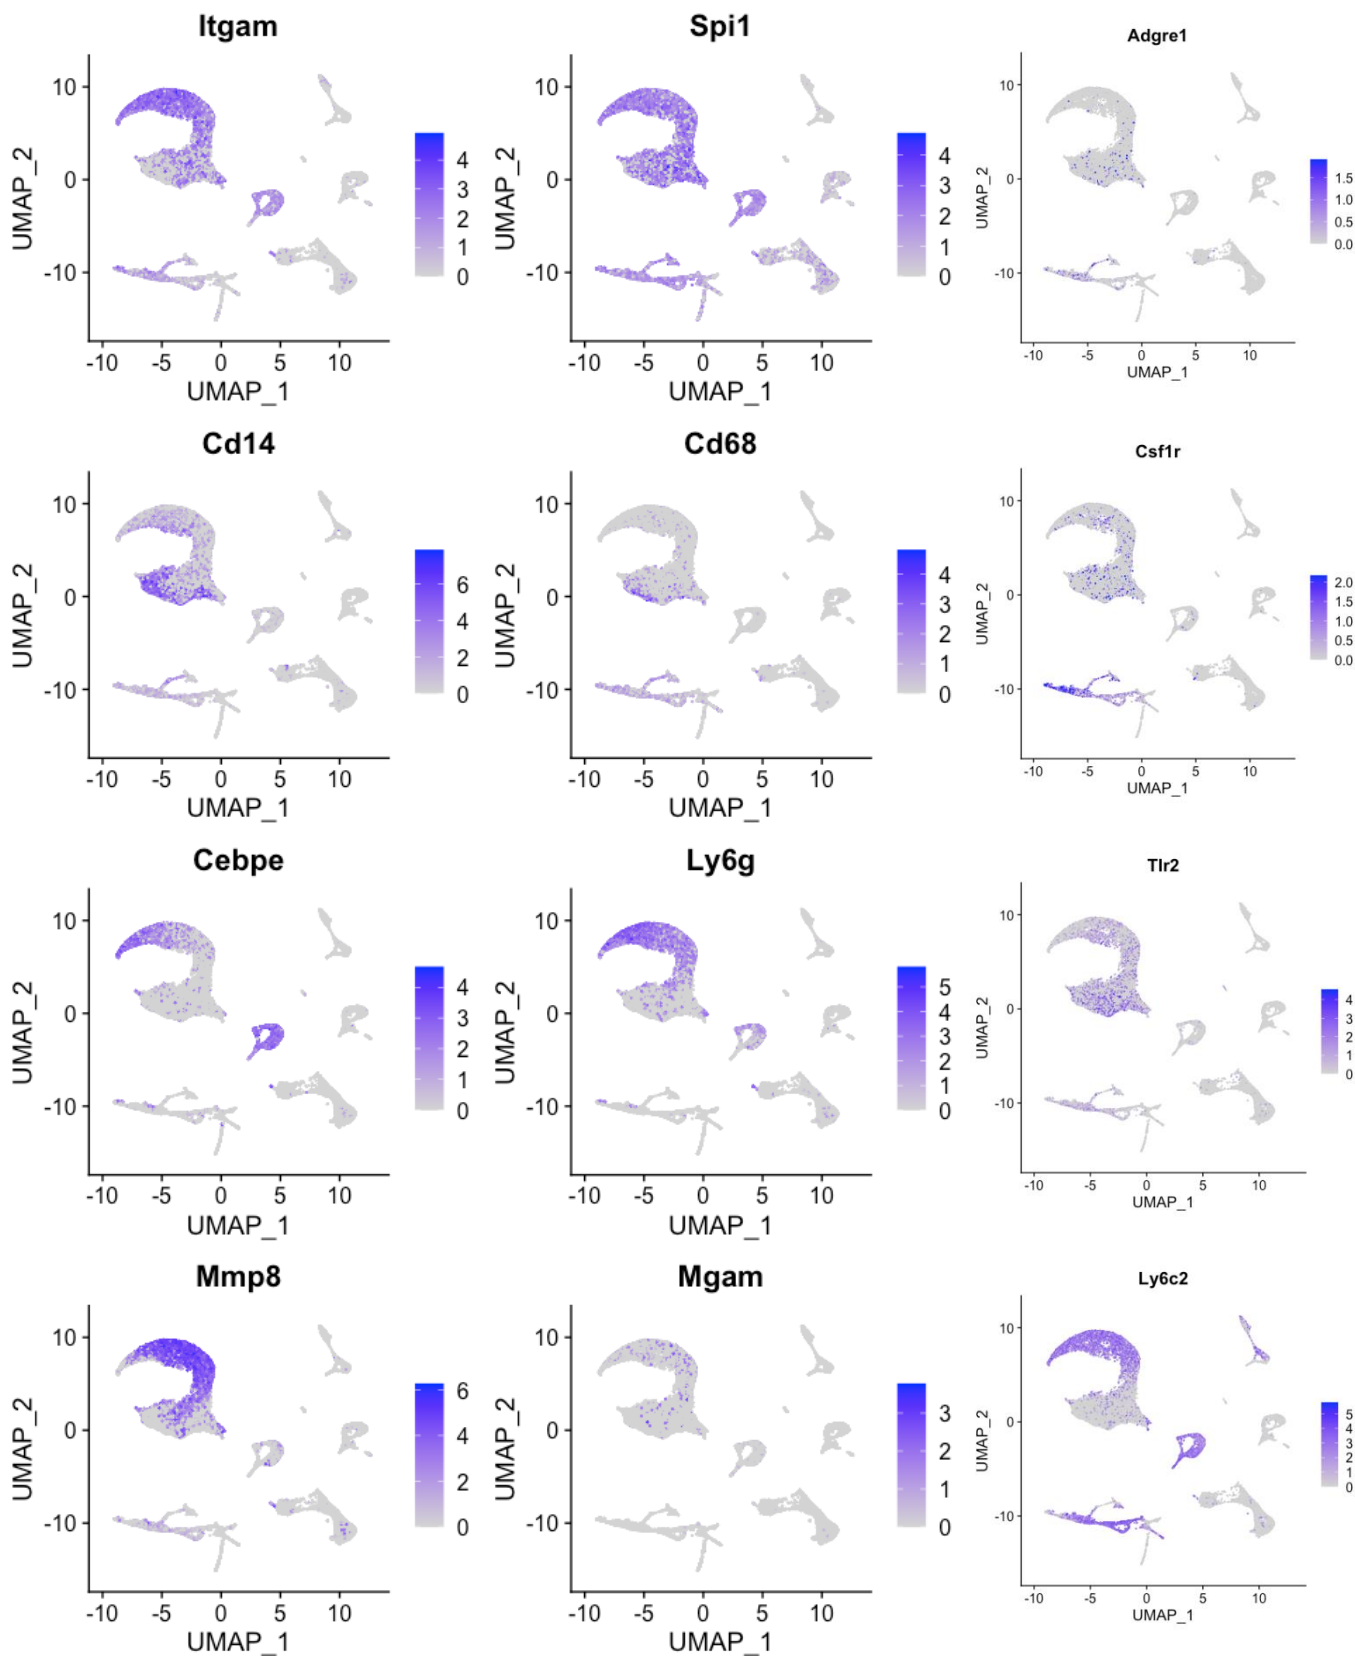

**Supplementary Fig. 2 UMAP plot showing single cell transcriptional profiling of representative marker genes.**

Color scale: natural log-scaled normalized counts.

a

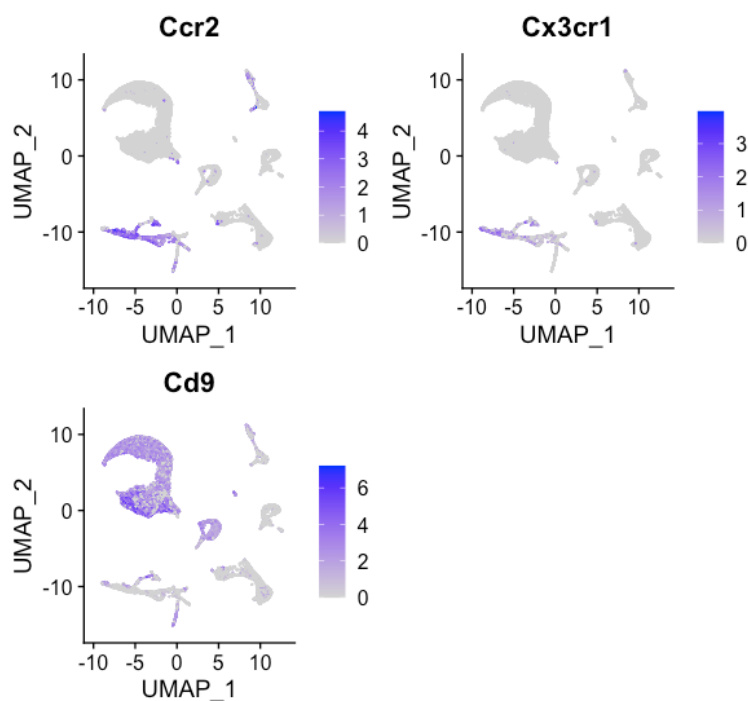

b

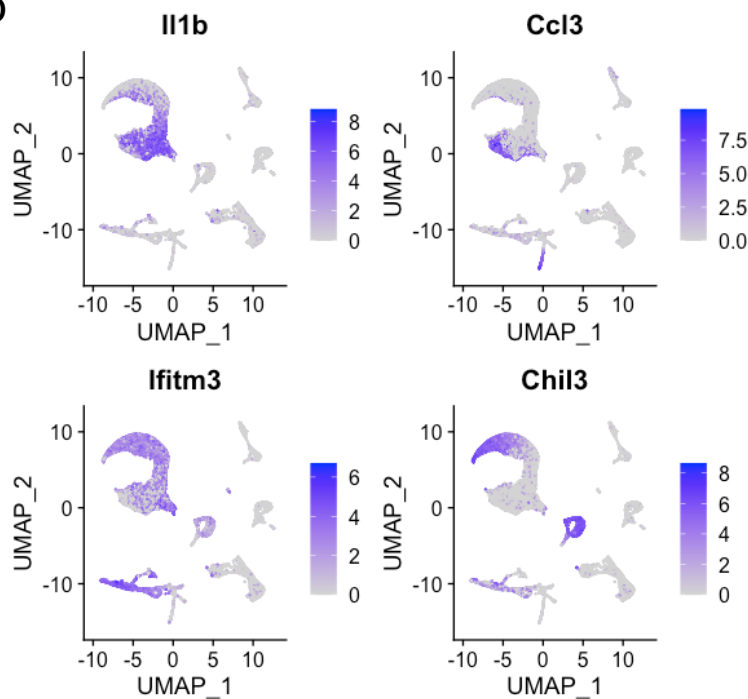

### Supplementary Fig. 3. Feature plots showing gene expressions

a) Feature plots of *Ccr2*, *Cx3cr1* and *Cd9*. b) Feature plots of *Il1b*, *Ccl3*, *Ifitm3* and *Chil3*.

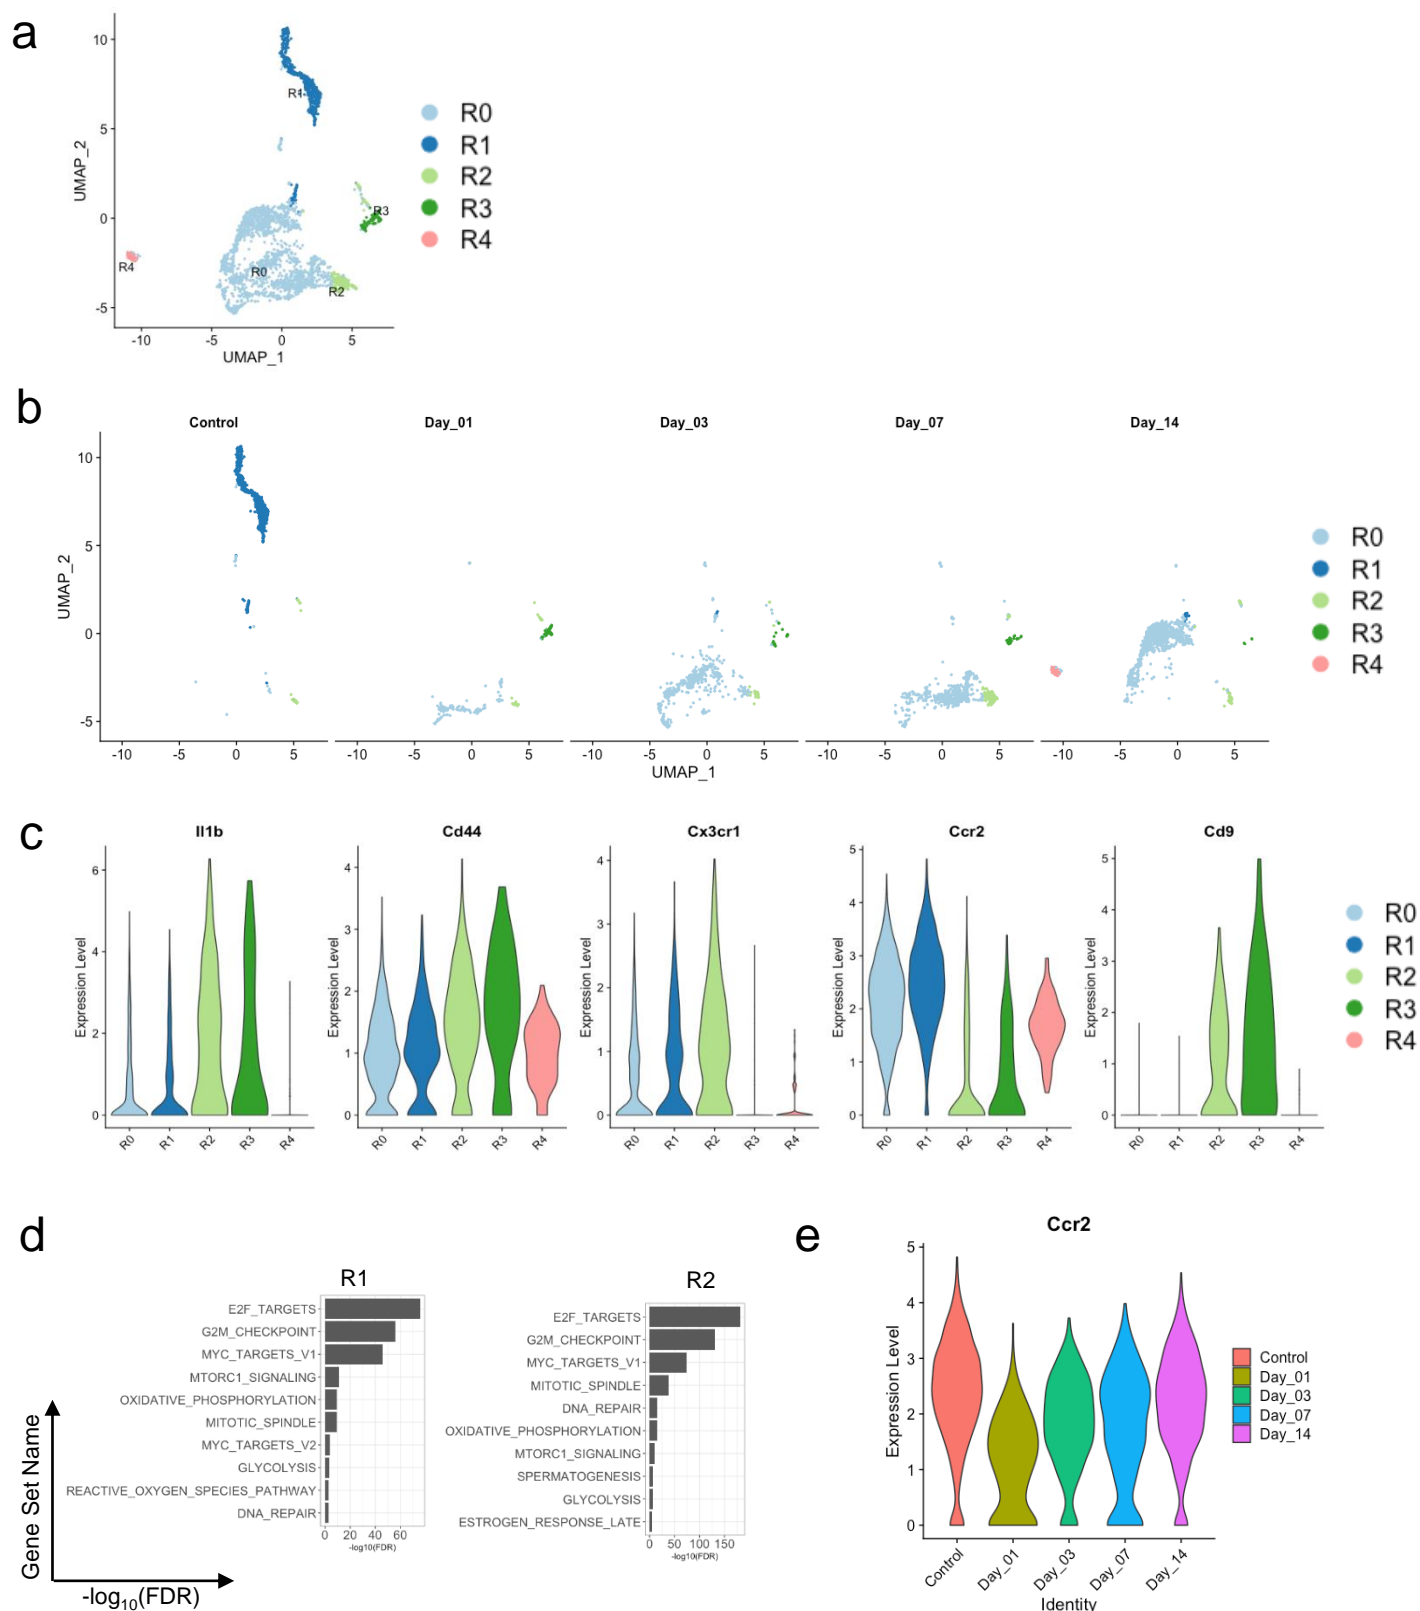

**Supplementary Fig. 4. Cell-cycle and inflammatory signatures of cluster m1 and m3 *Cx3cr1*<sup>+</sup> cells.** a) UMAP of re-analyzed m1 and m3 cells. b) UMAP showing clustering of m1 and m3 cells in naïve bone (control) and in interface tissue at each time point (days 1, 3, 7 and 14 post surgery). c) Violin plots of inflammation-related genes and macrophage subset markers in m1 and m3 cells. d) Pathway analysis using GSEA Hallmark gene set. e) Violin plot of *Ccr2* expression and the indicated time points.

**a**

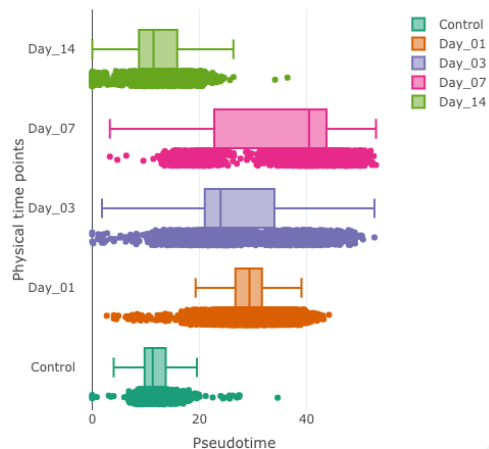

**b**

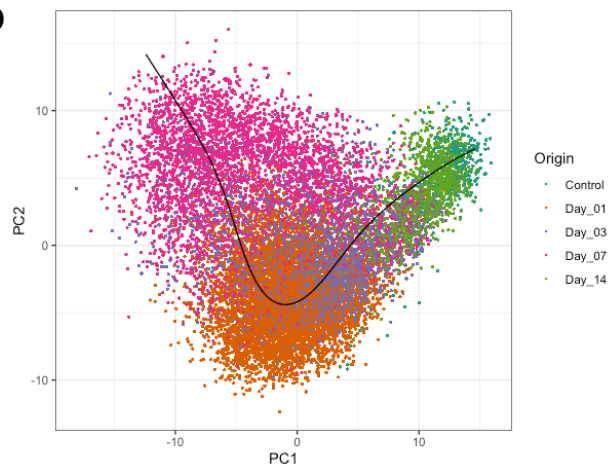

**C**

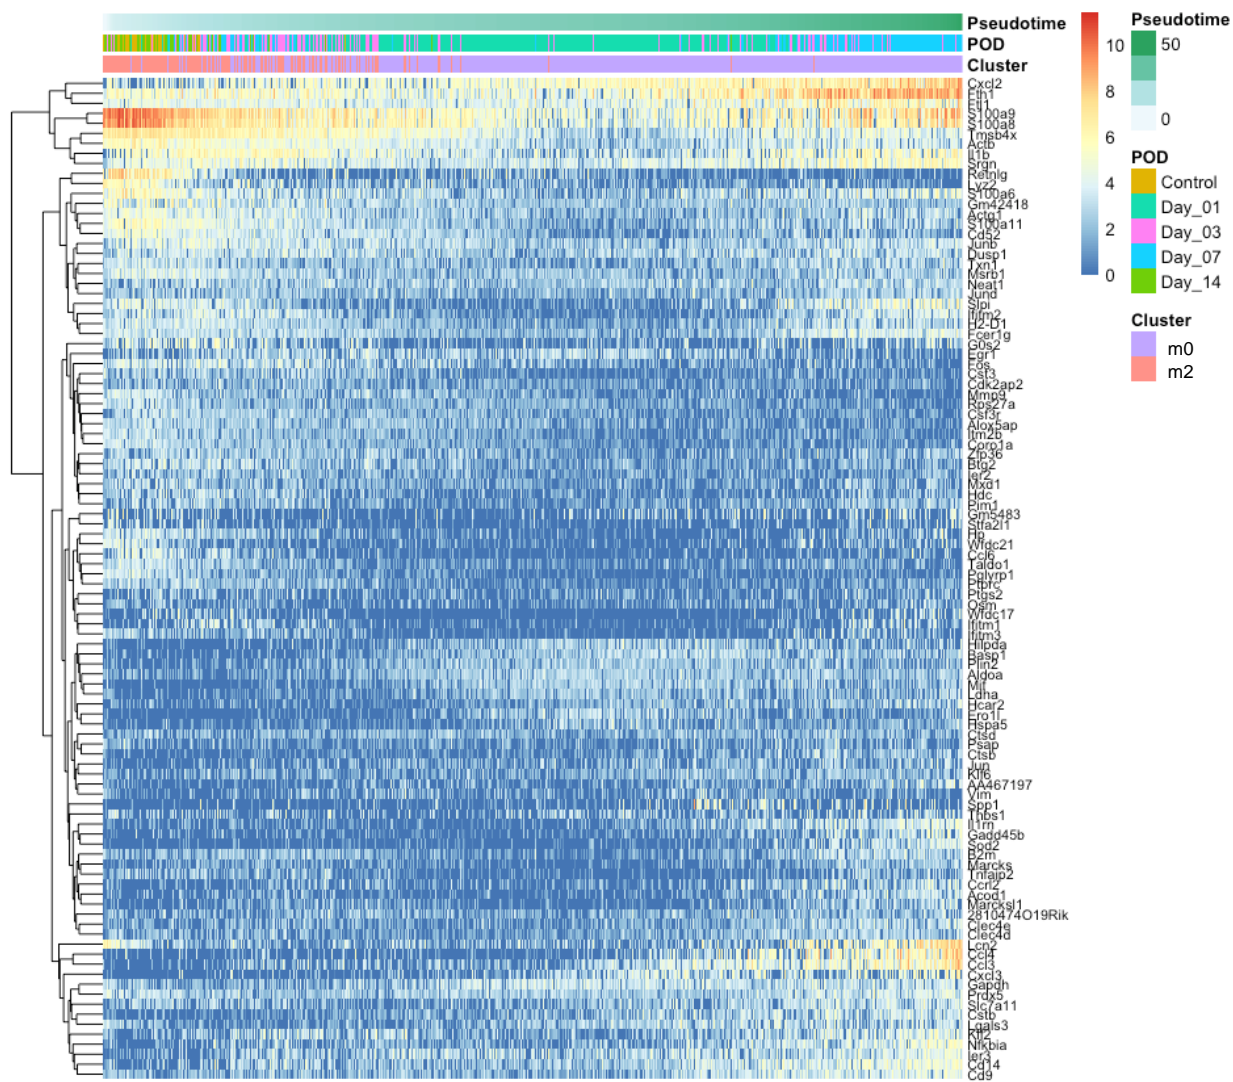

**Supplementary Figure 5. Pseudotime analysis of Cd9+ macrophages.** a) Pseudotime values in each real time point. b) Principle curve of pseudotime values was projected on a PCA plot. Dots are grouped by physical time points. Black line shows pseudotime values starting from upper right end. c) Gene expression dynamics over pseudotime values was depicted in a heat map.

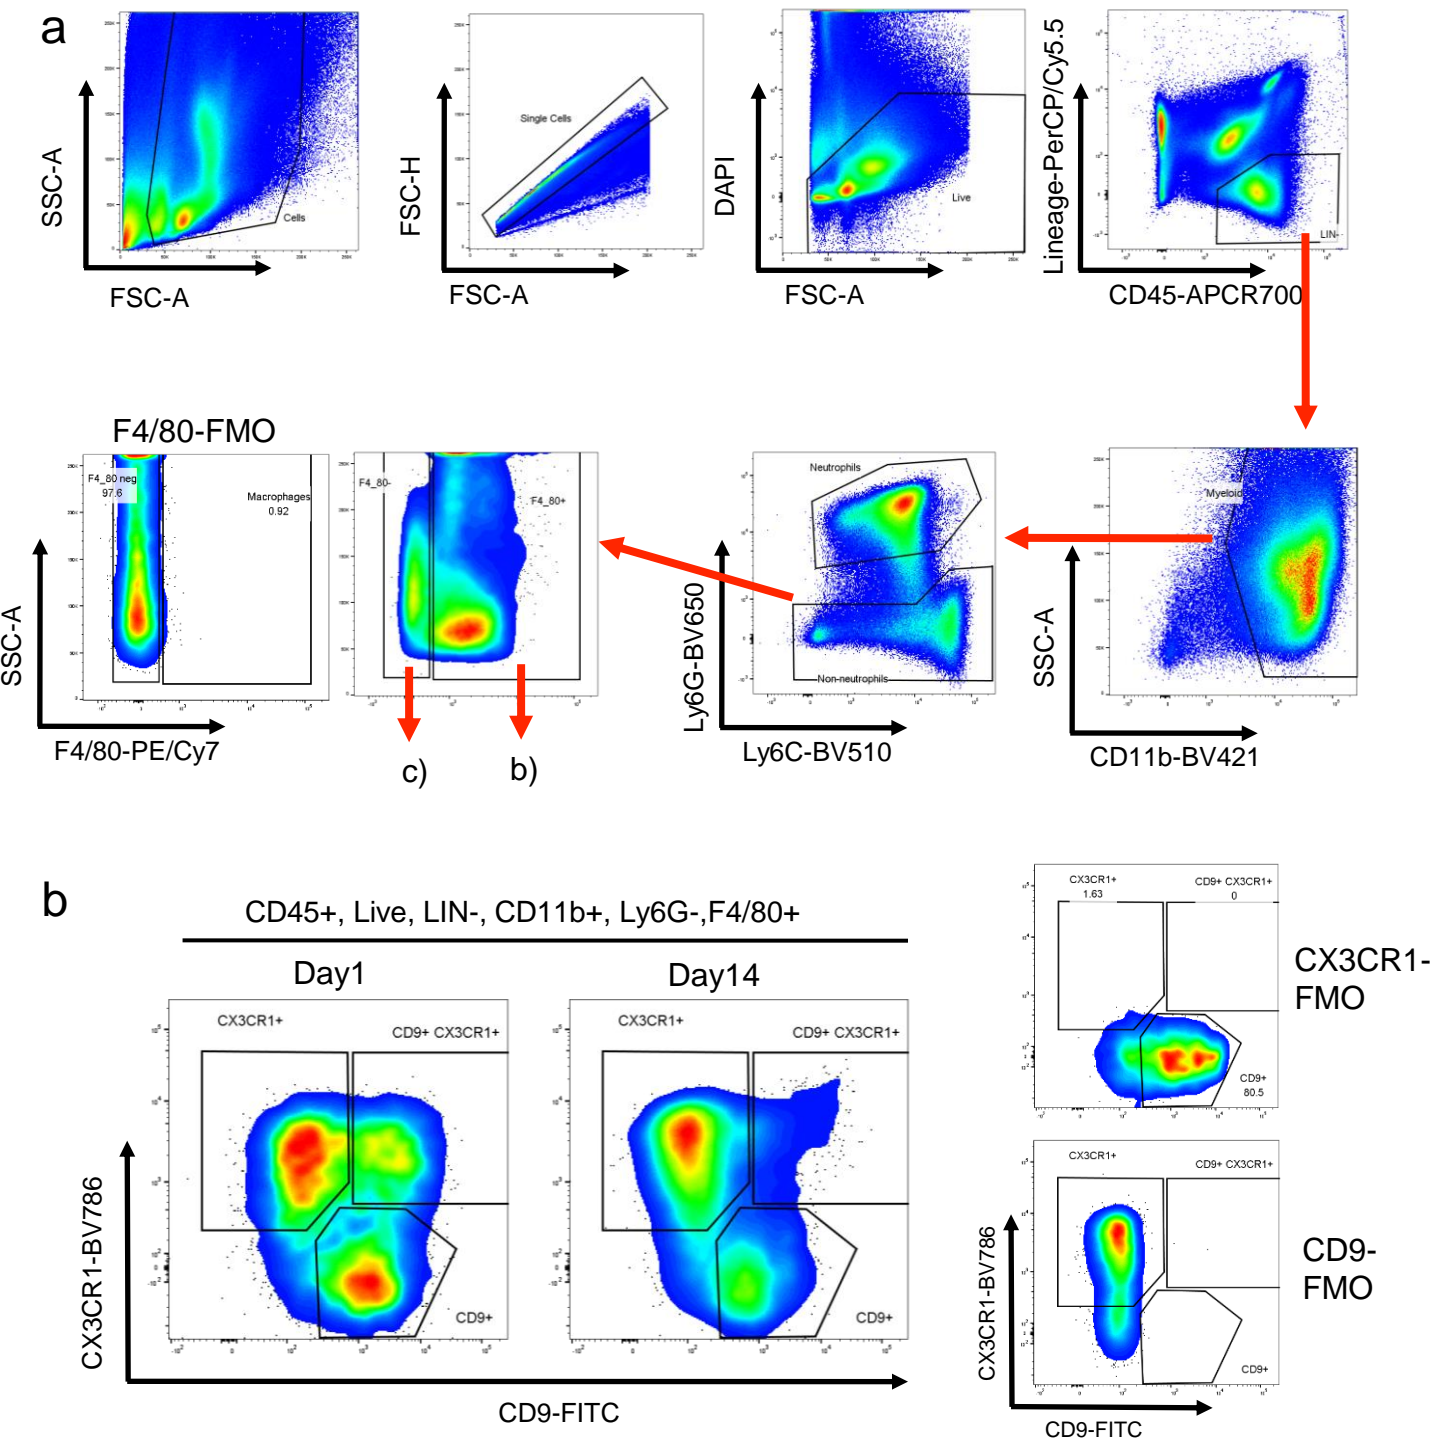

C

CD45+, Live, LIN-, CD11b+, Ly6G-, F4/80-

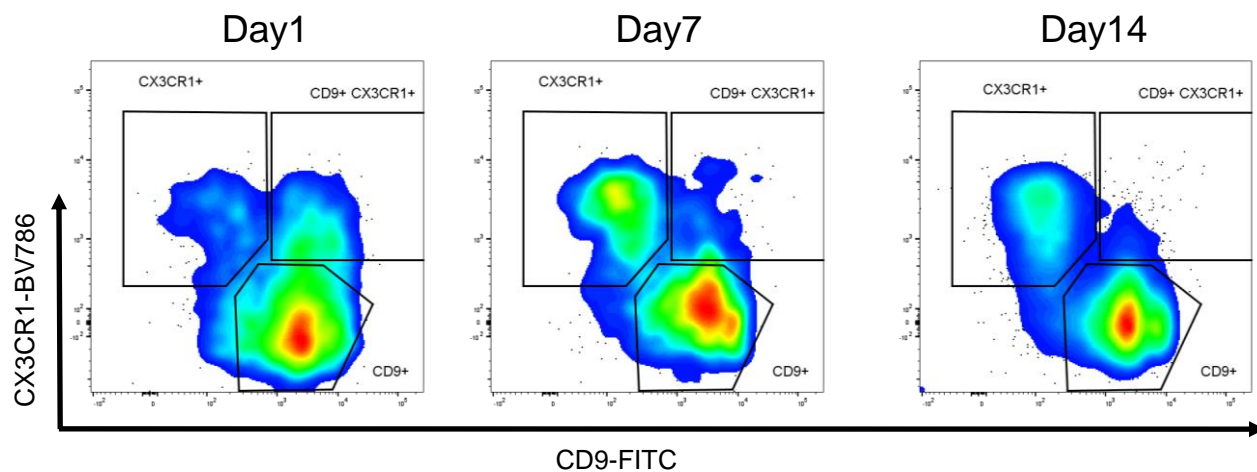

### Supplementary Figure 6. Flow cytometric analysis of interface tissue.

a) Gating strategy. b) CD9 and CX3CR1 expressions in F4/80+ cells. c) CD9 and CX3CR1 expressions in F4/80- cells. Gatings of F4/80, CD9 and CX3CR1 were determined by Fluorescent minus one (FMO) staining. CD34, c-kit, Ter119, NK1.1, CD3e and B220 were used for lineage markers.

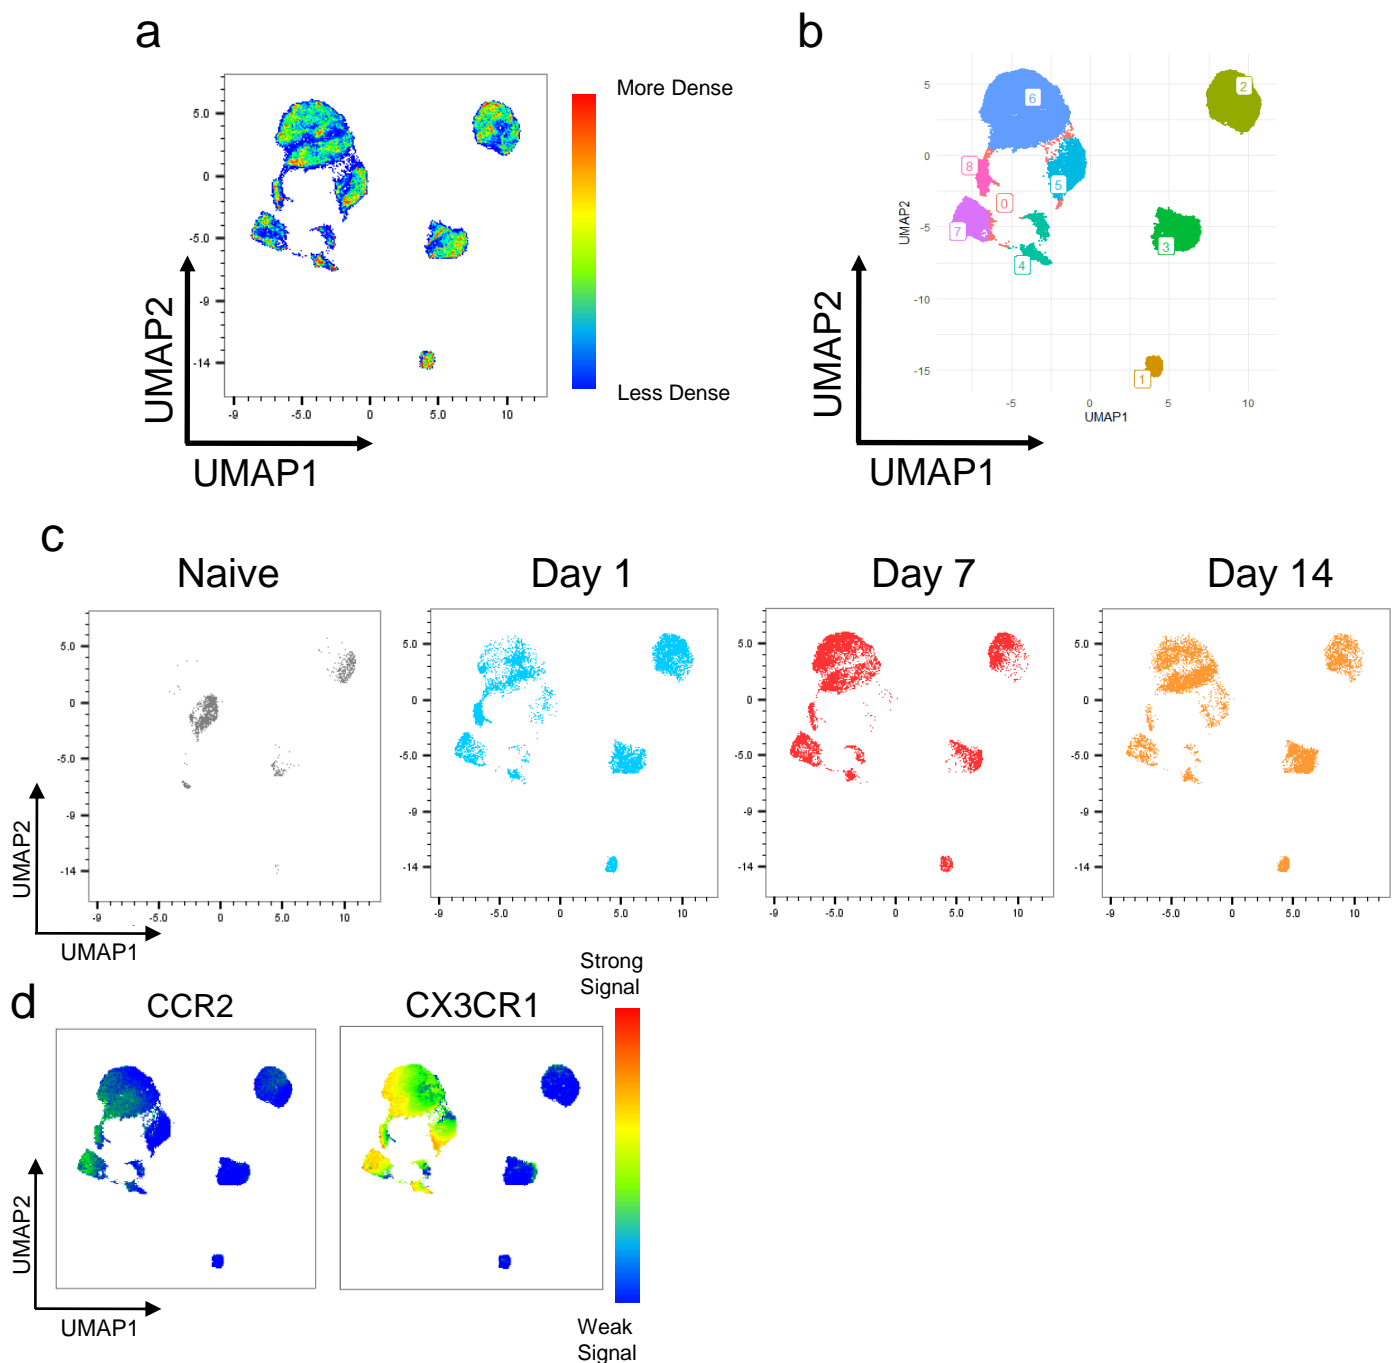

### Supplementary Figure 7. Unbiased computational analysis of flow cytometry.

Combined analysis of POD 1, 7, and 14 interface tissues contralateral bone, and naïve bone cells using antibodies against CD45, CD11b, CD11c, CD14 F4/80, CD64, CCR2, CX3CR1, CD9, CSF1R, Ly6C, Ly6G, MHC class II and lineage markers and monocyte/macrophage lineage cells (CD45+LIN-CD11b+Lyg6-F4/80+) were plotted on UMAP space. a) The expression levels of all markers in live CD45+lineage-CD11b+ cells from naïve bone marrow, contralateral bone marrow, and interface tissue of day1, 7, and 14 were computed, projected, and clustered on UMAP space with pseudo-color cell density. Although both interface tissue cells and contralateral bone marrow cells differentially increased relative to naïve bone marrow cells, most of cell populations were overlapped in a UMAP. b) Clustering of macrophages on UMAP defines eight F4/80+ macrophage clusters. c) UMAP projection of monocyte/macrophage lineage cells from control naïve bone/ bone marrow and from the interface tissue at the indicated time points. d) UMAP projection showing expression of CD9 and CX3CR1 in cell clusters.

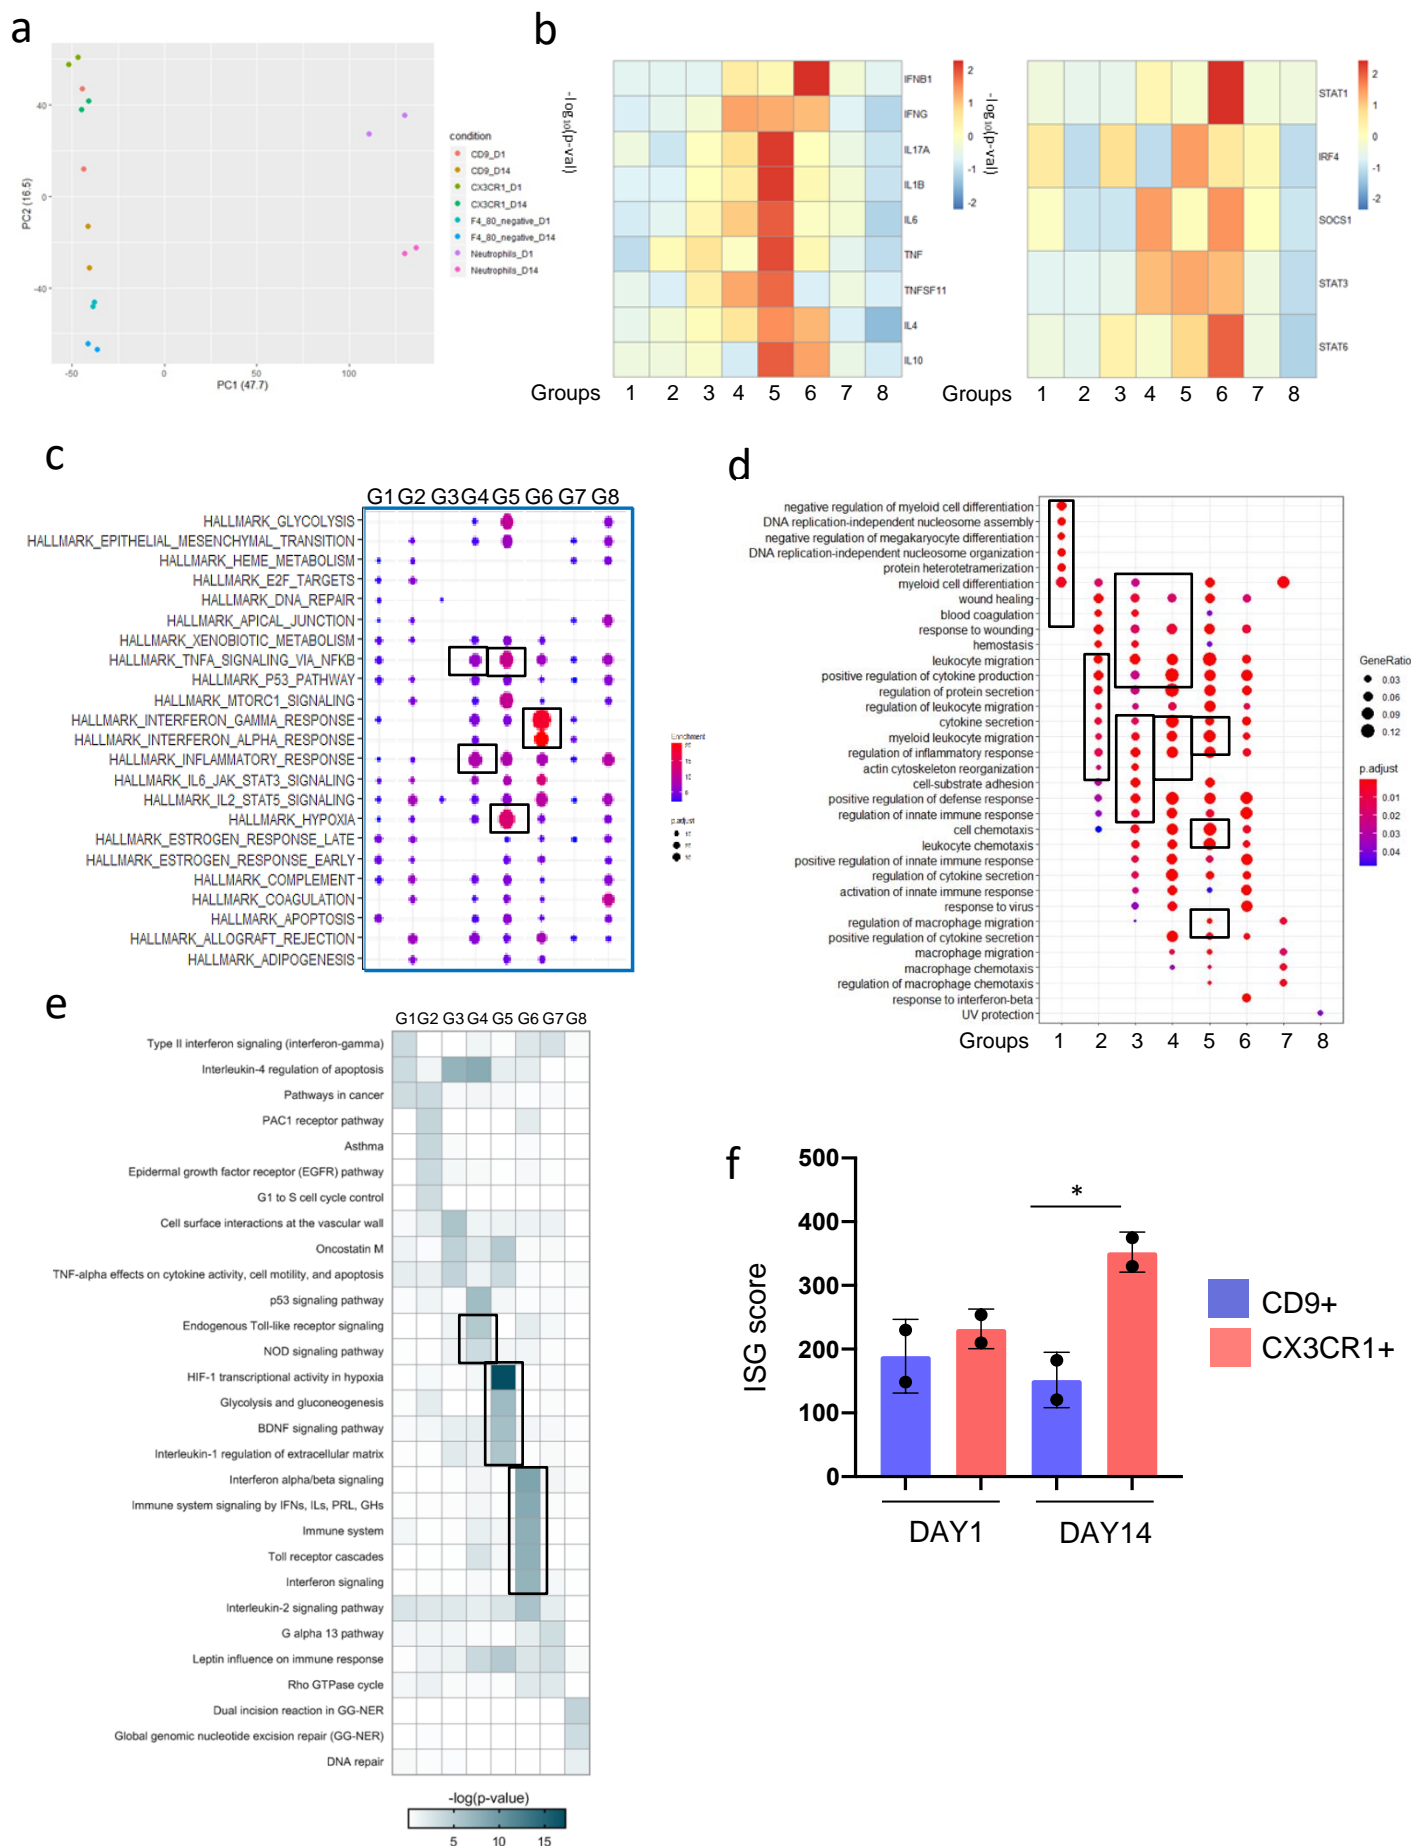

**Supplementary Figure 8. Bulk RNA-seq analysis of myeloid cells in interface tissue.** a) A PCA plot of CD11b+ myeloid cells b) Heat map showing cytokines (left panel) and interferon-stimulated genes (right panel) in the clusters defined in 5C. c) GSEA Hallmark gene set pathway analysis. d) Gene ontology analysis using clusterprofiler. e) ENRICH pathway analysis f) Interferon-stimulated gene score (ISG score) of CD9+ macrophages and CX3CR1+ macrophages at POD 1 and 14. n=2. \*:  $p < 0.05$ , Welch's t-test.

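Panel b draws cytokines by group, and panel f the score of the 10 ISGs. Beyond the macrophages, the score computed here as a mean CPM was 9.22 on day 1 and 10.4 on day 14 in F4/80− myeloid cells and 34.2 and 28.3 in neutrophils. Il1b reached 5265 ± 1275 CPM (SD, n = 2) in neutrophils of day 1, above every macrophage library, and Il6 was most abundant in F4/80− cells, at 58.2 CPM on day 1 and 127 on day 14. Nos2 (chromosome 11 of mm10, 78920787 to 78960254) had the largest fall from day 1 to day 14 among the DEGs of CD9+ macrophages whose libraries do not overlap, from 244 ± 57.5 to 1.13 CPM. On the log2 scale it changed by -7.74 (standard error 0.49, adjusted p = 3.0e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arg1 (chromosome 10, 24915221 to 24927484) fell in CX3CR1+ macrophages from 426 ± 81.1 to 1.04 ± 0.364 CPM, a log2 fold change of -8.67 (standard error 0.31, adjusted p = 2.5e-10 from the same test). Among the DEGs that rose there, Cd55 had the largest log2 fold change of the model, a rank that rests on its 0 counts on day 1 and would not hold by lower bounds. It rose at least 11.2-fold, but its day 14 libraries differed widely and it was no longer called in a fit of the 8 macrophage libraries alone.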

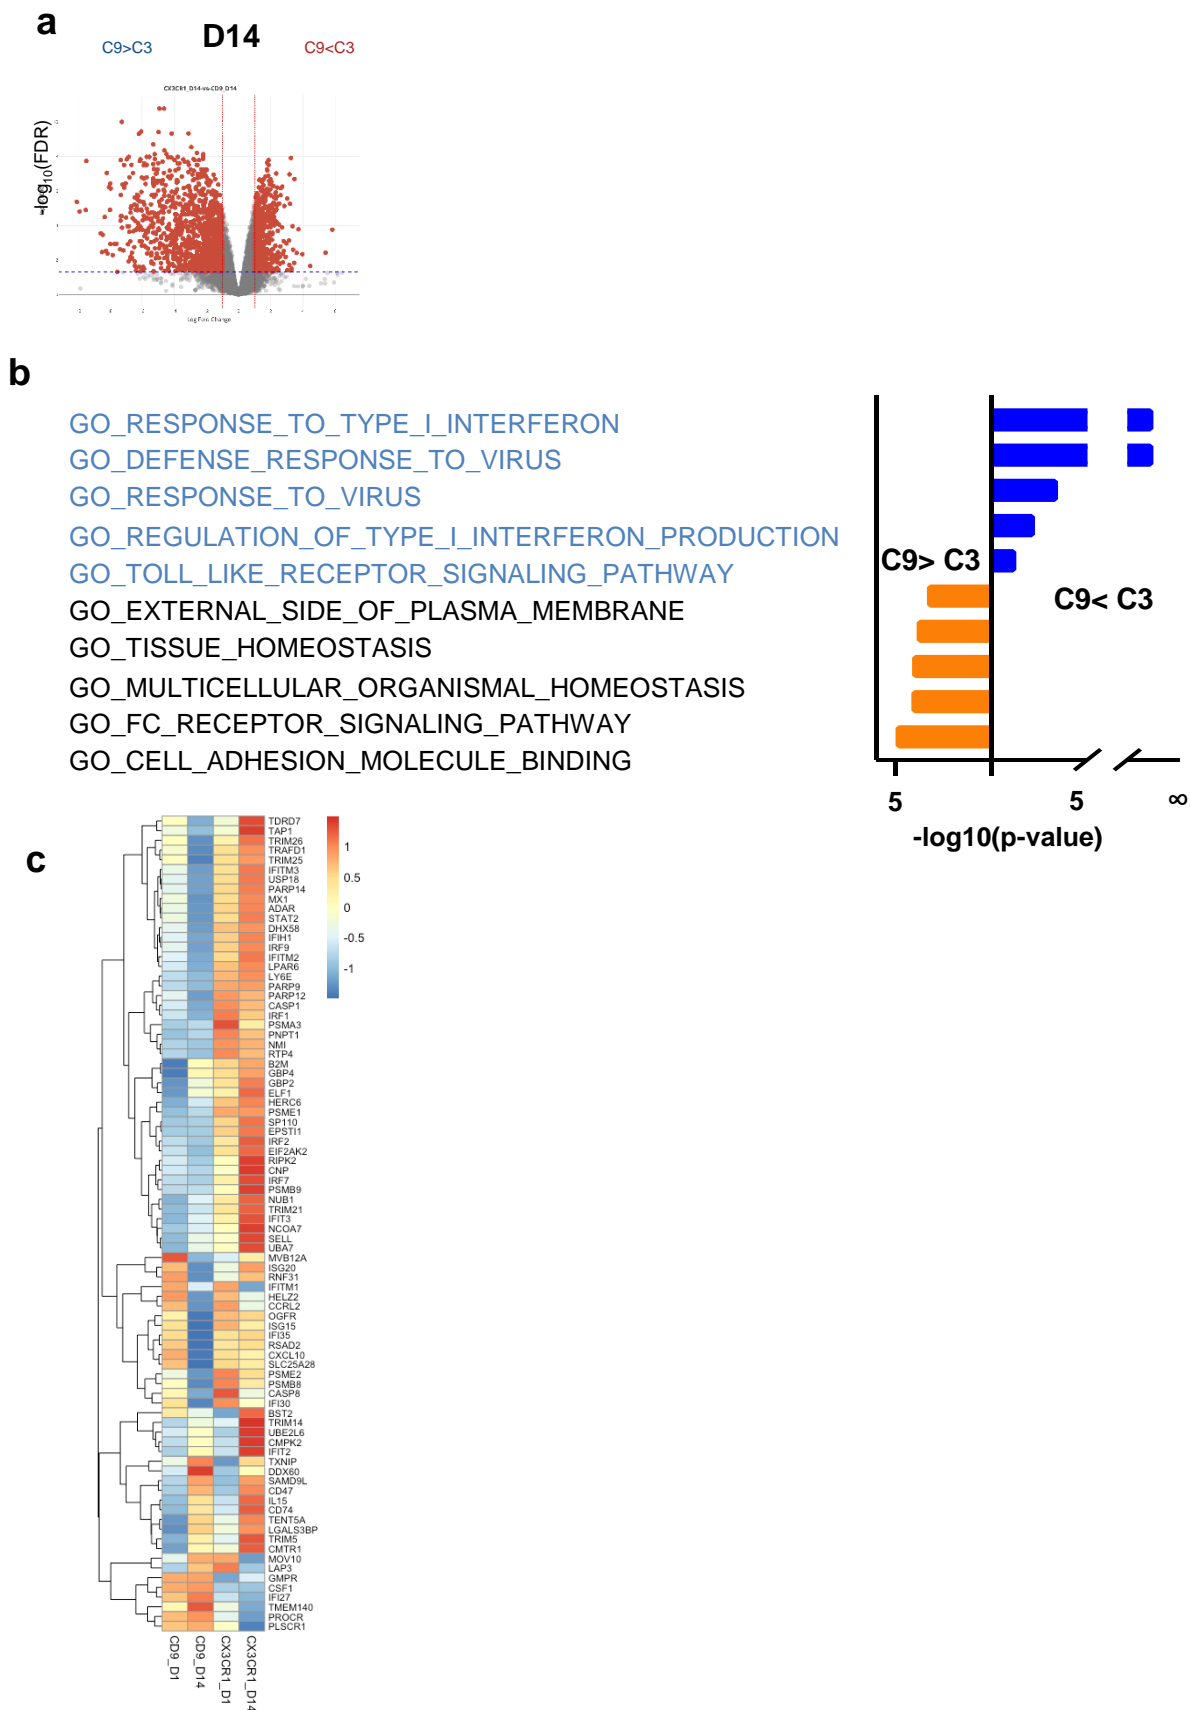

**Supplementary Figure 9. Comparison of each population in interface tissue.**

**a)** Volcano plot of RNA sequencing analysis of differentially expressed genes between CX3XR1+ macrophages (C3) and CD9+ macrophages (C9) on POD 14. **b)** GSEA GO pathway analysis. **c)** Heat map of individual ISG genes from GSEA Hallmark gene set. 

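The volcano plot of panel a compares the 2 CX3CR1+ with the 2 CD9+ libraries of day 14. Genes were ranked by the log2 fold change of the model among the DEGs whose libraries do not overlap. Such ranks favour genes with counts at or near 0 in a group, and the order by lower bounds differs. The gene ranked furthest towards CD9+ macrophages was Cyp11a1 (chromosome 9 of mm10, 58006411 to 58027023), which encodes an enzyme of steroid synthesis. It was at least 34.6-fold higher than in CX3CR1+ macrophages, where it had 0 counts. Its CPM was 5.38 on day 1 and 9.64 on day 14 in CD9+ macrophages and 79.7 and 71.5 in F4/80− cells. The gene ranked furthest towards CX3CR1+ macrophages was Gm48786 (chromosome 10, 51543035 to 51546848), at least 10.8-fold lower in CD9+ macrophages. It is annotated as a processed pseudogene, so its reads could belong to a similar gene. On day 1 the corresponding genes were Il5ra (chromosome 6, 106710357 to 106749037), at least 61.9-fold higher in CD9+ macrophages, and Smo (chromosome 6, 29735503 to 29761365), at least 6.72-fold lower. Il5ra is on the eosinophil list given with the genes of group 3, and Smo was not called in a fit of the 4 compared libraries. Over time in CD9+ macrophages, Ighg3, an immunoglobulin constant region gene with close paralogs (chromosome 12, 113356224 to 113361232), had the largest log2 fold change by the same ranking. It rose at least 225-fold, from 0 counts to 71.3 ± 45.1 CPM (SD, n = 2), and was not called with DESeq2.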

Averaged CPMs were z-score normalized.

# Supplementary material for: Distinct Inflammatory Macrophage Populations Sequentially Infiltrate Bone‐to‐Tendon Interface Tissue After Anterior Cruciate Ligament (ACL) Reconstruction Surgery in Mice
**Source:** JBMR Plus. 2022 May 31;6(7):e10635. doi: 10.1002/jbm4.10635
**Supplement:** Supplementary file 3 — Tables S1–S2. Supporting information

Table S1.

The number of cells used for single-cell RNA sequencing.

|  | Total cell # | Mean reads/cell | Median genes/cell |
| --- | --- | --- | --- |
| Day 1 | 15339 | 22154 | 1189 |
| Day 3 | 9574 | 33826 | 1598 |
| Day 7 | 11724 | 27871 | 1378 |
| Day 14 | 10117 | 29436 | 1752 |

**Table S2.**

A list of antibodies used in flow cytometry.

| **Fluorochrome** | **Antigen** | **Cat#** | **Clone** | **Company** |
| --- | --- | --- | --- | --- |
| FITC | CD9 | 124808 | MZ3 | Biolegend |
| PE | CD14 | 123310 | Sa14-2 | Biolegend |
| PE/Dazzle594 | CSF1R | 135527 | ASF98 | Biolegend |
| PE/Cy7 | F4/80 | 123114 | BM8 | Biolegend |
| APC | CCR2 | 150628 | SA203G11 | Biolegend |
| APC R700 | CD45 | 565478 | 30-F11 | BD |
| BV421 | CD11b | 101235 | M1/70 | Biolegend |
| BV510 | Ly6C | 128033 | HK1.4 | Biolegend |
| BV605 | CD64 | 139323 | X54-5/7.1 | Biolegend |
| BV650 | Ly6G | 127641 | 1A8 | Biolegend |
| BV786 | CX3CR1 | 149029 | SA011F11 | Biolegend |
| BUV395 | MHC classII | 743876 | 2G9 | BD |
| BUV496 | DAPI | D1306 |  | Thermo Scientific |
| BUV737 | CD11c | 749039 | N418 | BD |
| Biotin | CD34 | 128604 | HM34 | Biolegend |
| Biotin | c-kit | 105804 | 2B8 | Biolegend |
| Biotin | Ter119 | 116204 | TER-119 | Biolegend |
| Biotin | NK1.1 | 108704 | PK136 | Biolegend |
| Biotin | CD3e | 100304 | 145-2C11 | Biolegend |
| Biotin | B220 | 103204 | RA3-6B2 | Biolegend |
| Streptavidin-PerCP/Cy5.5 |  | 405214 |  | Biolegend |

How the deposited data were processed for this re-analysis (not part of the article)

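The data are the bulk RNA-seq of 4 myeloid populations, namely CD9+ macrophages, CX3CR1+ macrophages, F4/80− myeloid cells and Ly6G+ neutrophils, sorted on days 1 and 14 after surgery. Each population has 2 libraries on each day, 16 in all. According to the methods, the authors trimmed the paired-end reads of SMART-Seq Stranded libraries with Cutadapt, aligned them to mm10 with STAR, counted the reads in exons of the Gencode M23 annotation and deposited these counts per gene without normalization. The deposited table lists 20200 genes, the smallest total of a gene over all libraries being 17 counts, and the paper's text does not name the filter by which these genes were kept. Each library is a pool of 5 to 7 mice according to the legend of Fig. 5, so the replicates show the spread between pools.

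From the counts, CPM values were computed with TMM factors, and the genes with a group mean CPM of at least 3 in at least 1 of the 8 groups were kept. The paper words its filter as removing genes under this CPM in at least 1 group, and the reading used here left 11998 genes. These were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest) in one model with a mean for each group and no covariate. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Differences between populations in the change over time were tested as an interaction term of the same model. Gene lists were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and adjustment over the 14 lists with at least 5 tested genes. The members of each heat map group were tested against the other tested genes with a one-sided Fisher's exact test. The gene table of Appendix S1 gives a cluster label for each gene. These labels were matched to the 8 groups by their mean pattern over the 4 groups of macrophages. PCA used log2 CPM with a prior count of 2, centred and scaled, and clustering used Euclidean distances with Ward's method on the same matrix.

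The design of each test, the alternatives listed with it, the 20 gene lists and the rule for the genes named in the text were written before the data were examined. The rule covers every gene the paper names for macrophages, neutrophils, inflammation or ISGs. It adds, for each of the 4 comparisons among CD9+ and CX3CR1+ macrophages, the DEGs with the largest and the smallest log2 fold changes among those whose groups do not overlap, and genes of the lists where a list is discussed. Libraries of one day that share a replicate number were taken to come from the same pool of mice. This pairing is an inference from the numbers in the sample labels and from the paper's account of sorting several populations from the tissue of a day, and across days the mice differ.

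The alternatives were the DESeq2 test (version 1.42.0), a filter in every group, edgeR's filterByExpr, no filter, scaling by library size only or by the upper quartile, and fits of the 8 macrophage libraries or of the 4 compared libraries alone. They also included the replicate number as a block, over all libraries or within each day, thresholds without a fold change, glmTreat against a fold change of 1.5, and leaving out each library in turn. Leaving out a library leaves 1 library in a group, so those fits give values without a test. Thinning all libraries to the smallest total, offsets for the GC content and the length of genes, a fit without the 50 genes with the highest CPM, Reactome lists and a sum of CPM as ISG score were chosen after seeing the data. The Reactome counterparts were Toll-like receptor cascades for the inflammatory list, cellular response to hypoxia for hypoxia and PDGF signalling for wound healing. For glycolysis, chemotaxis and ISGs they were glycolysis, chemokine receptors and their chemokines, and interferon alpha and beta signalling. These are different sets of genes, so they do not retest the lists themselves. GC content and length were known for 11994 of the 11998 tested genes, from the Gencode annotation of the same genome build.

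The steps were tested on simulated counts, with a mean for each gene and the library sizes taken from the data. In these counts 200 genes were changed by known amounts. Of the 11066 simulated genes that passed the filter, 191 were changed, and edgeR called 161 of them (84.3%), all with the right sign, and 4 unchanged genes. DESeq2 called 172 of the 191 and 15 unchanged genes. In a simulated comparison without changes edgeR called 0 genes, and camera called 0 of 50 random lists. Genes of a random list need not vary together, so this does not test camera on lists of correlated genes. The simulation was not set up to copy differences in composition between the populations or the unequal spread of the groups. It therefore does not show how the tests behave under these.

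Total counts per library lay between 10587857 and 19814119 on day 1 and between 9233952 and 12721779 on day 14. A gene with 3 counts or fewer was treated as being at the limit of what these depths show. Such limits cover counting error only, since reads amplified without molecular identifiers are not independent molecules. The single-cell data of the paper were not analysed here, and the pathway databases it used were not used here. The members of the ISG set found in group 6 are not all reported here.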

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

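The tests described in this part were chosen only after the results they concern were seen, apart from scaling of the numbers of genes by library size only or by the upper quartile and the tests of the eosinophil list between CD9+ and CX3CR1+ macrophages.

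The change from day 1 to day 14 differed between CX3CR1+ and CD9+ macrophages for 273 of the 11998 tested genes, which is a difference between the populations under the same contrast. The call was made on the interaction term of edgeR's quasi-likelihood test at an adjusted p under 0.05 and an absolute log2 difference of at least 1. The change was more positive in CX3CR1+ macrophages for 112 of the genes and more negative for 161. Scaling by library size only shifted the median of all genes by -0.22 and gave 54 and 260 of 314 genes, and the upper quartile method gave 82 and 183 of 265. Several technical explanations were tested by counting how many of the 273 genes passed under a correction. After thinning to the depth of the smallest library 251 passed, with scaling by library size only 215, with an offset for GC content 263 and with an offset for gene length 258. Of the 264 genes left when the 50 genes with the highest CPM were removed, 254 passed. None of these corrections removed the difference, although the balance between the directions depends on the scaling. A change in the mix of cells in the CD9+ sort could also give such a difference. Of the 273 genes, 118 were DEGs of CX3CR1+ macrophages over time, but this does not show in which population the difference between the changes arises. The difference therefore cannot be told apart from a change in the sorted CD9+ cells. That time after surgery acts differently on the populations therefore remains a hypothesis.

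The paper shows the separation of day 1 and day 14 samples of all sorted populations by PCA (Fig. 5A, Fig. S8A), and its 4 comparisons of DEGs are among the macrophages. DEGs over time were counted here for the other populations too. Between day 14 and day 1, 390 genes were DEGs in F4/80− myeloid cells and 1689 in neutrophils. In F4/80− cells, 351 of the 390 also passed after thinning, 375 with scaling by library size only, 364 with the offset for GC content, 376 with that for gene length, and 378 of 378 without the 50 genes with the highest CPM. In neutrophils, 1529 of the 1689 passed after thinning, 1634 with scaling by library size only, 1595 with the offset for GC content, 1585 with that for gene length, and 1637 of 1673 without the 50 highest genes. These corrections thus left most of the genes in place. The cells were harvested on day 1 or day 14, so a shift common to all libraries of a day could be another source. The number of genes that changed in the same direction in all 4 populations was 103, of which 11 rose and 92 fell. This number cannot exceed the 390 DEGs of F4/80− cells, and an effect of time shared by the populations would give such genes too, so it does not separate the sources. At most 390 of the 1689 DEGs of neutrophils can also be DEGs of F4/80− cells. The F4/80− replicates were the more alike, with an SD of the log2 difference of 0.48 and 0.38 against 0.62 and 0.54 in neutrophils. These values argue against a shift of the same genes in every population as the source of most changes in neutrophils. In F4/80− cells the changes cannot be told apart from a common shift by this test. An effect of the time after surgery on either population remains a hypothesis.

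A list of 10 eosinophil genes (Epx, Prg2, Prg3, Siglecf, Ccr3, Ear1, Ear2, Ear6, Il5ra and Alox15), which the paper does not discuss for these libraries, gave a signal in CD9+ macrophages above that in the other populations. The summed CPM of the list was 9953 ± 3291 (SD, n = 2) in CD9+ macrophages on day 14 and 786 ± 27.0 on day 1. It was 58.4 and 113 in CX3CR1+ macrophages, 74.6 and 159 in F4/80− cells, and 70.6 and 96.1 in neutrophils on days 1 and 14. Between CD9+ and CX3CR1+ macrophages, all 10 genes were higher on both days, by a mean log2 fold change of 4.62 on day 1 (limma camera, adjusted p = 6.8e-25) and 6.47 on day 14 (adjusted p = 4.2e-26). A block on the replicate number over all libraries gave means of 4.65 (adjusted p = 1.1e-24) and 6.44 (adjusted p = 1.8e-25). Same-numbered libraries of a day correlated at 0.0293 and 0.122, but this block also pairs different mice between days. Over the alternatives the adjusted p ran from 5.1e-34 to 0.0013 on day 1 and from 4.0e-34 to 0.0022 on day 14.

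RNA spread over all libraries of a day would raise the list in every population, but on day 14 the sum was 88.1 times as high in CD9+ as in CX3CR1+ macrophages. Reads shared between the Ear paralogs do not account for the rise over time, which was 12.7-fold for the list and 12.5-fold without the Ear genes. With scaling by library size only it was 14.4-fold. Eosinophils among the sorted CD9+ cells are a candidate source. A different share of them in the day 14 libraries should move the genes by a common amount. The log2 ratios between these 2 libraries had an SD of 0.28, at the percentile 62.2 of 10000 lists matched for expression. A common amount leaves this SD unchanged, so the SD does not count for or against a different share. The median of these ratios, 0.68, lay at the percentile 100 of such lists, which a different share could give. Expression of these genes by the macrophages themselves was not separated from such cells by this test, and both explanations remain open. The antibodies the paper lists include none against Siglec-F, the protein of Siglecf. The sort as described therefore did not exclude cells by this marker.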

How the results depend on the processing

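The alternatives of thinning, GC content and gene length offsets, removal of the 50 genes with the highest CPM, Reactome lists and the sum of CPM were chosen only after the results were seen.

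The numbers of DEGs, of genes with an interaction and of the union of the 4 macrophage comparisons stayed within 1.5 times their reported values under edgeR's filterByExpr, no filter, scaling by library size only or by the upper quartile, the replicate block over all libraries, thinning, the offsets for GC content and gene length, and removal of the 50 highest genes. The block within each day was run for the 4 comparisons between populations within a day, whose counts also stayed within this range. Thinning to the smallest library gave 1012 DEGs in CD9+ and 698 in CX3CR1+ macrophages over time, and 947 on day 1 and 1744 on day 14 between them, so the greater depth of day 1 accounts for little of these counts. Depth does limit the genes at 3 counts or fewer in a group, whose fold changes are lower bounds.

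Requiring a group mean CPM of 3 in every group left 7687 genes to test and lowered each count. It gave 336 DEGs over time in CD9+ macrophages, 267 in CX3CR1+ macrophages, 158 in F4/80− cells and 733 in neutrophils. Between CD9+ and CX3CR1+ macrophages it gave 317 on day 1 and 695 on day 14, between CD9+ macrophages and neutrophils 3004 and 2910, for the interaction 129 and for the union 1051. Fits of only the 4 compared libraries gave 330 DEGs in CD9+ macrophages over time and 351 between the macrophages on day 1, but 651 in F4/80− cells. Without a fold change threshold there were 2124 DEGs over time in CD9+ macrophages, 1513 in CX3CR1+ macrophages, 732 in F4/80− cells and 3318 in neutrophils, 1882 and 3160 between the macrophages on days 1 and 14, and 4953 in the union. The glmTreat test gave 533, 389 and 157 over time in CD9+, CX3CR1+ and F4/80− cells, 653 between the macrophages on day 1 and 103 for the interaction. The interaction also moved with DESeq2, to 439, and in a fit of the 8 macrophage libraries, to 155. The cause was not tested for any of these moves.

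The replicate number as a block over all libraries pairs libraries of different mice between days. The deviations of such libraries correlated at 0.0984 in CD9+ macrophages, 0.0243 in CX3CR1+ macrophages, -0.0318 in F4/80− cells and 0.0148 in neutrophils. With this block there were 999 DEGs over time in CD9+ macrophages (957 shared with the fit without it), 725 in CX3CR1+ macrophages (689 shared), 421 in F4/80− cells (386 shared), 1696 in neutrophils (1656 shared), 310 genes with an interaction (270 shared) and 2631 in the union (2555 shared). Within a day it gave 997 and 1704 between the macrophages, and 5924 and 5941 between CD9+ macrophages and neutrophils. Over time, the mean of the inflammatory list was -1.08 in CD9+ and -0.72 in CX3CR1+ macrophages with the block. In CD9+ macrophages that of glycolysis was -0.92, of hypoxia -1.42 and of wound healing 0.56, and the Hallmark ISGs had 0.17 in CX3CR1+ macrophages. The chemotaxis list passed with the block, at means of 0.62 on day 1 and 0.89 on day 14.

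With each library left out in turn no test was made, so only the reported DEGs that kept their direction and a log2 fold change of at least 1 were counted, a number that cannot exceed the reported one. Over time these were 805 to 939 of 988 in CD9+ macrophages, 655 to 664 of 703 in CX3CR1+ macrophages, 353 to 375 of 390 in F4/80− cells and 1486 to 1620 of 1689 in neutrophils. Between the macrophages they were 854 to 941 of 988 on day 1 and 1580 to 1656 of 1704 on day 14, and between CD9+ macrophages and neutrophils 5479 to 5706 of 5945 and 5686 to 5794 of 5940. For the interaction they were 229 to 265 of 273 and for the union 2477 to 2567 of 2613. PC1 and PC2 of all libraries held 45.6% to 50.0% and 15.3% to 18.1%, and without neutrophils 33.9% to 38.3% and 17.3% to 20.6%. The adjusted Rand index of the clustering ran from 0.516 to 1. Among the list means, the inflammatory list over time ran from -1.28 to -0.74 in CD9+ and from -0.85 to -0.62 in CX3CR1+ macrophages. Glycolysis ran from 0.57 to 1.21 on day 1 and from -1.21 to -0.57 over time, hypoxia from 0.94 to 1.42 and from -1.64 to -1.15. Wound healing ran from 0.38 to 0.69 over time and from 1.70 to 2.46 on day 14, and chemotaxis from 0.41 to 0.67 on day 1 and 0.75 to 0.93 on day 14. The Hallmark ISGs ran from 0.10 to 0.26 over time in CX3CR1+ macrophages and from -0.62 to -0.40 on day 14. The eosinophil list ran from 4.38 to 5.14 and from 6.14 to 6.73. The difference in the ISG score ran from 9.68 to 14.4 over time and from 16.9 to 22.9 between the populations.

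PC1 of all libraries held 52.4% on centred values, 45.5% on CPM without a log and 52.6% with the 500 most variable genes, and PC2 held 18.8% on centred values, 20.6% with the 500 genes and 17.6% with the filter in every group. Without neutrophils PC1 held 47.0%, 54.2% and 36.9% on centred values, with the 500 genes and with the filter, and PC2 held 25.5% with the 500 genes, 20.5% with the filter and 21.0% with scaling by library size only. The adjusted Rand index was 0.444 on log2(CPM + 1) and on CPM without a log, 0.475 with the filter in every group and 0.706 with scaling by library size only. In all but the last of these settings neutrophils were split, which left fewer of the 4 branches than populations for the other cells. No other cause was tested.

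The camera test with an inter-gene correlation estimated from the data cannot change a list's mean, but it lost the call of the inflammatory list over time in CD9+ (-1.09) and CX3CR1+ macrophages (-0.72), of glycolysis on day 1 (0.93) and over time (-0.94), and of the Hallmark ISGs over time in CX3CR1+ macrophages (0.17) and on day 14 (-0.48). Here the allowance for correlated genes is the only change between the fits. The Reactome counterparts are different sets of genes and do not retest the lists. Toll-like receptor cascades had a mean of -0.044 over time in CX3CR1+ macrophages. PDGF signalling had 0.38 on day 14 and interferon signalling 0.14 over time in CX3CR1+ macrophages, all without a call. The hypoxia counterpart had a mean of 0.084 on day 1, with its camera statistic reversed, and the chemotaxis counterpart passed on day 14 at 1.38. With the filter in every group, the wound healing list had a mean of -0.57 over time in CD9+ macrophages and passed, below the other genes, and the chemotaxis list on day 14 had 0.16 with its camera statistic reversed. The fry test, which does not compare a list with other genes, called chemotaxis on day 1 (0.62) and day 14 (0.89) and did not call the Hallmark ISGs over time in CX3CR1+ macrophages (0.17). A fit of the 8 macrophage libraries called chemotaxis on day 1 (0.62). The cause was not tested beyond what each setting changes.

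Against the DEGs as background in place of all tested genes, the 6 inflammatory genes of group 5, the 4 wound healing genes of group 1 and the 7 of group 2 were no longer more than chance gives. The 4 chemotaxis genes of the cluster taken for group 3 and the 4 inflammatory genes of group 6 were fewer than expected. The cause was not tested. In a k-means clustering of the DEGs, each cluster was given to the group with which it shared most genes. A cluster of 655 genes held 220 of the 234 genes of group 1 and 260 genes of group 2, so group 1 has no value of its own there, and the value of group 2, 11 wound healing genes, covers genes of both groups.

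The ISG score kept its direction over time in CX3CR1+ macrophages and between the populations on day 14 under every definition and scaling tried. Over time the difference was 0.41 as a mean log2(CPM + 1), 7.65 as a median CPM, 7.31 as a sum of z scores and 12.6 with scaling by library size only. Of 1014 fits with a test for 74 results on single genes, 992 kept direction and call, 20 kept the direction without the call, 2 gained a call and 0 reversed. Of 304 values with a library left out, 8 moved by more than the spread between replicates and 0 reversed.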

Differences from the paper's values

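The sum of CPM and the Reactome lists named in this part were chosen after seeing the values.

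The ISG score, computed here as the mean CPM of 10 genes, differed from the values drawn in Fig. S8F in all 4 groups of macrophages. In CD9+ macrophages it was 18.9 on day 1 and 15.1 on day 14, where the paper's values are about 190 and about 150 in Fig. S8F, read by eye. In CX3CR1+ macrophages it was 22.9 on day 1 and 35.0 on day 14, where the paper's values are about 230 and about 350 in Fig. S8F, read by eye. Among the alternatives set before the data were examined, the mean log2(CPM + 1), the median CPM, scaling by library size only, the genes of Fig. S9C and the sum of z scores, none closed the gap in any group. With the sum of CPM over the 10 genes, an alternative chosen after seeing the values, the score was 189 and 151 in CD9+ and 229 and 350 in CX3CR1+ macrophages, within the paper's values.

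The paper states that the samples of day 1 and day 14 separate on PC2 when all populations are included (Fig. S8A). Over all 16 libraries the days overlapped on PC2 (exact permutation test, two-sided, p = 0.111). This test ignored the populations, which also differ on PC2, so it does not test a separation within them. Within each population both day 1 libraries lay above both day 14 libraries, so the days did separate there. PCA settings other than the one reported were not tested for this separation.

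The paper describes group 3 as made up of inflammatory, chemotaxis-related and immune modulatory genes that keep their expression. Which genes form this group could not be read from Appendix S1, and the cluster taken for it shared 237 of its 238 genes in that appendix with group 2, so the description of group 3 was not tested here. Between CD9+ and CX3CR1+ macrophages, the chemotaxis list passed on both days with fry and with the replicate number as a block over all libraries. It also passed on day 1 in a fit of the 8 macrophage libraries, and on day 14 with its Reactome counterpart, chosen after seeing the values. In the fit without a block, the inflammatory list on day 14 had a mean log2 fold change of 0.01 between CD9+ and CX3CR1+ macrophages (limma camera, adjusted p = 0.16). Reactome's list for Toll-like receptor cascades, a different set of genes also chosen after seeing the values, was lower in CD9+ macrophages (mean -0.052, 36 of 100 genes higher, camera adjusted p = 0.016). Il1b, Tlr2 and Nlrp3 were lower in CD9+ macrophages.

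The paper gives inflammatory gene expression for group 6 beside the IFN signature. Of 49 inflammatory genes, group 6 held 4 (expected 1.83, adjusted p = 0.29 from a one-sided Fisher's exact test), and the alternatives gave adjusted p values from 0.36 to 1. Its members were assigned from the 1999 genes that could be read, where the paper reports 2558 DEGs. The group may therefore be incomplete, and this test cannot decide the paper's description of it.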

Other observations

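The tests in this part were chosen only after the data were examined, apart from those of the list of IL-4, IL-13 and STAT6 target genes and of the list of mast cell and basophil genes.

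The 2 CD9+ libraries of day 1 differed more from each other than the libraries of any other group, with an SD of the log2 difference across genes of 0.912 against 0.382 to 0.625. Depth is an unlikely reason, because after thinning their correlation was 0.938, still the lowest of the 8 groups. A different share of F4/80− cells in these sorts would make their difference resemble the difference between F4/80− cells and CX3CR1+ macrophages. Across 11998 genes, which are not independent replicates, Spearman's rho between these was 0.250, too low to settle the point. The same comparison with neutrophils gave a rho of 0.0714. Most of these genes do not mark neutrophils, so this rank correlation has little power, and a different share of neutrophils is not excluded by it. A mixed composition of the day 1 CD9+ sort cannot be excluded, and no biological explanation was tested because the libraries share a condition.

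A list of 12 neutrophil genes had a summed CPM of 18497 and 5618 in the CD9+ libraries of day 1, against a mean of 887 in CX3CR1+ macrophages, 35591 in F4/80− cells and 68251 in neutrophils. The signal was present on day 14 too, at 20528 and 13738 in the CD9+ libraries. The means of day 14 were 351 in CX3CR1+ macrophages, 41851 in F4/80− cells and 111106 in neutrophils. Cells with the profile of the Ly6G+ neutrophils among the sorted CD9+ cells are a candidate explanation, and would leave every gene of the list at a similar fraction of its level in neutrophils. On day 1 the log2 ratio of CD9+ macrophages to neutrophils instead ran from -7.14 for Ly6g to -0.78 for Cebpe, a range of 6.36. An admixture of such cells therefore does not account for the whole list on that day. Against F4/80− cells the range was 3.56. Immature cells with little Ly6G, or expression by the macrophages, were not tested.

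From its single-cell data the paper states that oxidative phosphorylation marks the clusters that express Cx3cr1. Whether the sorted populations differ in this was tested with the 71 tested genes of the Reactome list for the respiratory chain. The mean log2 fold change of CD9+ against CX3CR1+ macrophages was -0.069 on day 1, with 42 genes lower and 29 higher (limma camera, adjusted p = 0.16), and 0.0071 on day 14, with 35 lower and 36 higher (adjusted p = 0.71). The block on the replicate number over all libraries gave means of -0.085 (adjusted p = 0.11) and 0.0097 (adjusted p = 0.68). Scaling by library size only gave -0.30 on day 1, with 58 genes lower and 13 higher (limma camera, adjusted p = 0.16). Relative to the median of all genes this mean is -0.10. On day 14 this scaling gave -0.0081, where the direction of the mean flips. A higher level of these genes in sorted CX3CR1+ macrophages was therefore not detected on either day with 2 libraries per group.

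The paper's discussion states that canonical M2 macrophages, with expression of target genes of IL-4, IL-13 and STAT6, were not seen in healing interface tissue. A gene list in sorted populations does not identify such macrophages, so the values below do not test this statement. On a list of such genes, 13 of the 14 tested were higher in CD9+ than in CX3CR1+ macrophages on day 1, by a mean log2 fold change of 1.23 (limma camera, adjusted p = 5.7e-06), and 10 of 14 on day 14, by 1.40 (adjusted p = 1.3e-04). With scaling by library size only, 9 of 14 were higher on day 1, by a mean of 1.18 relative to the median of all genes. The means with the replicate number as a block over all libraries were 1.24 (adjusted p = 1.3e-06) and 1.39 (adjusted p = 1.7e-05). As DEGs, 5 were higher and 0 lower on day 1, where also 0 were lower at an unadjusted p under 0.05, and 7 were higher and 3 lower on day 14 (5, 0, 8 and 3 with adjustment over the list alone). Over time the list fell, by a mean of -0.42 in CD9+ (limma camera, adjusted p = 0.0030) and -0.58 in CX3CR1+ macrophages (adjusted p = 1.8e-04). The mean in CD9+ macrophages with scaling by library size only was -0.21, or -0.41 relative to the median of all genes. As DEGs, 4 genes rose and 4 fell in CD9+ macrophages over time. Alox15, the gene of the list with the largest difference on both days, is also on the eosinophil list. Arg1 came next, with 2391 ± 299 CPM (SD, n = 2) on day 1 and 38.7 ± 7.42 on day 14 in CD9+ macrophages. Without libraries of uninjured tissue, whether the list is raised by surgery was not tested.

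Il4 and Il13, chosen after their values were seen, were counted in some of the sorted populations. Il4 (chromosome 11 of mm10, 53602982 to 53618669) had 267 and 180 counts in the F4/80− libraries of day 1 and 91 and 108 on day 14. In CD9+ macrophages it had 24 and 9 counts on day 1 and 42 and 41 on day 14, and no more than 2 counts in any library of CX3CR1+ macrophages or neutrophils. In CPM this was 10.6 ± 3.38 (SD, n = 2) and 7.72 ± 1.55 in F4/80− cells and 1.32 ± 0.528 and 4.09 ± 0.0885 in CD9+ macrophages. Il13 (chromosome 11, 53631324 to 53634702) had 61 and 28 counts on day 1 and 73 and 45 on day 14 in F4/80− cells. It had 7 and 9 counts on day 1 and 0 and 2 on day 14 in CD9+ macrophages, and 0 in every library of CX3CR1+ macrophages and neutrophils.

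The paper's discussion proposes a lack of cells that produce or induce IL-4 and IL-13, mast cells, eosinophils and basophils among them, as the likely reason for the absence of a clear IL-4 and IL-13 response. A list of mast cell and basophil genes had a summed CPM of 217 ± 90.9 (SD, n = 2) on day 1 and 506 ± 54.0 on day 14 in CD9+ macrophages, and 4.69 and 7.24 in CX3CR1+ macrophages. It was 1451 and 2088 in F4/80− cells and 1276 and 1190 in neutrophils. The 7 tested genes of the list were all higher in CD9+ than in CX3CR1+ macrophages on both days, by a mean log2 fold change of 7.27 on day 1 (limma camera, adjusted p = 1.4e-42) and 7.41 on day 14 (adjusted p = 1.4e-28). The means with the replicate number as a block over all libraries were 7.24 and 7.41, and with scaling by library size only 7.09 and 7.40. Which cells the transcripts come from was not tested.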
